# SHLD1 is dispensable for 53BP1-dependent V(D)J recombination but critical for productive class switch recombination

**DOI:** 10.1038/s41467-022-31287-3

**Published:** 2022-06-28

**Authors:** Estelle Vincendeau, Wenming Wei, Xuefei Zhang, Cyril Planchais, Wei Yu, Hélène Lenden-Hasse, Thomas Cokelaer, Juliana Pipoli da Fonseca, Hugo Mouquet, David J. Adams, Frederick W. Alt, Stephen P. Jackson, Gabriel Balmus, Chloé Lescale, Ludovic Deriano

**Keywords:** Class switch recombination, Double-strand DNA breaks, DNA recombination, VDJ recombination

## Abstract

SHLD1 is part of the Shieldin (SHLD) complex, which acts downstream of 53BP1 to counteract DNA double-strand break (DSB) end resection and promote DNA repair via non-homologous end-joining (NHEJ). While 53BP1 is essential for immunoglobulin heavy chain class switch recombination (CSR), long-range V(D)J recombination and repair of RAG-induced DSBs in XLF-deficient cells, the function of SHLD during these processes remains elusive. Here we report that SHLD1 is dispensable for lymphocyte development and RAG-mediated V(D)J recombination, even in the absence of XLF. By contrast, SHLD1 is essential for restricting resection at AID-induced DSB ends in both NHEJ-proficient and NHEJ-deficient B cells, providing an end-protection mechanism that permits productive CSR by NHEJ and alternative end-joining. Finally, we show that this SHLD1 function is required for orientation-specific joining of AID-initiated DSBs. Our data thus suggest that 53BP1 promotes V(D)J recombination and CSR through two distinct mechanisms: SHLD-independent synapsis of V(D)J segments and switch regions within chromatin, and SHLD-dependent protection of AID-DSB ends against resection.

## Abstract (web summary)

SHLD1, as a component of the Shieldin (SHLD) complex, mediates DNA repair via non-homologous end-joining (NHEJ), an essential process during lymphocyte development. Here the authors show that SHLD1 is actually dispensable for lymphocyte development and V(D)J recombination, but is essential for class-switching recombination in activated B cells.

## Introduction

Two programmed DNA double-strand break (DSB) repair processes participate in the generation of antigen receptor diversity in adaptive immune cells—V(D)J recombination that occurs in developing B and T lymphocytes and class switch recombination (CSR) that takes place in antigen-activated mature B cells^1^. V(D)J recombination is a cut and paste mechanism that assembles variable region exons encoding the antigen-binding domains of the B and T cell receptors^2,3^. It is initiated by recombination activating gene proteins RAG1 and RAG2 (forming the RAG endonuclease) which introduce DSBs between variable (V), diversity (D), and joining (J) segments and their flanking recombination signal sequences (RSSs)^4^. RAG-generated DSBs are subsequently repaired by proteins of the non-homologous end-joining (NHEJ) pathway within a so-called post-cleavage complex that is thought to participate in the stabilization and processing of DNA ends^5,6^. CSR modifies antibody effector functions by replacing the isotype expressed from IgM/IgD to IgG, IgA, or IgE^1,7,8^. At the DNA level, this is achieved by a deletional recombination event at the *Igh* locus between a donor (Sμ) and an acceptor repetitive switch region (Sx) that brings into proximity the V region and the exons encoding a new constant region thus allowing the expression of an antibody with a different isotype but with the same specificity. During CSR, activation-induced cytidine deaminase (AID) deaminates cytosines into uracils in transcribed S-regions, which are converted to DSBs with the help of base excision and mismatch repair proteins. CSR is completed by fusing donor and acceptor S-region DSB ends by NHEJ and, in its absence, by alternative end-joining (alt-NHEJ) that is more biased to use longer junctional microhomologies (MHs)^9,10^. In contrast to CSR, V(D)J recombination is much more reliant on NHEJ for the repair of RAG-DSBs and NHEJ-deficient mice—with the exception of XLF-deficient mice—suffer severe block in early B and T cell differentiation due to an inability to assemble V(D)J segments and thus to produce a functional pre-T or pre-B cell receptor^9,10^.

Both RAG- and AID-induced DSBs trigger a DNA damage response during which DSB ends are detected by the MRE11-RAD50-NBS1 complex that activates ataxia telangiectasia-mutated kinase (ATM)^1,11,12^. Once activated, ATM phosphorylates multiple substrates including the histone variant H2AX that serves as an intermediate step to promote the assembly of DNA repair proteins over large chromatin regions surrounding the break site, most notably 53BP1 that can be visualized as chromatin forming foci in recombining lymphocytes^1,11,12^. Unlike NHEJ factors, these proteins are essential for CSR and have a more modest role in V(D)J recombination^1,11,12^. For instance, ATM-deficient cells are still capable of V(D)J recombination and ATM-deficient mice are only moderately immune-deficient but activated ATM-deficient splenic B cells have impaired CSR (i.e., 30 to 50% of wild-type (WT) cells)^1,11,12^. More illustrative is the case of 53BP1. In mice, 53BP1 deficiency has a modest impact on lymphocyte development and V(D)J recombination but causes a drastic reduction in CSR (i.e., 5 to 10% of WT cells) that is associated with enhanced intra S-region recombination, long DSB end resection that spreads outside S-regions and loss of orientation-specific recombination^11,13–17^. This suggests specialized roles for 53BP1 in CSR such as promoting S-region synapsis and protecting S-region DSBs from resection.

The absence of a striking phenotype during lymphocyte development and V(D)J recombination in animals deficient for these DSB response factors does not mean that they have no role at all in promoting RAG-DSB repair. 53BP1 facilitates the joining of RAG-induced DSBs when DSBs are at a long distance, possibly by favoring chromosome tethering and/or mobility^18^. In the absence of XLF, a nonessential NHEJ factor, ATM and 53BP1 are required for repair of RAG-generated coding ends (CEs) and signal ends (SEs) and double-deficient mice have a severe combined immunodeficiency phenotype with lymphocyte development essentially blocked at the progenitor B and T cell stages, consistent with impaired V(D)J recombination^19–22^. Analyses of XLF/53BP1 double-deficient Abelson (Abl)-immortalized pro-B cell lines revealed a combined impact on the ability to join RAG-DSBs during V(D)J recombination, including the impaired joining of both CEs and SEs and increased resection of the un-joined CEs and SEs^19–22^. Thus, in the context of the ATM-dependent DSB response, 53BP1 seems to harbor similar DSB end-joining and DSB end-protection functions during CSR as well as during V(D)J recombination.

53BP1 recruits RIF1 to shield DSB ends against resection, thereby directing the repair of DSBs toward NHEJ instead of homologous recombination^23^. The downstream effectors in the pathway have recently been identified and form the Shieldin (SHLD) complex that lies immediately downstream of 53BP1-RIF1 and is comprised of REV7/MAD2L2, SHLD1, SHLD2, and SHLD3^23–25^. Epistasis between 53BP1-RIF1 and the SHLD complex is remarkable in multiple NHEJ reactions, including CSR, the fusion of telomeres lacking TRF2, and the repair of DSBs in BRCA1-deficient cells treated with PARP inhibitors^23–25^. In AID-inducible B cell lines, loss of any of the SHLD complex components similarly impairs CSR that is associated with enhanced DSB end resection and the accumulation of chromosomal breaks at immunoglobulin switching sites^26–34^. In mice, loss of REV7 or SHLD2 does not impact lymphocyte development while severely compromising CSR^27,30^. The recruitment of SHLD to DSBs is mediated by the association of SHLD3 to chromatin-bound RIF1^25^. SHLD3 also interacts directly with REV7 that bridges SHLD2 and SHLD1, with SHLD2 possessing a ssDNA-binding activity that is essential to inhibit resection^25^. SHLD1 is a small (205 amino acid residues) low-abundance protein that lies at the very tip of the complex and for which clear functions have not yet been attributed^25^.

Here, we generate mice and cells deficient for SHLD1, XLF, and XRCC4 to test the role of SHLD1 in antigen receptor diversification. We show that SHLD1- and SHLD1/XLF-deficient mice have normal lymphocyte development and perform robust RAG-DSB repair, demonstrating that SHLD1 is dispensable for V(D)J recombination. By contrast, we show that SHLD1 is essential to limit the extent of DNA end resection during CSR, providing an end-protection mechanism that enables both NHEJ and alternative end-joining pathways to functionally operate at AID-induced DSBs. Finally, we show that this end-protection function is required for the orientation-specific joining of AID-initiated DSBs. Thus, while SHLD1 is dispensable for V(D)J recombination, it is essential for productive CSR by controlling the processing of AID-DNA ends during NHEJ and alternative end-joining repair.

## Results

### *Shld1*^*−/−*^ and *Shld1*^*−/−*^*Xlf*^*−/−*^ mice are viable and show no overt developmental phenotype

To elucidate SHLD1 function in vivo, we analyzed *Shld1* knockout mice (*Shld1*^*em1(IMPC)Wtsi*^, referred to hereafter as *Shld1*^*−/−*^) that we generated by CRISPR/Cas9-mediated deletion of the *Shld1* coding sequence^35–37^ (Supplementary Fig. 1a–d). *Shld1*^*−/−*^ mice were born at the expected Mendelian frequencies, were fertile and displayed no developmental abnormalities (Fig. 1a, b and Supplementary Fig. 1e, f).

**Fig. 1:**
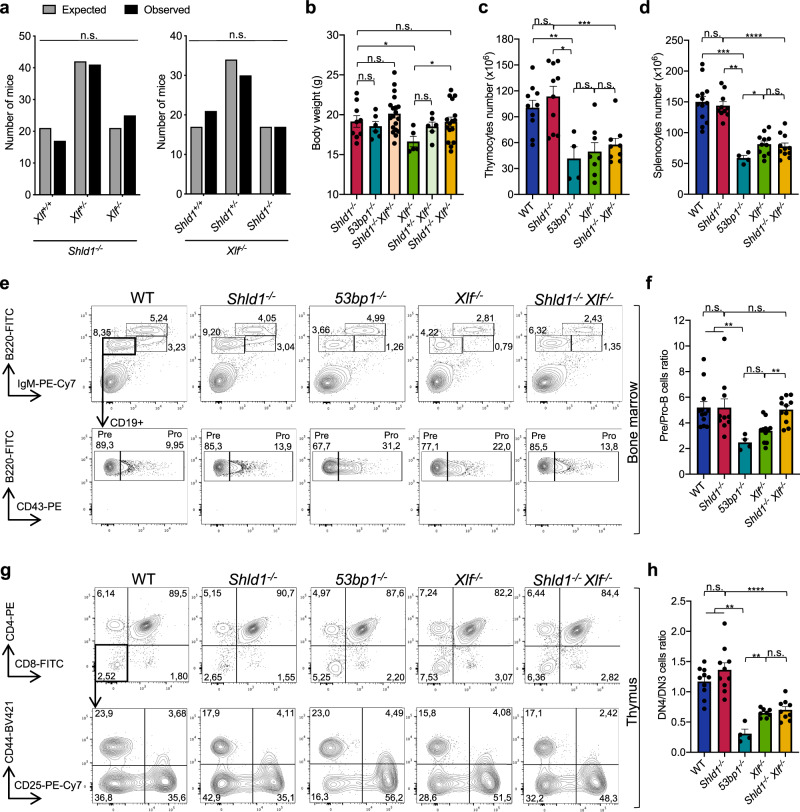
*Shld1*^*−/−*^ and *Shld1*^*−/−*^*Xlf*^*−/−*^ mice are viable and show no overt developmental phenotype. **a** Number of live-born mice obtained from crosses between *Shld1*^*−/−*^ *Xlf*^*+/−*^ mice (left) or *Shld1*^*+/−*^ *Xlf*^*−/−*^ mice (right). Expected versus observed numbers were used to calculate one-sided Chi-square. *Shld1*^*−/−*^ *Xlf*^*+/−*^ cross: *n* = 83 observed live-born mice; *Shld1*^*+/−*^ *Xlf*^*−/−*^ cross: *n* = 68 observed live-born mice. **b** Total body weight (in grams) of adult mice (males and females, 6–8-week-old) from the different genotypes as indicated. Bars represent mean ± s.e.m., *n* = 9 independent mice (*Shld1*^*−/−*^), *n* = 6 (*53bp1*^*−/−*^), *n* = 19 (*Shld1*^*−/−*^ *Xlf*^*+/−*^), *n* = 5 (*Xlf*^*−/−*^), *n* = 6 (*Shld1*^*+/−*^ *Xlf*^*−/−*^), *n* = 16 (*Shld1*^*−/−*^ *Xlf*^*−/−*^), two-sided Wilcoxon–Mann–Whitney test (*p = 0.047 (*Xlf*^*−/−*^ vs *Shld1*^*−/−*^); *p = 0.0268 (*Xlf*^*−/−*^ vs *Shld1*^*−/−*^ *Xlf*^*−/−*^)). **c** Total thymocytes numbers. Bars represent mean ± s.e.m., *n* = 10 (WT; *Shld1*^*−/−*^), *n* = 4 (*53bp1*^*−/−*^), *n* = 8 (*Xlf*^*−/−*^), *n* = 9 (*Shld1*^*−/−*^ *Xlf*^*−/−*^), two-sided Wilcoxon–Mann–Whitney test (*p = 0.014; **p = 0.008; ***p = 0.0005). WT: dark blue, *Shld1*^*−/−*^: red, *53bp1*^*−/−*^: light blue, *Xlf*^*−/−*^: green, *Shld1*^*−/−*^*Xlf*^*−/−*^: yellow. **d** Total splenocytes numbers. Bars represent mean ± s.e.m., *n* = 13 (WT), *n* = 10 (*Shld1*^*−/−*^), *n* = 4 (*53bp1*^*−/−*^), *n* = 11 (*Xlf*^*−/−*^; *Shld1*^*−/−*^ *Xlf*^*−/−*^), two-sided Wilcoxon–Mann–Whitney test (*p = 0.0396; **p = 0.002; ***p = 0.0008; ****p < 0.0001). **e**, **f** Analysis of B cell development. **e** Representative FACS analysis of bone marrow using B cell markers. **f** Ratio of CD43^−^B220^lo^CD19^+^IgM^−^ pre-B cells versus CD43^+^B220^lo^CD19^+^IgM^−^ pro-B cells. Bars represent mean ± s.e.m., *n* = 12 (WT), *n* = 10 (*Shld1*^*−/−*^), *n* = 4 (*53bp1*^*−/−*^), *n* = 11 (*Xlf*^*−/−*^; *Shld1*^*−/−*^ *Xlf*^*−/−*^), two-sided Wilcoxon–Mann–Whitney test (**p = 0.0014 (*Xlf*^*−/−*^ vs *Shld1*^*−/−*^ *Xlf*^*−/−*^); **p = 0.0011 (WT vs *53bp1*^*−/−*^); **p = 0.004 (*Shld1*^*−/−*^ vs *53bp1*^*−/−*^)). **g**, **h** Analysis of T cell development. **g** Representative FACS analysis of thymus using T cell markers. **h** Ratio of CD4^−^CD8^−^CD44^−^CD25^−^ (DN4) cells versus CD4^−^CD8^−^CD44^−^CD25^+^ (DN3) cells. Bars represent mean ± s.e.m., *n* = 10 (WT; *Shld1*^*−/−*^), *n* = 4 (*53bp1*^*−/−*^), *n* = 8 (*Xlf*^*−/−*^), *n* = 9 (*Shld1*^*−/−*^ *Xlf*^*−/−*^), two-sided Wilcoxon–Mann–Whitney test (**p = 0.004 (*Xlf*^*−/−*^ vs *53bp1*^*−/−*^); **p = 0.002 (WT vs *53bp1*^*−/−*^); **p = 0.002 (*Shld1*^*−/−*^ vs *53bp1*^*−/−*^); ****p < 0.0001 (*Shld1*^*−/−*^ vs *Shld1*^*−/−*^ *Xlf*^*−/−*^)). n.s. non-significant (*p* ≥ 0.05), *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Source data are provided as a Source Data file.

Total cell numbers in the thymus and spleen of 6- to 8-week-old *Shld1*^*−/−*^ mice were, on average, similar to those of wild-type (WT) (Fig. 1c, d). Flow cytometry revealed that the distribution of progenitor (pro-) B (CD19^+^CD43^+^B220^+^IgM^−^), precursor (pre-) B (CD19^+^CD43^−^B220^+^IgM^−^), newly-generated immature B (IgM^+^B220^low^) and recirculating B (IgM^+^B220^high^) cells in *Shld1*^*−/−*^ bone marrow were similar to those of WT littermates (Fig. 1e and Supplementary Table 1). In addition, *Shld1*^*−/−*^ mice contained splenic CD19^+^IgM^+^ total B cells, Follicular (B220^+^CD93^−^CD23^+^CD21^+^) and Marginal Zone (B220^+^CD93^−^CD23^−^CD21^high^) B cells at distributions and numbers equivalent to WT (Supplementary Fig. 1g–i and Supplementary Table 2). Similarly, the distribution of CD4^−^CD8^−^ (double-negative, DN), CD4^+^CD8^+^ (double-positive, DP), and CD4^+^CD8^−^ or CD4^−^ CD8^+^ (single-positive, SP) *Shld1*^*−/−*^ thymocytes was comparable to those of WT littermates (Fig. 1g and Supplementary Table 3) and *Shld1*^*−/−*^ mice contained normal populations of splenic CD3^+^TCRβ^+^ T cells (Supplementary Fig. 1j and Supplementary Table 2). The absence of B- and T cell developmental block at the CD43^+^B220^+^IgM^−^ pro-B cell (Fig. 1f) and CD4^−^CD8^−^CD44^−^CD25^+^ DN3 thymocyte (Fig. 1h) stages during which antigen receptor gene assembly is initiated suggests that V(D)J recombination is normal in *Shld1*^*−/−*^ developing lymphocytes. Contrary to SHLD1-deficient mice and consistent with previous work^16,18,30^, *53bp1*^*−/−*^ mice harbored impaired B and T cell development, with a moderate block at the CD43^+^B220^+^IgM^−^ pro-B (Fig. 1e, f) and CD4^−^CD8^−^CD44^−^CD25^+^ DN3 pro-T stages (Fig. 1g, h), accompanied by a mild decrease in the number of splenic B and T cell numbers (Supplementary Fig. 1g, j).

XLF is functionally redundant with multiple members of the DNA damage response that include ATM, H2AX and 53BP1^19^. As such, combined deficiency for H2AX and XLF leads to early embryonic lethality and *Atm*^*−/−*^ *Xlf*^*−/−*^ and *53bp1*^*−/−*^ *Xlf*^*−/−*^ mice are born significantly smaller than control littermates and display a severe block in B and T cell development due to an inability to perform V(D)J recombination^20–22^. To test whether SHLD1 has overlapping functions with XLF during mouse development, we bred our *Shld1*^*−/−*^ mice with *Xlf*^*−/−*^ mice^38,39^ to generate *Shld1*^*−/−*^ *Xlf*^*−/−*^ animals (Supplementary Fig. 1b, d). *Shld1*^*−/−*^ *Xlf*^*−/−*^ mice were born at the expected Mendelian frequencies (Fig. 1a) and did not display growth defects (Fig. 1b and Supplementary Fig. 1f), indicating that in contrast to ATM, H2AX, or 53BP1, SHLD1 is dispensable for overall mammalian development in the absence of XLF.

To test for a potential functional redundancy between SHLD1 and XLF during lymphocyte development, we analyzed lymphocyte differentiation in *Shld1*^*−/−*^ *Xlf*^*−/−*^ mice. Strikingly, absolute numbers of thymocytes, total splenocytes as well as splenic B cells and T cells in *Shld1*^*−/−*^ *Xlf*^*−/−*^ mice were comparable to those of *Xlf*^*−/−*^ mice (Fig. 1c, d, Supplementary Fig. 1g, j, and Supplementary Tables 2, 3). In addition, in *Shld1*^*−/−*^ *Xlf*^*−/−*^ mice, there was no exacerbated block in B cell development in the bone marrow and T cell development in the thymus, particularly at pro-B or DN3 populations in which V(D)J recombination occurs (Fig. 1e–h and Supplementary Tables 1, 3). Together, these results show that SHLD1 is dispensable for lymphocyte development in the sensitized XLF-deficient background.

### 53BP1 displays SHLD1-independent functions during V(D)J recombination

Consistent with the analysis of lymphocyte progenitor populations, semi-quantitative PCR analysis of Dβ1 to Jβ1 and Dβ2 to Jβ2 rearrangements in thymocytes from WT, *Shld1*^*−/−*^, *Xlf*^*−/−*^, and *Shld1*^*−/−*^ *Xlf*^*−/−*^ mice showed similar levels of rearrangements (Fig. 2a–c and Supplementary Fig. 2a, b). Notably, Dβ1 to Jβ1 and Dβ2 to Jβ2 rearrangements were also robustly detected in *53bp1*^*−/−*^ mice (Fig. 2a–c and Supplementary Fig. 2a, b). We next tested whether SHLD1, similar to 53BP1^18^, might facilitate the joining of more distant V(D)J gene segments. We performed quantitative PCR assays of partial (Dδ2-Jδ1 and Dδ1-Dδ2) and complete (Vδ5-Dδ1 and Vδ2-DδJδ1) rearrangements at the *Tcrδ* locus (Fig. 2d, e). Consistent with previous findings, we found that short-range (Dδ2-Jδ1 and Dδ1-Dδ2) rearrangements were similar to or even more abundant in *53bp1*^*−/−*^ than in WT thymocytes (Fig. 2d, e). In contrast, long-range Vδ-to-DδJδ recombination was significantly reduced in *53bp1*^*−/−*^ thymocytes (Fig. 2d, e). Strikingly, *Shld1*^*−/−*^ thymocytes showed similar levels of rearrangements as WT thymocytes (Fig. 2d, e), demonstrating that SHLD1 is dispensable for long-range V(D)J recombination.

**Fig. 2:**
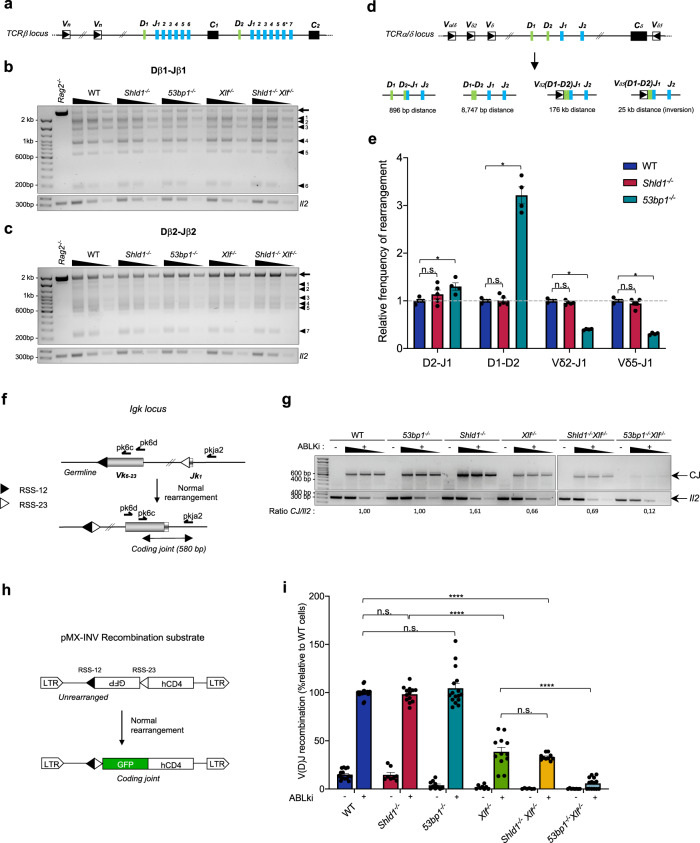
53BP1 displays SHLD1-independent functions during V(D)J recombination. **a** Schematic representation of the murine *Tcrβ* locus. Variable (V), diversity (D), joining (J), and constant (C) segments are shown. The star marks a pseudogene (Jβ2.6). **b** PCR analysis of Dβ1 to Jβ1 rearrangements in *Rag2*^*−/−*^, WT, *Shld1*^*−/−*^, *53bp1*^*−/−*^, *Xlf*^*−/−*^, and *Shld1*^*−/−*^*Xlf*^*−/−*^ thymocytes. The arrows indicate the region in germline configuration. The bands marked by arrowheads represent rearrangements of Dβ to one of the Jβ segments. *Il2* gene PCR was used as a loading control. **c** PCR analysis of Dβ2 to Jβ2 rearrangements. **d** Schematic representation of the mouse *Tcrα/δ* locus with the four different *Tcrδ* rearrangements depicted individually below. **e** Relative frequency of *Tcrδ* locus rearrangements in total thymocytes from WT*, Shld1*^*−/−*^ *and 53bp1*^*−/−*^ mice. Quantitative assessment of genomic DNA rearrangements of Dδ1 to Dδ2, Dδ2 to Jδ1, and Vδ2 and Vδ5 to (D)Jδ1 genes were performed by qPCR and normalized to the signal of the non-rearranging DNA 3′ of Jδ2. Histograms represent the average relative to WT mice for each rearrangement ± s.e.m., *n* = 5 independent samples (except *53bp1*^*−/−*^ for which *n* = 4), two-sided Wilcoxon–Mann–Whitney test (*p = 0.0179). **f** Schematic of inversional *Igk*_*6-23*_ *–J*_*1*_ rearrangement (position of primers (arrows) used to assay coding joint are shown). **g** Semi-quantitative nested PCR analysis of *Igk*_*6-23*_ *–J*_*1*_ coding joint (CJ) in *v-Abl* pro-B cell lines treated for 72 h with ABLki. *Il2* gene PCR was used as a loading control. (WT: clone #12095; *53bp1*^*−/−*^: clone #9999; *Shld1*^*−/−*^: clone #O37; *Xlf*^*−/−*^: clone #16488; *Shld1*^*−/−*^*Xlf*^*−/−*^: clone #XO2-8; *Xlf*^*−/−*^*53bp1*^*−/−*^: clone #9X2). CJ/Il2 ratio of band intensity is indicated below the gel. **h** Schematic of pMX-INV recombination substrate. **i** Bar plot showing V(D)J recombination efficiency of pMX-INV recombination substrate in *v-Abl* pro-B cell lines. *v-Abl* pro-B cell lines of each genotype were treated with ABLki for 72 h and GFP^+^ cells were analyzed by flow cytometry. Bars represent mean ± s.e.m., *n* = 4 independent clones (WT; *53bp1*^*−/−*^), *n* = 3 (*Shld1*^*−/−*^), *n* = 2 (*Xlf*^*−/−*^; *Shld1*^*−/−*^ *Xlf*^*−/−*^; *53bp1*^*−/−*^ *Xlf*^*−/−*^), two-sided Wilcoxon–Mann–Whitney test (****p < 0.0001). WT: clones #O38 (*n* = 4 independent experiments), #GBB (*n* = 4), #12096 (*n* = 4) and #12095 (*n* = 11); *53bp1*^*−/−*^: clones #9999 (n = 7), #1110 (n = 3), #BP95-2 (n = 3) and #BP95-5 (n = 3); *Shld1*^*−/−*^: clones #O32 (n = 3), #O37 (*n* = 6) and #O44 (*n* = 3); *Xlf*^*−/−*^: clones #16488 (*n* = 10) and #X95-3 (*n* = 2); *Shld1*^*−/−*^*Xlf*^*−/−*^: clones #XO2-8 (*n* = 4) and #XO2-24 (*n* = 6); *Xlf*^*−/−*^*53bp1*^*−/−*^: clones #9X1 (*n* = 8) and #9X2 (*n* = 6). n.s. non-significant (*p* ≥ 0.05), *p < 0.05, ****p < 0.0001. Source data are provided as a Source Data file.

To more robustly quantify V(D)J recombination, we generated viral-Abelson kinase (*v-Abl*) transformed pro-B cell lines from wildtype (WT) and *Shld1*^*−/−*^ mice^40^. Treatment of *v-Abl* transformed pro-B cells with a *v-Abl* kinase inhibitor (hereafter named ABLki) leads to G1 cell cycle arrest, the rapid induction of RAG1/2 gene expression, and rearrangement of the *Igk* locus or introduced V(D)J recombination reporter substrates^40^. PCR analysis of *IgkV*_*6–23*_*-J*_*1*_ rearrangements revealed normal levels of recombination in *Shld1*^*−/−*^ pro-B cells (Fig. 2f and Supplementary Fig. 2c). In addition, quantitative flow cytometry analysis of *v-Abl* pro-B cells carrying the pMX-RSS-GFP/IRES-hCD4 retroviral recombination substrate (pMX-INV) that allows for GFP expression upon successful chromosomal inversional RAG-mediated recombination revealed similar levels of recombination in WT and *Shld1*^*−/−*^ *v-Abl* cells (Fig. 2h and Supplementary Fig. 2d, e). We next employed CRISPR/Cas9-mediated gene editing to delete *Shld1* from WT and *Xlf*^*−/−*^ *v-Abl* pro-B cells^38,41^, generating *Shld1*^*−/−*^ and *Shld1*^*−/−*^ *Xlf*^*−/−*^ pro-B cell clones. In addition, we deleted *Xlf* from *53bp1*^*−/−*^ *v-Abl* pro-B cells^21^, generating *Xlf*^*−/−*^ *53bp1*^*−/−*^ pro-B cell clones. Consistent with the previous work^20,21,38,41^, both PCR analysis of *Igk* rearrangements and flow cytometry analysis of pMX-INV recombination revealed robust recombination in XLF-deficient pro-B cells and a severe defect in V(D)J rearrangements in 53BP1/XLF-doubly deficient pro-B cells (Fig. 2f–i and Supplementary Fig. 2e). Strikingly, in contrast to 53BP1/XLF-deficient pro-B cells, SHLD1/XLF-deficient pro-B cells perform robust V(D)J recombination at the *Igk* locus as well as at the pMX-INV substrate (Fig. 2f–i and Supplementary Fig. 2e). Together, these results demonstrate that SHLD1 is dispensable for V(D)J recombination even in the absence of XLF and that 53BP1 has unique functions during V(D)J recombination that are independent of SHLD1.

### SHLD1 is required for class switch recombination

To determine the function of SHLD1 in CSR in vivo, we first measured the serum immunoglobulin levels in unimmunized mice (Fig. 3a). *Shld1*^*−/−*^ mice showed normal amounts of serum IgMs but reduced levels of total IgG and IgG1 antibodies, which is suggestive of defective CSR (Fig. 3a). To further test the role of SHLD1 in CSR, we purified splenic B cells and induced them to switch to IgG1, IgG2b, and IgG3 (Fig. 3b, c and Supplementary Fig. 3a–c). We found that SHLD1 deficiency severely compromised the production of IgG1-, IgG2b- and IgG3b-switched B splenocytes to approximately 15% of WT (Fig. 3b, c and Supplementary Fig. 3a–c). CSR defect in SHLD1-deficient B cells undergoing IgM-to-IgG1 switching was also associated with a large population of IgM^low^ IgG1^−^ B cells, suggesting aberrant AID-DSB repair^27^ (Fig. 3b, d). Finally, SHLD1 deficiency did not affect cell proliferation (Fig. 3e and Supplementary Fig. 3d), *Aid* expression and *Igh* germline transcripts levels (Supplementary Fig. 3e, f). These results indicate that SHLD1 is critical for CSR in mice, supporting our previous findings in CH12 B cell lines^32^. Notably, *53bp1*^*−/−*^ B cells harbored stronger defects in CSR compared to *Shld1*^*−/−*^ B cells (Fig. 3b, c and Supplementary Fig. 3a), suggesting that 53BP1 also fulfills SHLD1-independent functions during CSR.

**Fig. 3:**
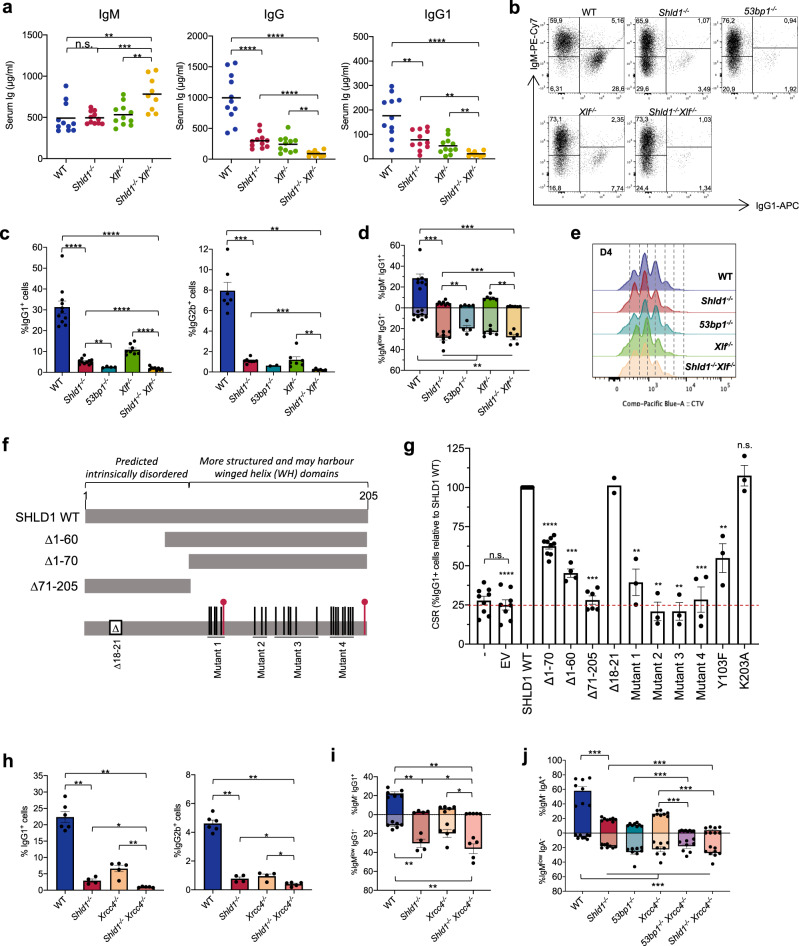
SHLD1 is required for class switch recombination. **a** Concentration of indicated isotypes in the serum of 6‐ to 8‐week‐old sex- and aged-matched unimmunized WT, *Shld1*^*−/−*^*, Xlf*^*−/−*^, *and Shld1*^*−/−*^*Xlf*^*−/−*^ mice. Horizontal lines show mean, n = 11 independent mice (except *Shld1*^*−/−*^ *Xlf*^*−/−*^ for which *n* = 9), two-sided Wilcoxon–Mann–Whitney test, *p* values are indicated in Source Data file. **b** Representative dot plots showing IgM and IgG1 expression in WT, *Shld1*^*−/−*^*, 53bp1*^*−/−*^*, Xlf*^*−/−*^, and *Shld1*^*−/−*^*Xlf*^*−/−*^ stimulated B cells. **c** Percentages of WT, *Shld1*^*−/−*^*, 53bp1*^*−/−*^*, Xlf*^*−/−*^*,* and *Shld1*^*−/−*^*Xlf*^*−/−*^ B cells expressing either IgG1 or IgG2b isotype after 4 days of in vitro stimulation with anti-IgD dextran, LPS and IL-4 (IgG1) or LPS (IgG2b). Bars represent mean ± s.e.m., WT (*n* = 11 for IgG1 and *n* = 7 for IgG2b), *Shld1*^*−/−*^ (*n* = 11 for IgG1 and *n* = 8 for IgG2b), *53bp1*^*−/−*^ (*n* = 4 for IgG1 and *n* = 2 for IgG2b), *Xlf*^*−/−*^ (*n* = 8 for IgG1 and *n* = 7 for IgGb2), *Shld1*^*−/−*^ *Xlf*^*−/−*^ (*n* = 9 for IgG1 and *n* = 6 for IgG2b), two-sided Wilcoxon–Mann–Whitney test, *p* values are indicated in Source Data file. **d** Percentages of IgM^−^IgG1^+^ and IgM^low^ IgG1^−^ cells. Bars represent mean ± s.e.m., *n* = 8 (except *53bp1*^*−/−*^ for which *n* = 4, and *Xlf*^*−/−*^ and Shld1^−/−^ *Xlf*^*−/−*^ for which *n* = 6), two-sided Wilcoxon–Mann–Whitney test, *p* values are indicated in Source Data file. **e** CTV dilution assay in purified B cells cultured in the presence of anti-IgD dextran, LPS, and IL-4 for 96 h. Representative data, *n* > 2 mice. **f** SHLD1 predicted domains and variants used. Mutant 1: L95A, R96A, S98A, L99A, F102A, Y103A; Mutant 2: L125A, I129A, L132A; Mutant 3: Y140A, M147A, V150A, I151A, D155A, F169A; Mutant 4: P186A, G187A, L188A, S189A, D191A, I192A, F195A, L196A, L197A. **g** CSR assay in *Shld1*^*−/−*^ primary B cells complemented with SHLD1 variants. Bars represent the average ± s.e.m. relative to *Shld1*^*−/−*^ primary B cells complemented with SHLD1 WT, *n* = 9 independent experiments (non-complemented cells and Δ1–70), *n* = 8 (EV), *n* = 10 (SHLD1 WT), *n* = 4 (Δ1–60 and Mutant 4), *n* = 6 (Δ 71–205), *n* = 2 (Δ18–21), *n* = 3 (Mutant 1; Mutant 2; Mutant 3; Y103F; K203A), two-sided Wilcoxon–Mann–Whitney test (****p < 0.0001 (vs EV; vs Δ1–70); ***p = 0.001 (vs Δ1–60; vs Mutant 4); ***p = 0.0001 (vs Δ71–205); **p = 0.0035 (vs Mutant 1; vs Mutant 2; vs Mutant 3; vs Y103F)). **h** Percentages of WT, *Shld1*^*−/−*^, *Xrcc4*^*−/−*^ and *Shld1*^*−/−*^*Xrcc4*^*−/−*^ B cells expressing either IgG1 or IgG2b isotype after 4 days of in vitro stimulation with anti-IgD dextran, LPS and IL-4 (IgG1) or LPS (IgG2b). Bars represent mean ± s.e.m., WT (*n* = 6), *Shld1*^*−/−*^ (*n* = 4), *Xrcc4*^*−/−*^ (*n* = 5 for IgG1 and *n* = 4 for IgG2b) and *Shld1*^*−/−*^*Xrcc4*^*−/−*^(*n* = 5), two-sided Wilcoxon–Mann–Whitney test, *p* values are indicated in Source Data file. **i** Percentages of IgM^**−**^IgG1^+^ versus IgM^low^ IgG1^−^ cells. Bars represent mean ± s.e.m., *n* = 6 (WT), *n* = 4 (*Shld1*^*−/−*^), *n* = 5 (*Xrcc4*^*−/−;*^ *Shld1*^*−/−*^*Xrcc4*^*−/−*^), two-sided Wilcoxon–Mann–Whitney test, *p* values are indicated in Source Data file. **j** Percentages of IgM^−^ IgA^+^ versus IgM^low^ IgA^−^ CH12 cells after in vitro stimulation with anti-CD40 antibody, IL-4, and TGF-β for the indicated genotypes. Bars represent mean ± s.e.m., *n* = 4 independent experiments with two clones per genotype, two-sided Wilcoxon–Mann–Whitney test, *p* values are indicated in Source Data file. n.s. non-significant (*p* ≥ 0.05), *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Source data are provided as a Source Data file.

To investigate further the function of SHLD1, we have tested a series of deletion and substitution mutations for their ability to rescue CSR in stimulated *Shld1*^*−/−*^ primary B cells (Fig. 3f). SHLD1 is encoded by two exons, exon 2 that encodes for amino acids 1 to 60 and exon 3 that encodes for amino acids 61 to 205. The SHLD1 N-terminus (1–70) is predicted to be intrinsically disordered while its C-terminal part is more structured and may harbor one- or two-winged helix domains^32^. To investigate the function of the N- and C-terminal regions of SHLD1, we tested WT SHLD1 as well as SHLD1^Δ1–60^, SHLD1^Δ1–70^, and SHLD1^Δ71–205^ deletion mutants (Fig. 3f). In addition, we generated a series of deletion and combined substitution mutations at strongly conserved residues (SHLD1^Δ18-21^ and SHLD1^L95A, R96A, S98A, L99A, F102A, Y103^, SHLD1^L125A, I129A, L132A^, SHDL1^Y140A, M147A, V150A, I151A, D155A, F169A^, and SHLD1^P186A, G187A, L188A, S189A, D191A, I192A, F195A, L196A, L197A^ referred to as mutants 1, 2, 3, and 4, respectively (Fig. 3f, and Supplementary Fig. 4a). We found that SHLD1^Δ1-60^ and SHLD1^Δ1-70^ partially restored CSR in stimulated *Shld1*^*−/−*^ cells while SHLD1^Δ71-205^ and any of the tested SHLD1 proteins mutated for highly conserved residues in the C terminus failed to rescue CSR in stimulated SHLD1-deficient B cells (Fig. 3g). Of note, we could not detect SHLD1^Δ71-205^ by Western Blot suggesting that this mutant form of SHLD1 is unstable (Supplementary Fig. 4b). In contrast, SHLD1^Δ18-21^ restored CSR to levels equivalent to those measured after complementation with WT SHLD1 indicating that these four amino acid residues, recently implicated in CTC1-STN1-TEN1 (CST)-Polα-primase binding^42^, are dispensable for CSR (Fig. 3g). Together, these results show that the C-terminal (i.e., amino acids 71 to 205) portion of SHLD1 forms the core region of SHLD1 that is required for CSR. Finally, we generated substitution mutations at residues Y103 (SHLD1^Y103F^) and K203 (SHLD1^K203A^) that are invariably conserved in diverse species and represent potential phosphorylation and ubiquitylation sites, respectively^43^. We found that SHLD1^K203A^ fully rescued CSR in SHLD1-deficient B cells. By contrast, SHLD1^Y103F^ only partially restored IgG1 class switching suggesting that this residue might be implicated in SHLD1 function during CSR. SHLD1^Y103F^ and SHLD1^Δ1-70^ were still able to interact with REV7/MAD2L2 (Supplementary Fig. 4b), suggesting that the Y103 residue and the SHLD1 N-terminus are dispensable for SHLD1 binding to upstream SHLD complex components.

### 53BP1-SHLD and NHEJ synergize during class switch recombination

We next investigated potential synergistic or epistatic functions between SHLD1 and XLF during CSR. Strikingly, *Shld1*^*−/−*^ *Xlf*^*−/−*^ mice displayed a significant increase of serum IgMs as compared to wildtype and single mutant mice that was associated with an almost complete lack of total IgG and IgG1 antibodies, indicating that CSR is highly defective in SHLD1/XLF-deficient activated B cells (Fig. 3a). Consistent with this, class switching to IgG1, IgG2b and IgG3 was almost completely abrogated in SHLD1/XLF-deficient stimulated splenic B cells (Fig. 3b, c and Supplementary Fig. 3a, b) without noticeable defects in cell proliferation, *Aid* expression, and *Igh* germline transcripts levels (Fig. 3e and Supplementary Fig. 3d–f). In addition, defective CSR in *Shld1*^*−/−*^, *Xlf*^*−/−*^, and *Shld1*^*−/−*^ *Xlf*^*−/−*^ splenic B cells induced to switch to IgG1 was associated with a large population of IgM^low^ IgG1^−^ B cells that inversely correlated with the levels of switched IgG1^+^ cells in the respective mutant cells (Fig. 3b, d). Together, these results demonstrate that SHLD1 and XLF act synergistically to promote productive CSR.

To probe the capacity of SHLD1 to promote CSR in the absence of XRCC4, another NHEJ factor, we generated SHLD1-proficient and SHLD1-deficient mice that harbored two copies of a loxP-flanked (floxed) Xrcc4 allele (*Xrcc4*^*f*^)^44^ plus a transgene that drives Cre recombinase expression in late stages of the B lineage from a *CD21* promoter^45^, termed *CD21-cre*^*Tg*^ *Xrcc4*^*f/f*^ mice and *Shld1*^*−/−*^ *CD21-cre*^*Tg*^ *Xrcc4*^*f/f*^ mice respectively. Consistent with previous work^46^, flow cytometry assays for surface IgG1 and IgG2b revealed substantial switching by appropriately stimulated *CD21-cre*^*Tg*^*Xrcc4*^*f/f*^ B cells with average levels of IgG1 and IgG2b that were at about 25% of those of WT controls (Fig. 3h). Similar to SHLD1/XLF-deficient B cells, class switching to IgG1 or IgG2b was significantly diminished in SHLD1/XRCC4-deficient stimulated B cells and was associated with a large population of IgM^low^ IgG1^−^ B cells (Fig. 3h, i). Thus, SHLD1 supports CSR in the absence of XRCC4.

We next investigated the capacity of 53BP1 to promote CSR in the absence of XRCC4. We used CRISPR/Cas9 gene editing to delete *Xrcc4* from wildtype, *Shld1* knockout, and *53bp1* knockout CH12F3 (CH12) B cell clones, generating *Xrcc4*^*−/−*^, *Shld1*^*−/−*^ *Xrcc4*^*−/−*^, and *53bp1*^*−/−*^ *Xrcc4*^*−/−*^ B cell clones, respectively. We established that combined loss of SHLD1 and XRCC4 or 53BP1 and XRCC4 almost completely abrogates the production of IgA-switched CH12 cells as measured by flow cytometry after stimulation with anti-CD40, IL-4, and TGF-β (Fig. 3j). Together, these results indicate that 53BP1-SHLD is essential for “productive” CSR—that is the ability of switched cells to express a new immunoglobulin isotype at the cell surface – in both NHEJ-proficient and NHEJ-deficient B cells.

### SHLD1 promotes productive CSR in XLF-proficient and XLF-deficient cells by limiting DNA end resection

The most severe CSR defect of B cells deficient for SHLD1 and XLF could be due to a lack of repair of AID-induced DSBs or, as another non-mutually exclusive possibility, to hyper-resection leading to deletions of coding or regulatory regions essential for the expression of a functional switched immunoglobulin. To distinguish between these possibilities, we first measured the levels of *Igh*-DSBs by performing *Igh* locus-specific DNA–FISH on chromosome spreads prepared from wildtype, *Shld1*^*−/−*^, *Xlf*^*−/−*^, and *Shld1*^*−/−*^ *Xlf*^*−/−*^ splenic B cells stimulated to undergo IgM-to-IgG1 class switching (Fig. 4a). Analysis of metaphase spreads revealed low levels of *Igh* locus-associated chromosomal breaks in WT B cells (1.2%). *Xlf*^*−/−*^ and *Shld1*^*−/−*^ B cells contained a statistically significant increase in aberrant metaphases (4.1% and 9.4% respectively) that could reflect either a slower repair or a partial lack of repair of AID-induced DSBs in these cells (Fig. 4a, b and Supplementary Table 4). Interestingly, despite an almost complete absence of IgG1 switched cells 4 days after stimulation, *Xlf*^*−/−*^ *Shld1*^*−/−*^ B cells contained similar levels of *Igh*-associated chromosomal breaks (8.8%) as SHLD1 single-deficient cells (Fig. 4b). Similarly, metaphase spreads from *Shld1*^*−/−*^ *CD21-cre*^*Tg*^ *Xrcc4*^*f/f*^ stimulated B cells contained approximately the same level of *Igh*-associated chromosomal breaks as metaphases from *Shld1*^*−/−*^ B cells (Supplementary Fig. 5a, b and Supplementary Table 5). These results indicate that, in the absence of both NHEJ (*i.e*. XLF or XRCC4) and SHLD1, AID-induced DSBs might be aberrantly resolved, leading to the generation of unproductive switched-joins, rather than accumulating in the form of unrepaired DNA breaks.

**Fig. 4:**
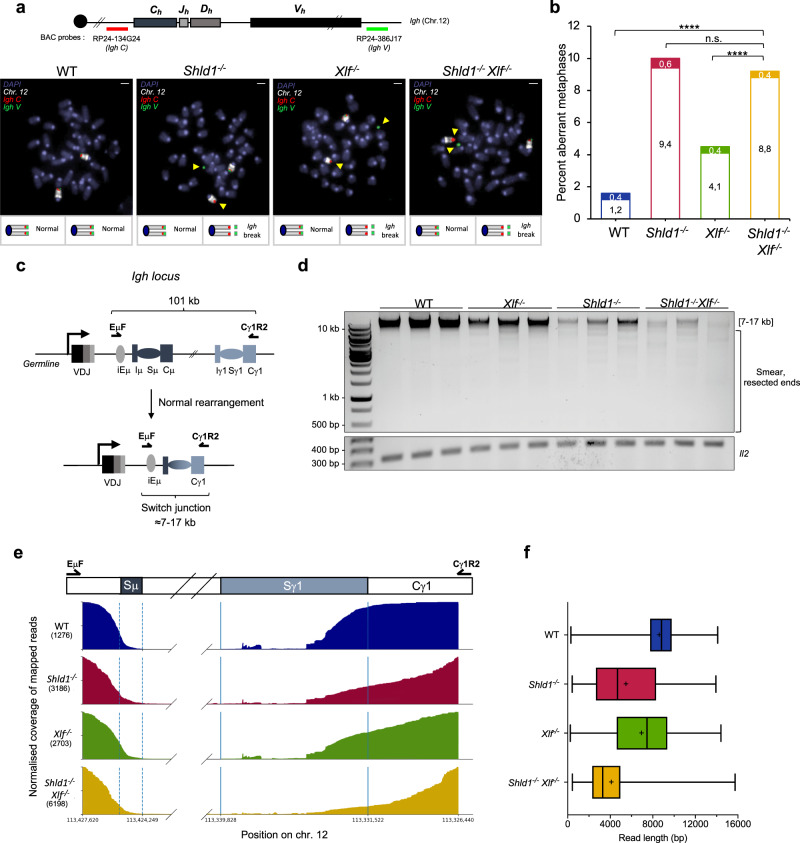
SHLD1 promotes functional CSR in XLF-proficient and XLF-deficient cells by limiting DNA end resection. **a** Representative images of *Igh* breaks in aberrant metaphases, as quantified in b. Scale bars, 3 μm. **b** Quantification of *Igh* breaks (clear bar) and translocations (filled bar) in metaphases of WT, *Shld1*^*−/−*^*, Xlf*^*−/−*^, and *Shld1*^*−/−*^*Xlf*^*−/−*^ cells. Bars represent means. *n* = 1005 (WT), *n* = 1075 (*Shld1*^*−/−*^*)*, *n* = 1201 (*Xlf*^−/−^), *n* = 1000 (*Shld1*^*−/−*^ *Xlf*^*−/−*^), two-sided Fisher’s exact test from four independent experiments (****p < 0.0001). See also Supplementary Table 4. **c** Schematic representation of the murine *Igh* locus. Arrows indicate primers used for the long-range PCR. **d** Long-range PCR analysis of Sμ to Sγ1 rearrangements in WT, *Xlf*^*−/−*^, *Shld1*^*−/−*^, and *Shld1*^*−/−*^*Xlf*^*−/−*^ stimulated B cells. *Il2* gene PCR was used as a loading control. **e** Normalized coverage of the mapped PacBio reads in WT, *Shld1*^*−/−*^, *Xlf*^*−/−*^, and *Shld1*^*−/−*^ *Xlf*^*−/−*^ stimulated B cells. Vertical dashed lines indicate the Sμ switch region and vertical lines indicate the Sγ1 region. **f** Distribution of read length (in bp) in WT, *Shld1*^*−/−*^, *Xlf*^*−/−*^, and *Shld1*^*−/−*^ *Xlf*^*−/−*^ cells. *n* = 3 independent samples. For all boxplots: minima is minimum value, maxima is maximum value, center is median and quartiles shown by box and whiskers, and cross is mean. n.s. non-significant (*p* ≥ 0.05), ****p < 0.0001. Source data are provided as a Source Data file.

To analyze AID-mediated recombining products, we extracted genomic DNA from stimulated splenic B cells and adapted a long-range PCR assay to amplify a region between the *Igh* intronic enhancer iEμ (primer EμF) and the *Igh γ1* constant exon 6 (primer Cγ1R2) (Fig. 4c). The EμF and Cγ1R2 primers locate more than 100 kb apart and therefore do not allow amplification of the genomic sequence in the germline configuration or after AID-mediated inversional recombination between the *Sμ* region and the *Sγ1* region. Amplification of genomic DNA from stimulated WT splenic B cells generated a clear band whose size corresponds to the expected deletional recombination products between the *Sμ* region and the *Sγ1* region (i.e., from 7160 bp to 16,760 bp product sizes) (Fig. 4d). Amplification of genomic DNA from *Xlf*^*−/−*^ and *Shld1*^*−/−*^ B cells generated a weaker band of the expected recombination size that is consistent with the reduced percentage of IgG1^+^ cells in these cells and, instead, produced smaller PCR fragments that might correspond to resection of DNA ends prior to joining (Fig. 4d). The proportion of small PCR fragments was quite similar in SHLD1 knockout samples and 53BP1 knockout samples and greater than in XLF knockout samples (Fig. 4d and Supplementary Fig. 5c). Most strikingly, *Shld1*^*−/−*^ *Xlf*^*−/−*^ B cells harbored recombination products of various sizes that could be visualized as a smear on the agarose gel and that suggest intense resection of AID-induced DSBs in these cells (Fig. 4d and Supplementary Fig. 5c). To confirm these results, we sequenced PCR products obtained from wildtype and mutant B cells using long-read high-throughput sequencing to analyze hundreds of individual sequences from each genotype (Fig. 4e). This analysis revealed that in WT B cells the vast majority of the sequences corresponded to recombination products with 5′ and 3′ breakpoint sites mapping within the *Sμ* core region and the *Sγ1* core region (Fig. 4e) with a mean read length of 8625 bp and with 15.6% of the reads being smaller than 7160 bp, which correspond to recombination products that suffered intense resection of DNA ends prior to joining (Fig. 4e, f and Supplementary Table 6). XLF-deficiency led to the generation of smaller recombination products (mean read length = 7035 bp) with 46.8% of the reads smaller than 7160 bp (Fig. 4e. f and Supplementary Table 6). Most strikingly, SHLD1-deficient B cells contained switched products with 66.4% of the reads smaller than 7160 bp in *Shld1*^*−/−*^ B cells (mean length = 5478 bp) and 85.3% of the reads smaller than 7160 bp in *Shld1*^*−/−*^ *Xlf*^*−/−*^ B cells (mean length = 4175 bp) (Fig. 4e, f and Supplementary Table 6). Thus, SHLD1 promotes productive CSR in XLF-proficient and XLF-deficient B cells by antagonizing and controlling the extent of DNA end resection.

ATM plays a dual role in CSR by promoting 53BP1-RIF1-SHLD assembly at AID-induced DSBs and participating in CtIP-mediated nuclease activities that contribute to DNA end resection. To test the impact of ATM ablation in the context of SHLD1 deficiency, we bred our *Shld1*^*−/−*^ mice with *Atm*^*−/−*^ mice^38,47^ to generate doubly deficient animals. *Shld1*^*−/−*^ *Atm*^*−/−*^ mice were born at expected frequencies and displayed no additional deleterious developmental or immune phenotype compared with *Atm*^*−/−*^ mice (Supplementary Fig. 6a–d), indicating that *Atm* and *Shld1* are epistatic during development and for immune functions such as V(D)J recombination. Analysis of class switching to IgG1 and IgG2b in stimulated naive B cells revealed similar levels of class switching in *Shld1*^*−/−*^ *Atm*^*−/−*^ cells as compared to *Atm*^*−/−*^ and *Shld1*^*−/−*^ cells (Supplementary Fig. 6e). Although not statistically significant, we noticed a small increase in the percentage of switched cells in *Shld1*^*−/−*^ *Atm*^*−/−*^ as compared to *Shld1*^*−/−*^ cells, suggesting that ATM deficiency might improve the production of functional joins in SHLD1-deficient B cells rather than aggravate it, possibly by dampening DNA end resection in these cells. Long-range PCR analysis of recombining products recovered from stimulated *Shld1*^*−/−*^ *Atm*^*−/−*^ splenic B cells showed that the loss of ATM in SHLD1-deficient cells partially restored high molecular weight PCR products in SHLD1-deficient B cells (Supplementary Fig. 6f), indicating that ATM might promote end resection in SHLD1-deficient B cells. Consistent with this, inhibition of the ATM kinase activity in stimulated SHLD1-deficient splenic B cells substantially restored CSR levels and high molecular weight recombination products (Supplementary Fig. 6g, h).

### SHLD1 deficiency and long DNA end resection leads to unbiased directional joining during CSR

CSR is programmed to occur in a productive deletional orientation through a Cohesin-mediated loop extrusion mechanism that juxtaposes AID-initiated DNA ends within donor and acceptor S-regions for deletional CSR^14,48^. Deletional repair of AID-induced DSBs at the *Igh* locus is dependent on 53BP1 as residual junctions from 53BP1-deficient cells display a more normalized ratio of deletional versus inversional end-joining^14^. To test the potential role of SHLD1 in orientation-specific CSR, we used high-throughput genome-wide translocation sequencing (HTGTS), a linear amplification-based method that identifies “prey” DSB junctions to a fixed “bait” DSB with nucleotide resolution to simultaneously quantify end resection, microhomology (MH) usage and orientation of AID-generated DNA end-joining between the 5′ region of Sμ (the bait) and the downstream core Sγ1 region (the prey)^13,14,48^ (Fig. 5a). 

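CSR-HTGTS libraries were made from splenic B cells stimulated for 96 h, and the authors deposited, for each library, the list of junctions that their pipeline called between the 5′Sμ bait and its prey. Lists with junction positions were used for 10 libraries from C57BL/6 mice, of which 3 are labelled WT, 2 *Shld1*-/-, 3 *Xlf*-/- and 2 *Shld1*-/- *Xlf*-/-. For 2 further libraries, labelled *Shld1*-/- and *Shld1*-/- *Xlf*-/-, the deposited list holds only MH lengths. The libraries of each genotype label are named A to C, letters that are not the repeat numbers of the paper. Junctions were counted in mm9 coordinates on chromosome 12, in an *Igh* window from 114450000 to 114700000, a Sγ1 window from 114562000 to 114582000, and a Sμ window from 114653500 to 114673500 around the 1-kb bin with the most junctions. Core Sγ1 was taken as 114569000 to 114577000, read from the dashed lines of Supplementary Fig. 7b. The libraries labelled WT held 4109, 2120 and 2181 junctions in the *Igh* window (A, B and C). Those labelled *Shld1*-/- held 8110 (B) and 2883 (C). The libraries labelled *Xlf*-/- held 3684, 2424 and 7533, and those labelled *Shld1*-/- *Xlf*-/- 2532 (A) and 1159 (C). MH length was taken from the overlap of the bait and prey alignments on the read, and a junction was called deletional when prey and bait lay on the same strand. Long resection is the percentage of deletional junctions in core Sγ1 or downstream of it within the window that lay downstream of the core. The inversional to deletional ratio sets inversional junctions in or upstream of the core against deletional junctions in or downstream of it. These 2 definitions were chosen by comparing junction percentages printed in the figures with Fig. 5h, i. Shares are given with 95% Wilson intervals, which cover counting error within a library and leave differences between mice out. They count each junction as independent, rows flagged as duplicates included. Since junctions carry no molecular identifiers, copies of a molecule cannot be told apart, and the intervals may be too narrow. Groups were compared by exact two-sided permutation tests over libraries.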

For this study, we analyzed >5,000 junctions from three independent mice of each wildtype, *Shld1*^*−/−*^, *Xlf*^*−/−*^, and *Shld1*^*−/−*^ *Xlf*^*−/−*^ genotype. 

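Genotype labels and figures do not give the same genotype for every library. The number of junctions in the Sγ1 window of each of the 10 libraries equals, to 2 significant digits, a number printed for 1 library in Fig. 5c or Supplementary Fig. 7b, but only 4 of them are printed there under their labelled genotype. Compared by eye, *Igh* counts equalled printed ones in most libraries, but not in WT C nor, from a single reading, in *Xlf*-/- C. Among libraries labelled WT, A held 2350 Sγ1 junctions, a number printed for WT, whereas B held 542, printed for *Shld1*-/-, and C held 1015, printed for *Xlf*-/-. Of those labelled *Shld1*-/-, B held 5181, printed for WT, and C held 880, printed for *Shld1*-/-. The libraries labelled *Xlf*-/- held 1917 (A, printed for *Xlf*-/-), 612 (B, printed for *Shld1*-/- *Xlf*-/-) and 4839 (C, printed for WT). In those labelled *Shld1*-/- *Xlf*-/-, 803 (A) is printed for *Shld1*-/- and 300 (C) for *Shld1*-/- *Xlf*-/-. Values are therefore reported for each library labelled with a genotype, with the genotype under which the figures print its count, and means over a label mix libraries that the figures print under different genotypes. Summed over libraries with positions, the *Igh* window held 8410 junctions under the label WT, 10993 under *Shld1*-/-, 13641 under *Xlf*-/- and 3691 under *Shld1*-/- *Xlf*-/-. The MH lists without positions hold 1028 junctions (labelled *Shld1*-/-) and 1093 (labelled *Shld1*-/- *Xlf*-/-).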

Results from these experiments were highly reproducible (Fig. 5b, c and Supplementary Fig. 7).

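Against counting noise alone, the share of direct joins differed among the libraries labelled WT (chi-square test on junction counts, p = 1.32e-15), *Shld1*-/- (chi-square test, p = 3.53e-16), *Xlf*-/- (chi-square test, p = 4.82e-71) and *Shld1*-/- *Xlf*-/- (chi-square test, p = 0.00195). These tests compare libraries of separate mice and leave differences between mice out, and each label covers libraries whose counts are printed under more than 1 genotype. By printed genotype, the 95% intervals of direct joins overlap among the libraries printed for WT, among those printed for *Shld1*-/- and between those printed for *Shld1*-/- *Xlf*-/-, and do not overlap between the 2 printed for *Xlf*-/-. For the share of *Igh* junctions in the Sγ1 window, only the libraries printed for *Shld1*-/- *Xlf*-/- all overlap. There, WT A (55.7 to 58.7%) lies below the others printed for WT, and WT B (23.8 to 27.5%) below the others printed for *Shld1*-/-. WT B is also apart from these in inversions (15.9 to 22.5% of inversions and deletions). The libraries printed for *Xlf*-/- are apart too, WT C with 7.30 to 10.8% inversions and *Xlf*-/- A with 13.5 to 16.7%. They are also apart in MH of more than 3 bp (17.8 to 23.0% and 25.4 to 29.7%). In long resection, WT B (16.0 to 23.5%) lies just below *Shld1*-/- C (23.6 to 30.7%). Within the other printed genotypes, the intervals of these measures overlap. No read name was shared between any of the 45 pairs of libraries, and at most 4 junctions of a pair had the same position, strand, bait start and read length, so the libraries were counted separately.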

**Fig. 5:**
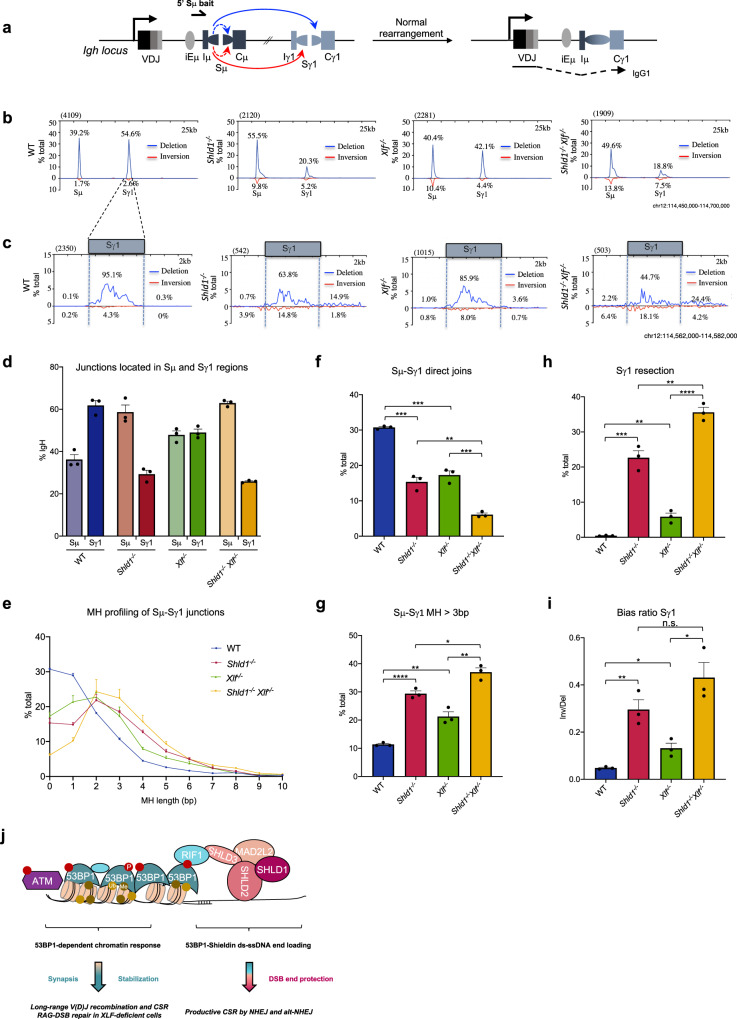
SHLD1 deficiency and long DNA end resection leads to unbiased directional joining during CSR. **a** Illustration of activation of CSR in normal B cells stimulated with anti-IgD dextran/LPS/IL-4 which induces AID and activates transcription of Iγ1. Deletional CSR events are indicated with a blue arrow and inversional recombination events are indicated with a red arrow. Intra-switch recombination events are indicated with a dotted line. **b** CSR-HTGTS-seq analysis of break joining between 5′Sμ and downstream acceptor S-regions in WT, *Shld1*^*−/−*^, *Xlf*^*−/−*^, and *Shld1*^*−/−*^*Xlf*^*−/−*^ splenic B cells stimulated with anti-IgD dextran/LPS/IL-4. The blue line indicates deletional joining, and the red line indicates inversional joining. **c** Zoom-in view of CSR-HTGTS-Seq junctions located in the AID-targeted ectopic Sγ1 region from WT, *Shld1*^*−/−*^, *Xlf*^*−/−*^, and *Shld1*^*−/−*^*Xlf*^*−/−*^ cells. Junctions are plotted at 200 bp bin size. **d** Bar graph showing percentages of junctions located in Sμ and Sγ1 regions from WT, *Shld1*^*−/−*^, *Xlf*^*−/−*^, and *Shld1*^*−/−*^*Xlf*^*−/−*^ splenic B cells stimulated with anti-IgD dextran/LPS/IL-4. Data represent mean ± s.e.m. from three independent repeats. **e** Microhomologies (MH) usage of Sμ-Sγ1 junctions, plotted as a percentage of total junctions. *n* = 3 independent samples. **f**, **g** Percentages of Sμ-Sγ1 direct joins in **f** and Sμ-Sγ1 joins with 4-bp or longer MH in **g** in the different genetic backgrounds are compared. Bars represent mean ± s.e.m. *n* = 3 independent samples, unpaired two-tailed *t*-test, *p* values are indicated in Source Data file. **h** Percentage of resection at the Sγ1 region in the different genetic backgrounds as indicated. Bars represent mean ± s.e.m., *n* = 3 independent samples, unpaired two-tailed *t*-test, *p* values are indicated in Source Data file. **i** Inversional/deletional joining ratio at the Sγ1 region in the different genetic background as indicated. Bars represent mean ± s.e.m., *n* = 3 independent samples, unpaired two-tailed *t*-test, *p* values are indicated in Source Data file. n.s. non-significant (*p* ≥ 0.05), *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Source data are provided as a Source Data file. **j** Working model for the specific roles of 53BP1 and components of the SHLD complex in antigen receptor gene diversification. The 53BP1-dependent chromatin response acts independently of SHLD to promote chromosome structural changes that are essential for long-range V(D)J recombination and CSR as well as for RAG-DSB repair in the context of an unstable post-cleavage complex (i.e., XLF-deficient cells) (left panel), while the 53BP1-SHLD axis limits resection at AID-induced DSB ends, providing an end-protection mechanism that permits productive CSR by NHEJ and alt-NHEJ (right panel).

Consistent with class switching levels in these cells, XLF-deficient B cells, SHLD1-deficient B cells, and SHLD1/XLF-deficient B cells had reduced Sγ1 junctions compared to wild-type B cells with *Shld1*^*−/−*^ *Xlf*^*−/−*^ cells having the most dramatic decrease in Sμ-Sγ1 joins (Fig. 5b–d). 

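Of junctions in the *Igh* window, 57.2% (95% interval 55.7 to 58.7%) lay in the Sγ1 window in the library labelled WT A, which the figures print as WT. In the other libraries whose label and printed genotype are the same, the share was 52.0% (95% interval 50.4 to 53.6%) for *Xlf*-/- A, 30.5% (95% interval 28.9 to 32.2%) for *Shld1*-/- C and 25.9% (95% interval 23.4 to 28.5%) for *Shld1*-/- *Xlf*-/- C. The intervals of these 4 libraries do not overlap, and each of these genotypes is given by a single library here. For libraries printed under another genotype than their label, the share was 63.9% (95% interval 62.8 to 64.9%) for *Shld1*-/- B and 64.2% (95% interval 63.1 to 65.3%) for *Xlf*-/- C, both printed as WT, 46.5% (95% interval 44.5 to 48.6%) for WT C, printed as *Xlf*-/-, 25.6% (95% interval 23.8 to 27.5%) for WT B and 31.7% (95% interval 29.9 to 33.6%) for *Shld1*-/- *Xlf*-/- A, both printed as *Shld1*-/-, and 25.2% (95% interval 23.6 to 27.0%) for *Xlf*-/- B, printed as *Shld1*-/- *Xlf*-/-. The Sμ share was 40.9% in WT A, 44.3% in *Xlf*-/- A, 55.5% in *Shld1*-/- C and 63.7% in *Shld1*-/- *Xlf*-/- C. In the libraries printed under another genotype, it was 34.0% in *Shld1*-/- B and 33.7% in *Xlf*-/- C (printed as WT), 50.8% in WT C (printed as *Xlf*-/-), 65.0% in WT B and 53.8% in *Shld1*-/- *Xlf*-/- A (printed as *Shld1*-/-), and 60.9% in *Xlf*-/- B (printed as *Shld1*-/- *Xlf*-/-). Grouped by label, the Sγ1 share was 43.1 ± 16.1% (SD, n = 3) for WT, 47.2 ± 23.6% (SD, n = 2) for *Shld1*-/-, 47.2 ± 19.9% (SD, n = 3) for *Xlf*-/- and 28.8 ± 4.12% (SD, n = 2) for *Shld1*-/- *Xlf*-/-. Neither SHLD1 loss (difference -7.13 percentage points, exact permutation test within XLF genotypes, p = 0.54) nor XLF loss (-7.16 percentage points, exact permutation test within SHLD1 genotypes, p = 0.60) could be told from chance under the labels, which the printed counts contradict for 6 libraries. The alternative that moved the *Shld1*-/- against WT difference by label most was to keep only the 4 libraries with the same genotype in label and figure, chosen after the values were seen, which gave -26.7 percentage points in place of 4.11.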

In WT cells, breakpoint junctions are almost exclusively located in S-regions with a very small fraction of the Sγ1 breakpoint sites being outside the core Sγ1 region (0.45%) and corresponding to long resection^14^ (Fig. 5c). 

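In the library labelled WT A, 9 of 2239 deletional junctions lay downstream of core Sγ1, a share of 0.402% (95% interval 0.212 to 0.762%). The libraries labelled WT B and WT C, whose counts are printed for *Shld1*-/- and *Xlf*-/-, had 19.4% (95% interval 16.0 to 23.5%) and 4.29% (95% interval 3.15 to 5.81%), above the interval of WT A.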

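Of the Sμ–Sγ1 junctions without insertion in the library labelled WT A, 30.3% (95% interval 28.3 to 32.3%) were direct, 58.7% used 1 bp to 3 bp of MH and 11.0% (95% interval 9.73 to 12.5%) used more than 3 bp. Junctions with an insertion, 17.1% of those in the Sγ1 window, were left out of these shares. In WT B, printed as *Shld1*-/-, 16.6% (95% interval 13.5 to 20.3%) were direct and 30.1% (95% interval 26.1 to 34.5%) used more than 3 bp. The same shares in WT C, printed as *Xlf*-/-, were 18.2% (95% interval 15.8 to 20.8%) and 20.3% (95% interval 17.8 to 23.0%).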

Junctions were approximately 30% direct, with most of the others using 1 bp to 3 bp of MH and a small fraction (11%) using longer MHs (Fig. 5e–g). 

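For the library labelled *Xlf*-/- A, printed under the same genotype, 13.0% (95% interval 11.5 to 14.7%) of Sμ–Sγ1 junctions without insertion were direct and 27.5% (95% interval 25.4 to 29.7%) used more than 3 bp of MH. *Xlf*-/- B, printed as *Shld1*-/- *Xlf*-/-, had 5.50% (95% interval 3.88 to 7.75%) direct joins and 34.9% (95% interval 31.0 to 39.0%) with longer MH, and *Xlf*-/- C, printed as WT, 31.0% (95% interval 29.6 to 32.5%) and 11.3% (95% interval 10.4 to 12.3%). With libraries grouped by label, direct joins were -5.18 percentage points from those of WT (exact permutation test, p = 0.60, where 3 libraries against 3 cannot go below 0.1), a comparison that mixes printed genotypes.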

In agreement with previous studies in NHEJ-deficient cells^13,49,50^, XLF-deficient B cells had a marked increase in MH-mediated Sμ–Sγ1 junctions, with about 17% being direct and a correspondingly increased fraction of MH-mediated junctions (MH >3 bp = 21%), indicating increased use of alternative end-joining in these cells^9,10^. In addition, in XLF-deficient B cells, a small but significantly increased fraction of Sμ–Sγ1 junctions harbored long resection (6%). 

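Long resection was found in 6.64% (95% interval 5.52 to 7.97%) of deletional Sγ1 junctions of the library labelled *Xlf*-/- A. The share was 34.2% (95% interval 29.7 to 38.9%) in *Xlf*-/- B and 0.546% (95% interval 0.370 to 0.805%) in *Xlf*-/- C, the libraries printed as *Shld1*-/- *Xlf*-/- and WT.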

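In the library labelled *Shld1*-/- C, printed under the same genotype, 27.0% (95% interval 23.6 to 30.7%) of deletional junctions lay downstream of core Sγ1, and in *Shld1*-/- *Xlf*-/- C, also printed under its own genotype, 38.7% (95% interval 31.9 to 45.9%). These intervals do not overlap, with a single library for each genotype, and leave differences between mice out. The interval of *Xlf*-/- B, also printed as *Shld1*-/- *Xlf*-/- (29.7 to 38.9%), overlaps that of *Shld1*-/- C. It lies above those of WT B and *Shld1*-/- *Xlf*-/- A, the other libraries printed as *Shld1*-/-. *Shld1*-/- B, printed as WT, had 0.586% (95% interval 0.408 to 0.840%), and *Shld1*-/- *Xlf*-/- A, printed as *Shld1*-/-, had 24.3% (95% interval 20.9 to 28.0%).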

Consistent with results from long-range PCR, SHLD1-deficient B cells had greater long resection increases (23%) and SHLD1/XLF-deficient B cells far greater increases (36%) that were also apparent as a ‘flattening’ of Sγ1 junction profile relative to other backgrounds (Fig. 5c, h). Notably, MHs were also significantly more present and longer at junctions recovered from SHLD1-deficient and, to a greater extent, SHLD1/XLF-deficient B cells (*Shld1*^*−/−*^ cells: direct joints = 15%, MH >3 bp = 29%; *Shld1*^*−/−*^ *Xlf*^*−/−*^ cells: direct joints = 6%, MH >3 bp = 37%) as compared with XLF-deficient and wild-type B cells (Fig. 5e–g). Thus, SHLD1 restricts end resection and controls microhomology-mediated alternative end-joining of AID-initiated DSBs in both NHEJ-proficient and NHEJ-deficient B cells.

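The library labelled *Shld1*-/- C had 16.2% (95% interval 13.7 to 19.0%) direct joins and 31.7% (95% interval 28.5 to 35.1%) joins with MH of more than 3 bp, and that labelled *Shld1*-/- *Xlf*-/- C 5.73% (95% interval 3.50 to 9.23%) and 37.8% (95% interval 32.1 to 43.8%). For direct joins, the intervals of these libraries are separate, and for longer MH they overlap. In *Shld1*-/- B, printed as WT, the shares were 30.8% (95% interval 29.4 to 32.2%) and 12.3% (95% interval 11.4 to 13.4%). *Shld1*-/- *Xlf*-/- A, printed as *Shld1*-/-, had 12.7% (95% interval 10.4 to 15.5%) and 28.6% (95% interval 25.3 to 32.2%). In the lists of MH lengths without positions, whose set of junctions is not stated, 9.53% of the listed junctions were direct and 29.2% used more than 3 bp under the label *Shld1*-/-, and 11.6% and 26.2% under *Shld1*-/- *Xlf*-/-.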

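Under the genotype labels, long resection was 8.04 ± 10.1% (SD, n = 3) for WT, 13.8 ± 18.7% (SD, n = 2) for *Shld1*-/-, 13.8 ± 17.9% (SD, n = 3) for *Xlf*-/- and 31.5 ± 10.2% (SD, n = 2) for *Shld1*-/- *Xlf*-/-. SHLD1 loss by label changed long resection by 11.7 percentage points (exact permutation test within XLF genotypes, p = 0.22), direct joins by -2.74 (exact permutation test, p = 0.67) and MH of more than 3 bp by 5.11 (exact permutation test, p = 0.44). The design allows a p as small as 0.01 for this comparison. Because the printed counts contradict 6 of the labels, these values test the labels and bear on SHLD1 only as far as the labels hold. The plot of single libraries shows the values by label and by printed genotype. From longer resection and longer MHs in SHLD1-deficient than in SHLD1-proficient cells, with and without XLF, the paper concludes that SHLD1 restricts resection and controls alternative end-joining that uses MH. For resection, the paper also reports shorter long-range PCR products, sequenced as long reads, in SHLD1-deficient B cells. Those come from a separate experiment, to which the labels discussed here do not apply.

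**Figure D1:**
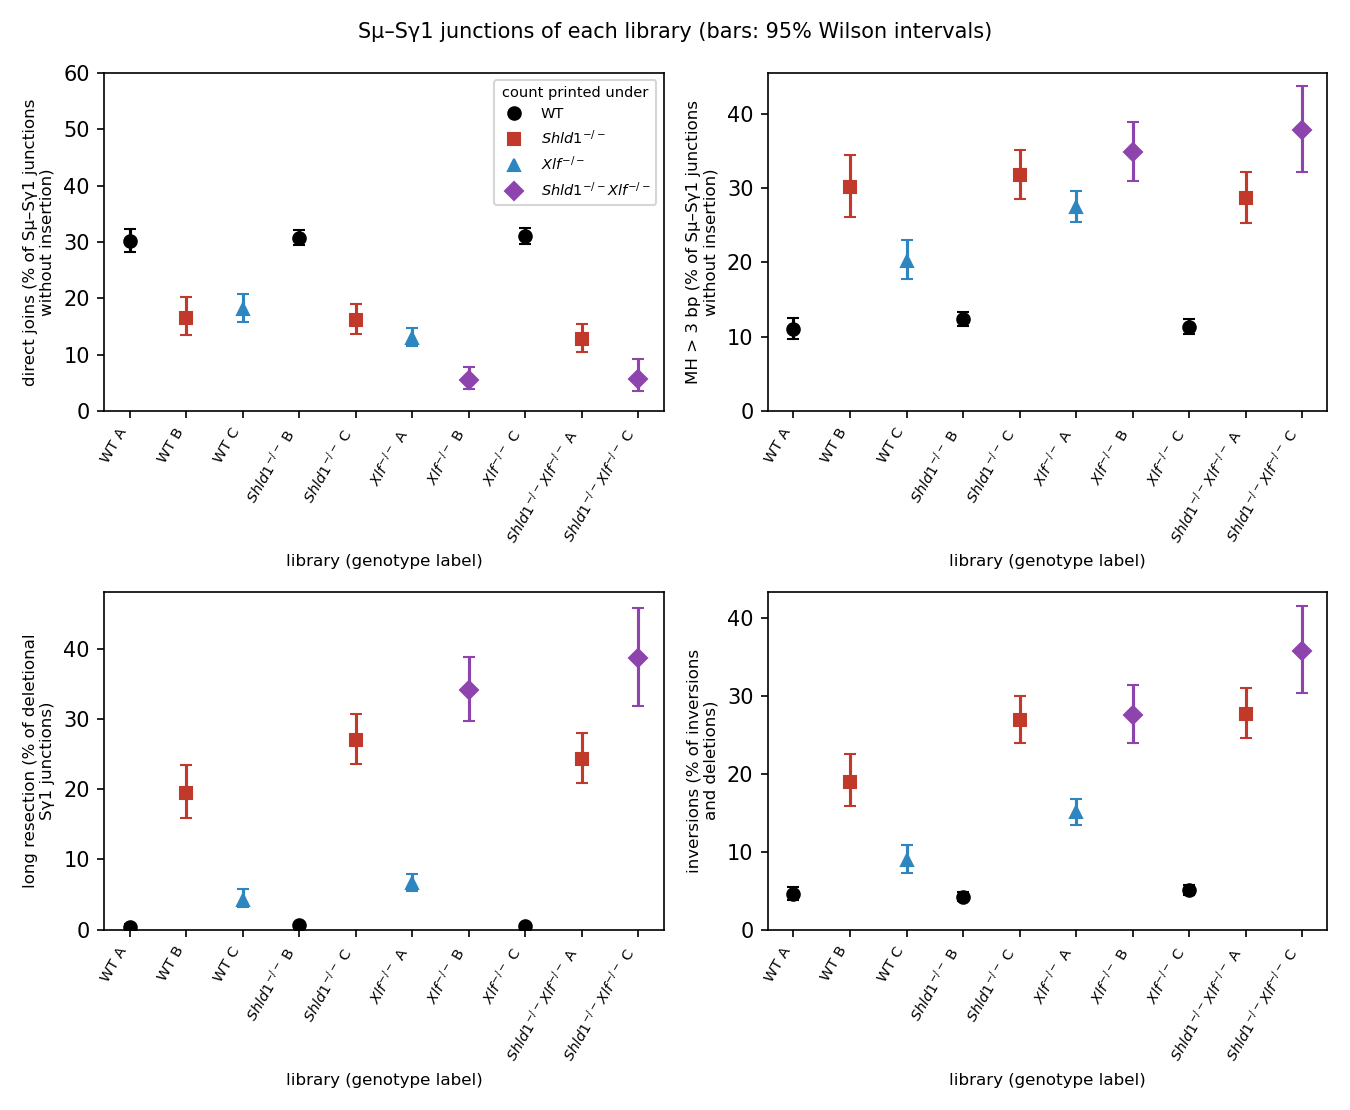
Percentage of direct joins, of joins with more than 3 bp of MH, of long resection and of inversions (y axes) in each of 10 libraries (x axes, ordered by genotype label), with marker shape and colour giving the genotype under which the figures print the library's Sγ1 count and bars giving 95% Wilson intervals. Libraries with the same label are spread widely, with direct joins from 5.50% to 31.0% under the label *Xlf*-/-.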

Remarkably, SHLD1-deficient B cells displayed a profound defect in orientation-specific joining (Fig. 5i), as observed in 53BP1-deficient cells^14,50^. 

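Grouped by label, the inversional to deletional ratio at Sγ1 was 0.126 ± 0.0966 (SD, n = 3) for WT and 0.206 ± 0.229 (SD, n = 2) for *Shld1*-/-, a difference smaller than the SD of the latter (exact permutation test, p = 0.70, where 2 libraries against 3 cannot go below 0.1). Over both XLF genotypes, SHLD1 loss by label changed the ratio by 0.173 (exact permutation test, p = 0.13). The library labelled *Shld1*-/- B, printed as WT, had a ratio of 0.0440, and *Shld1*-/- C, printed under its own genotype, 0.368, so the mean over this label joins 2 unlike libraries.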

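Counted as a percentage of the inversions and deletions in the ratio, inversions were 4.52% (95% interval 3.75 to 5.44%) in the library labelled WT A and deletions 95.5%. WT B, printed as *Shld1*-/-, had 19.0% (95% interval 15.9 to 22.5%) inversions and WT C, printed as *Xlf*-/-, 8.92% (95% interval 7.30 to 10.8%). In the libraries labelled *Shld1*-/-, inversions were 26.9% (95% interval 24.0 to 30.1%) in C, printed under the same genotype, and 4.22% (95% interval 3.70 to 4.80%) in B, printed as WT.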

Compared to wild-type B cells, where Sμ–Sγ1 recombination occurs predominantly by deletion (>95%), in *Shld1*^*−/−*^ B cells deletions and inversions were present at 70 and 30%, respectively (Fig. 5i). In *Shld1*^*−/−*^ *Xlf*^*−/−*^ B cells, deletions and inversions were present at nearly equal frequencies (57 vs 43%) (Fig. 5i). This normalization of the orientation ratios correlated with the level of DNA end resection in these two B cell types (Fig. 5h), suggesting that, in the absence of SHLD1, exacerbated resection hinders orientation-specific CSR. 

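The library labelled *Shld1*-/- *Xlf*-/- C had 101 inversions and 181 deletions, a ratio of 0.558, with inversions making up 35.8% (95% interval 30.4 to 41.6%) of the total. In *Shld1*-/- *Xlf*-/- A, printed as *Shld1*-/-, the ratio was 0.383 and inversions were 27.7% (95% interval 24.6 to 31.0%). The mean ratio under the label *Shld1*-/- *Xlf*-/- was 0.471 ± 0.124 (SD, n = 2), 0.344 above that of WT by label (exact permutation test, p = 0.10, the smallest p that 2 libraries against 3 allow).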

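Across the libraries with the same genotype in label and figure, the ratio and the share of long resection followed the same order, WT A lowest, then *Xlf*-/- A, *Shld1*-/- C and *Shld1*-/- *Xlf*-/- C, with 1 library per genotype. Among libraries printed under another genotype than their label, the ratio was 0.234 in WT B and 0.0979 in WT C. Long resection in these was 19.4% and 4.29%. The ratio was 0.0440 in *Shld1*-/- B (0.586% of long resection) and 0.0535 in *Xlf*-/- C (0.546%). It was 0.381 in *Xlf*-/- B (34.2%) and 0.383 in *Shld1*-/- *Xlf*-/- A (24.3%). Over all 10 libraries, more long resection mostly went with a higher ratio, but the orders were not identical. The exchanges lay between libraries with close ratios. For example, *Shld1*-/- *Xlf*-/- A had less long resection than *Xlf*-/- B but a slightly higher ratio (0.383 against 0.381). No correlation is given, since the 10 libraries fall into separate clusters, from less than 1% to more than 30% of long resection, too small to test the relation within.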

In support of this and in agreement with previous work in NHEJ-deficient cells^13,14,50^, XLF deficiency, which has a much less severe impact on CSR than SHLD1 deficiency and does not promote nearly the same degree of long S resections, also moderately impacted orientation-specific CSR (87 deletion vs 13% inversion). 

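The ratio in the library labelled *Xlf*-/- A was 0.177, and inversions made up 15.1% (95% interval 13.5 to 16.7%) of inversions and deletions. *Xlf*-/- B, printed as *Shld1*-/- *Xlf*-/-, had a ratio of 0.381 and 27.6% (95% interval 24.0 to 31.4%) inversions, and *Xlf*-/- C, printed as WT, 0.0535 and 5.08% (95% interval 4.49 to 5.73%). XLF loss by label changed the ratio by 0.171 (exact permutation test within SHLD1 genotypes, p = 0.18), with the same limit from the labels.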

Altogether, these results suggest that the extent of AID-DSB end resection impacts orientation-specific CSR.

## Discussion

The SHLD complex acts downstream of 53BP1-RIF1 to counteract DSB end resection and promote NHEJ, a DSB repair pathway essential for V(D)J recombination and CSR. Here we find that SHLD1 is dispensable for lymphocyte development and V(D)J recombination, but does however play an essential role in ensuring productive CSR in B cells. We propose a model in which 53BP1 promotes antigen receptor gene diversification through two distinct mechanisms. First, the 53BP1-dependent chromatin DSB response acts independently of SHLD to promote chromosome structural changes that are essential for CSR, long-range V(D)J recombination, and RAG-DSB repair in the context of an unstable post-cleavage complex (i.e., XLF-deficient cells). Second, the 53BP1-SHLD axis limits resection at AID-induced DSB ends, providing an end-protection mechanism that permits productive CSR by NHEJ and alt-NHEJ (Fig. 5j).

Contrary to *53bp1*^*−/−*^ mice that display mild lymphopenia (^16–18,30^ and this study), we find that *Shld1*^*−/−*^ mice harbor normal numbers of B and T cell populations in lymphoid organs. *Shld2*^*−/−*^ mice^27^ and REV7-deficient animals^30^ also show normal lymphocyte differentiation, suggesting that all components of the SHLD complex are dispensable for lymphocyte differentiation and V(D)J recombination. These results imply that RAG-generated DSB ends do not require SHLD protection against resection prior to joining. Consistent with this, we find that *Shld1*^*−/−*^ *Xlf*^*−/−*^ mice support lymphocyte development and *Shld1*^*−/−*^ *Xlf*^*−/−*^ lymphocytes perform RAG-induced DSB repair at levels similar to those observed in *Xlf*^*−/−*^ lymphocytes. This is again in striking contrast to the severe combined immunodeficiency phenotype observed in *53bp1*^*−/−*^ *Xlf*^*−/−*^ animals and the accumulation of resected RAG-induced DSB ends observed in *53bp1*^*−/−*^ and *53bp1*^*−/−*^ *Xlf*^*−/−*^ progenitor lymphocytes^18,20,21^.

Why is the SHLD complex, contrary to 53BP1, dispensable for RAG-induced DSB repair? Specific features of the V(D)J recombination reaction might provide clues to this question^2,51^. First, the RAG-cleavage and repair steps of the reaction are coupled, possibly limiting fortuitous end resection events. Second, RAG-generated DSB end structures are prone to repair by NHEJ, which means that hairpin-sealed coding ends are open, processed, and repaired by NHEJ and blunt signal ends require minimal end-processing prior to ligation by LIG4. Third, RAG-cleavage occurs in a very strict G1 environment that offers limited end resection activities. Additionally, during V(D)J recombination, ATM and downstream chromatin DSB response factors such as H2AX and 53BP1 contribute to DSB end-tethering and synapsis, a function that is thought to be redundant with XLF^19^. Functional compensation for DSB end-tethering/synapsis in the absence of XLF may also reside in additional post-cleavage complex proteins including RAG^38^, MRI^52^, and ERCC6L2^50^. In addition, XLF-deficiency is largely compensated by PAXX during end-joining^41,53,54^. Thus, even in the absence of XLF, RAG-generated DNA ends benefit from robust end-joining as well as a chromatin environment that alleviates the need for SHLD to limit resection. Our finding that *Shld1*^*−/−*^ *Xlf*^*−/−*^ mice do not suffer developmental growth defects, as opposed to *53bp1*^*−/−*^ *Xlf*^*−/−*^ mice^20,21^, *Atm*^*−/−*^ *Xlf*^*−/−*^ mice^22^, or *H2ax*^*−/−*^ *Xlf*^*−/−*^ mice^22^, indicates that the ATM-H2AX-53BP1-mediated chromatin DSB response also supports important SHLD-independent functions during mammalian development.

Two distinct features of 53BP1 explain its essentiality for CSR; the ability to form stable oligomeric assemblies at DSB sites and the faculty to protect DNA ends against resection mediated by RIF1 and components of the SHLD complex^23,24^. It has been proposed that tetramerization (and higher-order assembly) of 53BP1 might provide a tethering activity to bridge and stabilize distally located DNA ends such as in the case of AID-induced DSBs in donor and acceptor switch regions and RAG-induced DSBs in distant V(D)J segments^23,24^. Notably, mutations that interfere with 53BP1 higher-order oligomer formation abrogate CSR without substantially affecting DSB end resection^55^, suggesting that this function is independent of downstream RIF1-SHLD factors. In agreement with this, we show that 53BP1 knockout splenic B cells have a CSR defect approximately twice as severe as SHLD1 knockout splenic B cells, possibly illustrating the dual property of 53BP1. In addition, we find that recombination of distant V(D)J segments is independent of SHLD1. It was recently reported that DSB end protection might in fact play a limited role in the ability of 53BP1 to support CSR, based on the observation that a mutant form of 53BP1 defective for RIF1 recruitment still supports robust CSR^55^. Yet, B cells deficient for any component of the SHLD complex as well as for RIF1 display defective CSR^27–34,56–58^. The recent identification of distinct modes of RIF1 and SHLD recruitment at DSBs and action to promote DNA repair might partially explain this discrepancy^59^.

We find that murine *Shld1*^*−/−*^ B cells are defective for CSR due to unbiased orientation-joining of AID-DSBs and extensive DSB end resection in these cells. Inversional recombination leads to non-productive CSR as constant region coding sequences downstream of the donor Sμ region would be inverted and incapable of being translated^14^. Overactive resection also leads to non-productive CSR due to the loss of coding exons in the downstream acceptor constant region^27^.

Orientation-specific CSR is known to be dependent on 53BP1^14^ which could reflect the two aforementioned aspects of 53BP1: (1) a specialized structural role in promoting synapsis and stabilization of S-regions and/or (2) the ability to limit DNA end resection and promote rapid DNA repair, thus preventing the lingering of S-region broken ends within resection complexes and the loss of their orientation-specific joining properties. Interestingly, treatment of 53BP1 knockout activated B cells with an ATM kinase inhibitor substantially diminishes long S-region resections but does not restore orientation-dependent joining^14^, illustrating the intrinsic capacity of 53BP1 to promote orientation-specific CSR, possibly through stabilization of synapsed S-regions. However, as SHLD1 exerts its function at the very tip of the 53BP1-RIF1-SHLD axis when loaded onto ssDNA with SHLD2^32^, it is unlikely that its loss, per se, affects 53BP1 function in stabilizing DSBs. In support of this, SHLD1 loss does not perturb the accumulation of 53BP1 and RIF1 at DNA damage sites^28,32^. In addition, silencing of SHLD2 or SHLD3 does not affect the topological stabilization of DSB-flanking chromatin initiated by the formation of 53BP1 nano-domains^60^. Finally, we show that SHLD1 does not promote long-range V(D)J recombination, that is thought to rely on the ability of 53BP1 to facilitate chromosome synapsis^18^. Thus, we suggest that the loss of orientation-specific AID-DSB end-joining in SHLD1 knockout B cells is a result of excessive DNA end resection rather than a direct effect on the 53BP1-dependent chromatin DSB response. As Cohesin-mediated loop extrusion has been identified as a major mechanism enforcing deletional rearrangements during CSR^48,61^, one possible mechanistic explanation comes from the observation that although Cohesin has comparable affinities for single-stranded (ss) and double-stranded (ds) DNA, ssDNA binding is labile and topologically entrapped ssDNA can easily be lost from the Cohesin ring^62^. In addition, RPA can compete with Cohesin for ssDNA capture^62^ and thus could theoretically perturb Cohesin functions during DNA recombination. Thus, we speculate that in the absence of SHLD protection, very long stretches of ssDNA and/or RPA-coated ssDNA might interfere with Cohesin-driven loop extrusion of activated S-regions, leading to the defective orientation-specific joining of AID-induced DSBs. In support of this idea, we find that the extent of DNA end resection measured in XLF-, SHLD1- and SHLD1/XLF-deficient B cells correlates with the levels of inversional recombination in these cells.

SHLD acts in a paradoxical manner to hinder DNA end resection, as the complex forms at DSB ends through the interaction of SHLD2 with >50 nt-long ssDNA^28,31,32,63^. AID-generated DSBs or at least a fraction of them are predicted to contain either 5′ or 3′ overhangs of variable lengths that offer an ideal substrate for SHLD. By protecting AID-DSB ends against resection, we propose that SHLD permits ssDNA processing and end-joining—by NHEJ or alt-NHEJ—to take place within switch regions, leading to productive CSR. The proliferative nature of switching B cells might also account for the need to protect AID-DSB ends, specifically in the S/G2-M phase where there is more extensive DNA end resection^64^. In that regard, while NHEJ dominates in G1, alt-NHEJ acts predominantly in S-G2/M where it is associated with extensive resection and frequent microhomologies at junctions^9,64–66^. Thus, SHLD-mediated DNA end protection might become increasingly essential for productive CSR in NHEJ-deficient cells that rely on alt-NHEJ for the repair of AID-DSBs. Consistent with this, we find that while NHEJ-proficient SHLD1 knockout B cells still perform substantial CSR (approximately 15% of WT cells depending on the switched isotype), XLF or XRCC4 knockout B cells strictly rely on SHLD1 to perform CSR with an almost complete absence of functional switched products (*i.e*. those harboring breakpoint junctions within switched regions) in activated XLF/SHLD1- or XRCC4/SHLD1-deficient B cells. End-joining is however not abolished in these cells as we find that activated NHEJ/SHLD1-deficient B cells contain numerous non-functional switched products containing very long resection and microhomologies at the junctions. Thus, we propose that by limiting the action or the kinetics of the resection machinery(ies), the 53BP1-SHLD axis does not simply promote NHEJ but ensures the fidelity of both NHEJ and alt-NHEJ pathways to permit productive CSR in rapidly dividing activated B cells. This model is consistent with previous work suggesting that 53BP1 acts primarily to ensure the fidelity of DSB repair^24,67^. In this view, the dynamic nature of SHLD complex assembly and disassembly would be an important parameter to allow for multiple DSB repair machineries to accurately process and join DSB ends^56,68,69^. The nature of the alt-NHEJ pathway acting during CSR remains to be fully established^10,11,23^. First, alt-NHEJ associated with relatively short-resection tracks in NHEJ-deficient B cells might differ from alt-NHEJ associated with extensive resection in SHLD/NHEJ-deficient cells. Second, distinct alt-NHEJ sub-pathways might operate depending on the type of NHEJ deficiency present in the cell. For instance, CSR products recovered from Ku-deficient B cells differ from those recovered from XRCC4- or Lig4-deficient cells^70^. In that regard, Rad52 competes with Ku for S-region DSB end binding in wild-type cells and promotes CSR in Ku80 knockdown B cells^71^. Interestingly, Rad52 also mediates IgD CSR by microhomology-mediated alternative end-joining^72^. Whether the SHLD complex is important for Rad52-dependent CSR remains to be fully investigated. Regardless of the nature of alt-NHEJ, our findings predict that the SHLD complex promotes its fidelity for the benefit of productive CSR. SHLD1 being the most recently evolved component of the DSB response apparatus that co-emerged with CSR in vertebrates^29^, it thus could have provided an ultimate evolutionary-selected brick to a complex protein network that led to the emergence of antibody class switching.

## Methods

### Mice

*Shld1*^*+/−*^ *Xlf*^*−/−*^ mice were bred with *Shld1*^*+/−*^ *Xlf*^*−/−*^ mice, and *Shld1*^*−/−*^ *Xlf*^*+/−*^ with *Shld1*^*−/−*^ *Xlf*^*+/−*^ to generate doubly deficient mice. *Shld1*^*−/−*^ *Xrcc4*^*f/f*^ mice were crossed to *Shld1*^*−/−*^ *CD21-cre*^*Tg*^ *Xrcc4*^*f/+*^ to generate *Shld1*^*−/−*^ *CD21-cre*^*Tg*^ *Xrcc4*^*f/f*^ mice. Genotyping of these mutants was performed by PCR of tail DNA. Potential CRISPR/Cas9 off-targets in *Shld1*^*−/−*^ mice were assessed by PCR of B cells genomic DNA and sequencing (see Supplementary Table 7 for primers sequences). The *Xlf*^*−/−*^ ^39^, *Atm*^*−/−*^ ^47^, *53bp1*^*−/−*^ ^73^, *Xrcc4*^*f/f*^ ^44^, and *CD21-Cre*^*Tg*^ ^45^ mice were used in previous studies. Mice were bred under specific-pathogen-free (SPF) conditions and housed at ambient temperature and humidity with 12 h light/12 h dark cycles. In all experiments, 6–17-week-old sex- and age-matched littermates were used. Mice euthanasia was performed by carbon dioxide exposure. All experiments were performed after authorization was granted by the institutional animal care and ethical committee of Institut Pasteur/CETEA n°89 under protocol numbers 180006/14778.

### Lymphocyte development

Lymphocyte development was analyzed in the thymus, bone marrow, and spleen from 6- to 17-week-old sex- and age-matched mice. All single-cell suspensions were treated with Fc-blocking antibody (CD16–32, BD Biosciences 553142, clone 2.4G2, 1:200 dilution) before cell surface staining, which was performed in phosphate-buffered saline (PBS) with 2% fetal bovine serum for 20 min at 4 °C. Bone marrow B lineage cell populations were identified based on the expression of the following markers: pro-B (B220^lo^ CD43^+^ CD19^+^ IgM^−^), pre-B (B220^lo^ CD43^−^ CD19^+^ IgM^−^), immature B cells (B220^lo^ IgM^+^), recirculating B cells (B220^hi^ IgM^+^). T lineage cell populations from the thymus were identified based on the expression of the following markers: double-negative (DN) cells (CD4^−^CD8^−^), DN1 (CD4^−^CD8^−^CD44^+^CD25^−^), DN2 (CD4^−^CD8^−^CD44^+^CD25^+^), DN3 (CD4^−^CD8^−^CD44^−^CD25^+^), DN4 (CD4^−^CD8^−^CD44^−^CD25^−^), double-positive (DP) cells (CD4^+^CD8^+^) and single-positive (SP) cells (CD4^+^CD8^−^ and CD4^−^CD8^+^). Lymphocytes from the spleen were identified based on the expression of the following markers: total B cells (CD19^+^IgM^+^), Marginal Zone B cells (B220^+^CD93^−^CD23^−^CD21^high^), Follicular B cells (B220^+^CD93^−^CD23^+^CD21^+^), and T cells (CD3^+^TCRβ^+^). The following antibodies were used for cell surface staining: anti-B220 (557669, clone RA3–6B2, 1:200 dilution), anti-CD43 (553271, clone S7, 1:150 dilution), CD19 (560375, clone 1D3, 1:200 dilution), anti-IgM (552867, clone R6–60.2, 1:150 dilution), anti-CD93 (558039, clone AA4.1, 1:200 dilution), anti-CD23 (562929, clone B3B4, 1:200 dilution), anti-CD21 (561770, clone 7G6, 1:500 dilution), anti-CD4 (553048, clone RM4–5, 1:200 dilution), anti-CD8a (557668, clone 53–6.7, 1:200 dilution), anti-CD3e (553066, clone 145-2C11, 1:200 dilution), anti-CD44 (560451, clone IM7, 1:200 dilution), anti-CD25 (552880, clone PC61, 1:200 dilution), and anti-TCRβ (47-5961-82, clone H57–597, 1:200 dilution). All antibodies were purchased from BD Biosciences except anti-TCRβ, which was from eBiosciences. Flow cytometry was performed on a FACS Fortessa (BD Bioscience) and data were analyzed using FlowJo v10.4.2 (TreeStar). The gating strategy is provided in Supplementary Fig. 8.

### Generation and culture of *v-Abl* transformed pro-B and CH12 cell lines

*v-Abl* pro-B cell lines were generated as previously described^40^. Briefly, total bone marrow from WT and *Shld1*^*−/−*^ 7-week-old mice was cultured and infected with a retrovirus encoding *v-Abl* kinase to generate immortalized pro-B cell lines^40^. *v-Abl* transformed pro-B cell lines were then transduced with pMSCV-Bcl2-puro retrovirus^40^ to protect them from *v-Abl* kinase inhibitor-induced cell death. *v-Abl* pro-B cells were maintained in RPMI 1640 (Gibco 61870044) supplemented with 10% fetal bovine serum (Sigma F6178), penicillin (100 U/ml)/streptomycin (100 μg/ml) (Gibco) and 50 μM 2-mercaptoethanol (Gibco 11528926).

CH12 cells were cultured in RPMI 1640 supplemented with 12% FBS (Sigma F6178), penicillin (100 U/ml)/streptomycin (100 μg/ml), 50 μM 2-mercaptoethanol, 1x MEM nonessential amino acids (Gibco 12084947), 1 mM sodium pyruvate (Gibco 11530396), and 10 mM HEPES (Gibco 11560496).

### CRISPR/Cas9 editing of *v-Abl* pro-B and CH12 cell lines

*v-Abl* pro-B and CH12 knockout cell clones were generated as previously described^32,40,41^. Briefly, cells were nucleofected with two sgRNA-encoding plasmids and the pCas9-GFP plasmid (see Supplementary Table 7 for sgRNAs sequences) using an Amaxa Nucleofector and Nucleofector Kit V solution (Lonza). Electroporated cells were left to recover for 36–48 h and single cells expressing GFP were sorted in 96-well plates. Clones were then screened by PCR (see Supplementary Table 7 for primers sequences), and purified PCR products were Sanger sequenced to identify CRISPR/Cas9-induced deletions and insertions at the cleavage site (see Supplementary Table 8). Knockout clones were then validated by Western blot (Supplementary Fig. 9).

### V(D)J recombination assay

V(D)J recombination assays were performed as previously described^38,40^. Briefly, *v-Abl* pro-B cells were transduced with pMX-INV retroviral vector and cells that had integrated the recombination substrate were enriched based on hCD4 expression using hCD4 Microbeads (Miltenyi 130-045-101). Purified *v-Abl* infected pro-B cells (10^6^ per ml) were treated with 3 μM of the *v-Abl* kinase inhibitor STI571 (Novartis) for 72 h and assayed for rearrangement levels by FACS analysis of GFP/hCD4 expression (hCD4-PE antibody, Miltenyi 130-113-254, clone M-T466, 1:100). V(D)J recombination efficiency was scored as the percentage of GFP-positive cells among hCD4-positive cells. FACS data was acquired by FACS Diva v8.0.1 (BD Biosciences) and analyzed and visualized by Flowjo v10.4.2 (TreeStar). The gating strategy is provided is Supplementary Fig. 8.

### PCR analysis of endogenous *Igk* rearrangements

Endogenous Vk_6-23_/Jk_1_ coding joints were amplified as previously described^38,74^. 500 ng of genomic DNA was amplified using pkJa2 and pk6c primers. The following parameters were used: 1× (95 °C 5 min); 17× (94 °C 30 s, 60 °C 30 s, and 72 °C 30 s); 1× (72 °C 5 min). Serial fourfold dilutions of this reaction were amplified using pkJa2 and pk6d primers and the following cycles: 1× (95 °C 5 min); 25× (94 °C 30 s, 60 °C 30 s, and 72 °C 30 s); 1× (72 °C 5 min). *Il2* gene was amplified using IMR42 and IMR43 primers and was used as a loading control. The PCR gel images were acquired and analyzed using Image Lab v6.0 (Biorad). See Supplementary Table 7 for primer sequences.

### PCR analysis of *TCRβ* rearrangements

100, 50, and 10 ng of gDNA from thymocytes was amplified using either TCRB-D1US and TCRB-J1D-A (Dβ1–Jβ1), or TCRB-D2US and TCRB-J2D-A (Dβ2-Jβ2). PCR reactions (20 μl) contained genomic DNA template, 0.5 μM of each primer, and 1X Platinum SuperFi II PCR Master Mix (Invitrogen 16445389). The following parameters were used: 1× (98 °C 3 min); 35× (98 °C 45 s, 60 °C 90 s, and 72 °C 150 s); 1× (72 °C 10 min). *Il2* gene was amplified using IMR42 and IMR43 primers and was used as a loading control. The PCR gel images were acquired and analyzed using Image Lab v6.0 (Biorad). See Supplementary Table 7 for primer sequences.

### Quantitative PCR analysis of *TCRα/δ* rearrangements

100 ng of gDNA from thymocytes was amplified with a combination of gene-specific primers (see Supplementary Table 7 for primers sequences). PCR reactions (50 μl) contained genomic DNA template, 0.4 μM of each primer and 1X Power Sybr Green Master Mix (Applied Biosystems 4367659). Quantitative PCR was performed in triplicates and data were collected on a QuantStudio 3 Real-Time PCR System and analyzed using the QuantStudio Design & Analysis Software v2.6.0. For each assay, aliquots of DNA were analyzed for a control, non-rearranging DNA 3′ of Jδ2. The cycle threshold numbers for each primer combinations (*C*_t_^exp^) and for the control amplification (*C*_t_^ctr^) were used to calculate the absolute amount of PCR signal. The relative ratios of each rearrangement were averaged and plotted together with the standard error of the mean. See Supplementary Table 7 for primer sequences.

### Ex vivo CSR assay

Splenic B cells were purified from 6–17-week-old sex- and aged-matched mice using magnetic CD19 beads according to the manufacturer’s instructions (Miltenyi Biotec 130-121-301). In total, 2.4 × 10^6^ cells were cultured in 4 ml of complete medium consisting of RPMI 1640 supplemented with 12% FBS, penicillin (100 U/ml)/streptomycin (100 μg/ml), 50 μM 2-mercaptoethanol, and incubated at 37 °C in a humidified atmosphere containing 5% CO_2_. To induce specific isotype switching, B cells were stimulated with either LPS (25 μg/ml, Sigma-Aldrich), IL-4 (10 ng/ml, Miltenyi) and anti-IgD dextran (3 ng/ml, Fina Biosolutions) or anti-CD40 antibody (1 μg/ml, Miltenyi) and IL-4 for IgG1, and LPS for IgG2b and IgG3. Cells incubated with either anti-IgD dextran or anti-CD40 antibody were used as a negative control. After 4 to 5 days, cells were assayed for class switching by flow cytometry using CD19-V450 (BD Biosciences 560375, clone 1D3, 1:200 dilution), B220-A488 (BD Biosciences 557669, clone RA3–6B2, 1:200 dilution), B220-APC (BD Biosciences 553092, clone RA3–6B2, 1:200 dilution), IgG1-APC (BD Biosciences 550874, clone X56, 1:500 dilution), IgG2b-PE (Biolegend 406708, clone RMG2b-1, 1:500 dilution), IgG3-FITC (BD Biosciences 553403, clone R40-82, 1:500 dilution), IgM-PE-Cy7 (BD Biosciences 552867, clone R6–60.2, 1:200 dilution), Thy1.1-BV421 (BD Bioscience 740044, clone HIS51, 1:300 dilution) antibodies and a Fortessa analyzer (BD Biosciences). Data were analyzed by FlowJo v10.4.2 software. The gating strategy is provided in Supplementary Fig. 8. Viable cells were counted using a Casy cell counter (Roche). Where indicated, cells were incubated with DMSO or 2.5μM ATM inhibitor (Calbiochem 118502). For analysis of SHLD1 domains, cells were infected with retroviral-based vectors expressing wildtype and mutant forms of SHLD1 after 1 to 2 days of stimulation. For proliferation analysis by in vitro cell labeling, purified B cells were stained at 5 × 10^6^ cells/mL in PBS with 5μM Cell Trace^TM^ violet (CTV) for 8 min at room temperature (Thermo Scientific 10220455), following the standard protocol with two additional washes with the medium. CTV-stained B cells were incubated for 30 min at 37 °C and then stimulated with LPS, IL-4, and anti-IgD dextran as described above.

### CSR assay in CH12 cell lines

CH12 cells were plated at 50,000 cells per ml in complete RPMI supplemented with anti-CD40 antibody (1 μg/ml, Miltenyi), IL-4 (20 ng/ml, Miltenyi), and TGF-β (1 ng/ml, R&D Biotech) to induce IgM to IgA switching. After 3 days, cells were assayed for class switching by flow cytometry using IgA-PE (eBiosciences 12-4204-82, clone mA-6E1, 1:200) and IgM-PE-Cy7 (BD Biosciences 552867, clone R6–60.2, 1:200 dilution) antibodies, and a Fortessa analyser (BD Biosciences). Data were analyzed by FlowJo v10.4.2 software. The gating strategy is provided in Supplementary Fig. 8.

### Immunoprecipitation

Nuclear extracts were prepared by resuspending 40 million fresh cells in ice-cold 10 ml buffer A (10 mM HEPES pH 7.9, 10 mM KCl, 1.5 mM MgCl_2_, 0.1% NP-40, protease inhibitors cocktail, phosSTOP) and rotating for 10 min at 4 °C. Nuclei were centrifuged at 800×*g* for 10 min at 4 °C and resuspended in 1 ml IP buffer C150 (20 mM HEPES pH 7.9, 150 mM NaCl, 1.5 mM MgCl_2_, 0.2 mM EDTA, 0.25% NP-40, 10% glycerol, protease inhibitors cocktail, phosSTOP). Lysates were briefly sonicated followed by Benzonase (Sigma E8263) digestion for 30 min at 4 °C. Finally, lysates were cleared through centrifugation at 13,000×*g* for 20 min before incubation with 50 μl of anti-Flag M2 magnetic beads (Sigma M8823) overnight at 4 °C. Beads were washed five times in an IP buffer. Washed beads were directly resuspended in Sample Buffer Laemmli 2x (Sigma S3401), and boiled at 95 °C for 10 min.

### DNA–FISH on metaphase spreads

DNA–FISH was performed as previously described^32,38^. Slides were treated with RNase A for 40 min, dehydrated in 70, 90, and 100% ethanol for 3 min each, denatured in 70% formamide/2× SSC for 3 min at 77 °C, dehydrated again in cold ethanol series, and hybridized with probes overnight at 37 °C in a humid chamber. The next day, slides were washed three times in 50% formamide/0.5× SSC for 5 min each at 37 °C and twice in 0.5× SSC for 10 min and 20 min at 37 °C. Finally, slides were mounted in ProLong Gold antifade reagent with DAPI (Invitrogen P36931) to counterstain total DNA. Metaphases were imaged using a ZEISS AxioImager.Z2 microscope and the Metafer automated capture system (MetaSystems) and counted manually. Probes used in this study: *Igh C* BAC probes (RP24–134G24), *Igh V* BAC probe (RP24–386J17), and XCyting Mouse Chromosome 12 paint (MetaSystems). Analysis of the percentage of aberrant metaphases was performed using Microsoft Excel v16.16.2.

### Long-range PCR and sequencing

Long‐range PCR of the Ighμ‐Ighγ1 amplicon was accomplished using Platinum SuperFi II polymerase (Invitrogen 16445389). A total of 100 ng of gDNA was amplified using EμF and Cγ1R2 primers and the following cycles: 1× (98 °C 30 s); 30× (98 °C 10 s, 57 °C 10 s, and 72 °C 8 min); 1× (72 °C 5 min). See Supplementary Table 7 for primer sequences.

Prior to library preparation, all amplicons were purified using Ampure PB beads at 1.8X and controlled using a Fragment Analyzer with a High Sensitivity gDNA kit. Amplicon Sequencing library was prepared according to the Pacific Biosciences recommendations (protocol version: Part Number 101-791-700 version 06 (January 2021)). We sequenced PCR products obtained from three replicates of wildtype and mutant splenic B cells using long-read PacBio Sequel I technology. For each of them, three replicates were included accounting for a total of 12 samples that were multiplexed in one sequencing run. The resulting sequences were demultiplexed and consensus circular reads (CCS) were constructed using the SMRTLINK software from PacBio (v9) (smrtlink: https://www.pacb.com/support/software-downloads/). Then, CCS reads were converted into FastQ files and mapped onto the Mus musculus genome (reference GRCm38 v92) using minimap2^75^ including PacBio and splicing options. Subsequent bioinformatics analysis of the aligned reads was performed with the Sequana library (BAM file analysis, visualization)^76^. We filtered out reads that do not align on both 5’ and 3’ sections of the region of interest (chromosome 12, 113,326,440–113,427,620).

### RT-PCR

*Igh γ1* and *γ3* germline transcripts (GLT) and *Aid* mRNA expression were assessed as previously described^32^ by semi-quantitative RT-PCR using 2.5-fold serial dilutions of cDNA from primary cells stimulated for 4 to 5 days with LPS and IL-4, or LPS only. *Hprt* was used as a control for transcript expression. Primer sequences are listed in Supplementary Table 7.

### Western blotting

Primary cells were lysed using Cell lysis buffer (10 mM HEPES pH = 7.5, 10 mM KCl, 0,2 mM EDTA, 1 mM DTT, 0,5% NP-40, protease inhibitors cocktail, 300 mM sucrose) and 20 min incubation on ice. Nuclei were centrifuged at 650×*g* for 10 min at 4 °C and resuspended in Nuclear extraction buffer (20 mM HEPES pH 7.5, 420 mM NaCl, 1 mM EDTA, 1 mM DTT, 0.5% NP-40) for 30 min on ice. Lysates were briefly sonicated and then cleared through centrifugation at 13,000×*g* for 15 min. CH12 and pro-B cells were lysed using RIPA cell lysis reagent (Thermo Fisher Scientific 89900) and protease inhibitors cocktail (Roche 11873580001). Equal amounts of proteins were subjected to SDS-PAGE on 4–12% Bis-Tris gel (Invitrogen). Proteins were transferred onto a nitrocellulose membrane (Invitrogen) using the iBlot apparatus (P3 program, 7 min transfer, Invitrogen). Membranes were incubated in 5% non-fat dried milk in TBS containing 0.1% Tween-20 buffer for at least 1 h at room temperature and subsequently incubated overnight at 4 °C with primary antibody (SHLD1: Thermo Fisher Scientific PA5-559280, 1:200; XLF: Bethyl Laboratories A300-729A, 1:1000; 53BP1: Novus Biologicals NB100-304, 1:1000; MAD2L2: Protein Tech 12683-1-AP, 1:500; FLAG: Protein Tech 20543-1-AP, 1:2000). γ-Tubulin (Sigma-Aldrich T6557, clone GTU-88, 1:10000) or Lamin B (Abcam 16048, 1:2000) was used as a loading control. HRP-conjugated anti-mouse secondary antibody (Cell Signaling Technology 7076, 1:10000) or HRP-conjugated anti-rabbit secondary antibody (Cell Signaling Technology 7074, 1:5000) were used. Immune complexes were detected with Clarity Western ECL Substrate (Biorad 170-5060) or WesternBright Sirius substrate (Advansta K12043-D10). Blots were developed and analyzed using Image Lab v6.0 (Biorad). For XRCC4 blots, the membranes were incubated in Intercept (TBS) Blocking Buffer (LI-COR) for 1 h at room temperature and incubated successively with XRCC4 (Santa Cruz sc-8285, clone C20, 1:1300) and γ-Tubulin primary antibodies. IRDye-conjugated anti-goat (LI-COR IRDye^®^ 800CW Donkey anti-Goat IgG, 926-32214, 1:10,000) and anti-mouse (LI-COR IRDye^®^ 680RD Goat anti-Mouse IgG, 926-68070, 1:20,000) secondary antibodies were used. Immune complexes were detected using LI-COR Odyssey Imaging System.

### ELISAs

High-binding 96-well ELISA plates (Costar, Corning) were coated overnight with goat anti-mouse IgGs, anti-mouse IgMs (Jackson ImmunoResearch), or anti-mouse IgG1 antibodies (Southern Biotech) (250 ng/well in PBS). Plates were washed with 0.05% Tween-20-PBS (PBST), blocked for 2 h with 2% BSA, and 1 mM EDTA-PBST (Blocking buffer). After PBST-washings, plates were incubated for 2 h with 1:100 PBS-diluted plasma and seven consecutive 1:3 dilutions in duplicate. Purified mouse IgG, IgG1 (Sigma-Aldrich), and IgM (Merck Millipore) antibodies starting at 12 µg/ml and seven consecutive 1:3 dilutions in PBS were used as standards. After PBST-washings, plates were incubated for 1 h with HRP-conjugated goat anti-mouse IgGs, anti-mouse IgM (Jackson ImmunoResearch), or rat anti-mouse IgG1 antibodies (Southern Biotech) in blocking buffer, washed, and revealed by adding HRP chromogenic substrate (ABTS solution, Euromedex). Experiments were performed at room temperature using HydroSpeed™ microplate washer and Sunrise™ microplate absorbance reader (Magellan v7.2, Tecan Männedorf), with optical density measurements made at 405 nm (OD405 nm).

### CSR-HTGTS

HTGTS libraries with a 5′Sμ bait were generated from primary splenic B cells stimulated with LPS, IL-4, and anti-IgD dextran for 96 h. A total of 25 μg gDNA from the stimulated splenic B cells was sonicated (25 s ON and 60 s OFF, two cycles with low-energy input) on a Diagenode Bioruptor sonicator. The templates were amplified with a biotinylated 5′Sμ primer after sonication. The LAM-PCR products were incubated with streptavidin C1 beads (#65001, Thermo Fisher Scientific) for 4 h at room temperature. The enriched biotin-labeled LAM-PCR products were ligated with an adapter with the following program (25 °C 1 h, 22 °C 3 h, 16 °C overnight). The adapter-ligated products were amplified by nested PCR with barcode primers and tag PCR with P5-I5 and P7-I7 primers. The PCR products from 500 bp to 1000 bp were purified by separation on 1% TAE gel. HTGTS libraries were sequenced by paired-end 150 bp sequencing on a Next-SeqTM550 (Illumina). More details of the method have been described^14,77^.

Libraries were processed via the published pipeline^78^. The libraries from *Shld1*^*−/−*^, *Xlf*^*−/−*^, *Xlf*^*−/−*^*Shld1*^*−/−*^ and their WT C57BL/6 control mice were mapped against the mm9 genome as described previously^14,77^. 

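The deposited junction lists keep rows that the authors' pipeline flagged as duplicates, 1.95% to 8.01% of rows in the 10 libraries. All of these rows also carry the flag for mapping quality and a switch-region name, and 0 of the other rows are flagged as duplicates. To 2 significant digits, the Sγ1 counts of the 10 lists with these rows counted equal counts printed in the figures, and 0 of 10 did so without them. A further 2 printed counts are matched by no list. All rows were counted for the values given at the results.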

Data were analyzed and plotted after removing duplicates^14,77^. Each experiment was repeated three times for statistical analyses. The junction numbers within the Sμ and Sγ1, as well as the percentage analysis of these S-regions with respect to total junctions within the C_H_-containing portion of the IgH were plotted in Fig. 5 and Supplementary Fig. 7. The numbers and percentages were indicated in the corresponding panels. The MH analysis were described in a previous study^13^.

### Statistics and reproducibility

Statistical analyses were performed with GraphPad Prism v7.04 and BiostaTGV (https://biostatgv.sentiweb.fr/) and using the tests as indicated in the respective figure legends. Significance; ns, not significant (*p* ≥ 0.05), *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001. Unless indicated otherwise, all immunoblots are representative of at least two independent experiments, with uncropped blots shown in the Source data file.

### Reporting Summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

The CSR-HTGTS data have been deposited in NCBI’s Gene Expression Omnibus under the accession number GSE202567. The Long-range PCR sequencing (Pacbio) data have been deposited in NCBI’s Sequence Read Archive under the accession number PRJNA831666. All other data can be found in the Supplementary Data of this paper or in the Source Data. This includes all uncropped blots, gels, and data shown in graphs throughout the manuscript, including the Supplementary Figures. All data are available from the authors upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: SHLD1 is dispensable for 53BP1-dependent V(D)J recombination but critical for productive class switch recombination
**Source:** Nat Commun. 2022 Jun 28;13:3707. doi: 10.1038/s41467-022-31287-3
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary information**

### **SHLD1 is dispensable for 53BP1-dependent V(D)J recombination but critical for productive class switch recombination**

Estelle Vincendeau, Wenming Wei, Xuefei Zhang, Cyril Planchais, Wei Yu, Hélène Lenden-Hasse, Thomas Cokelaer, Juliana Pipoli da Fonseca, Hugo Mouquet, David J. Adams, Frederick W. Alt, Stephen P. Jackson, Gabriel Balmus, Chloé Lescale and Ludovic Deriano.

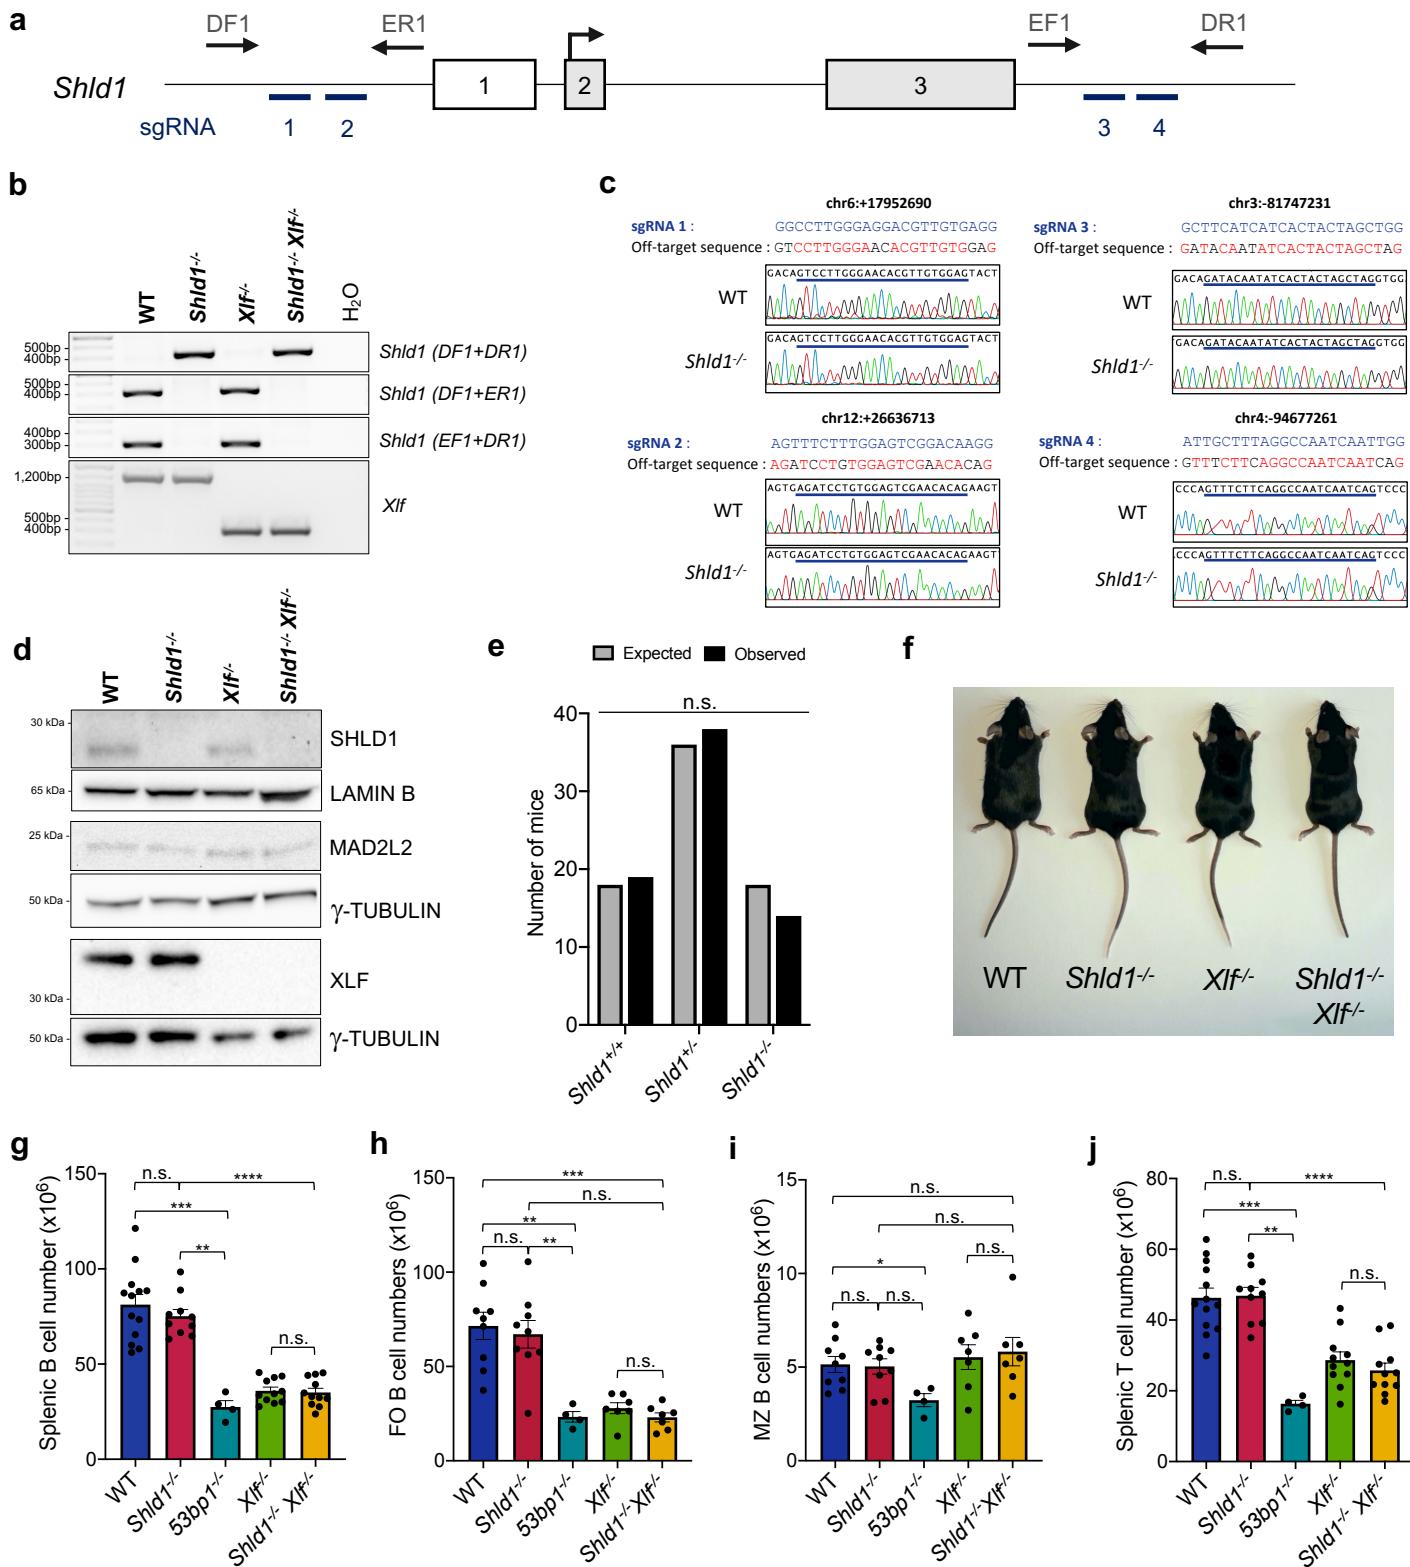

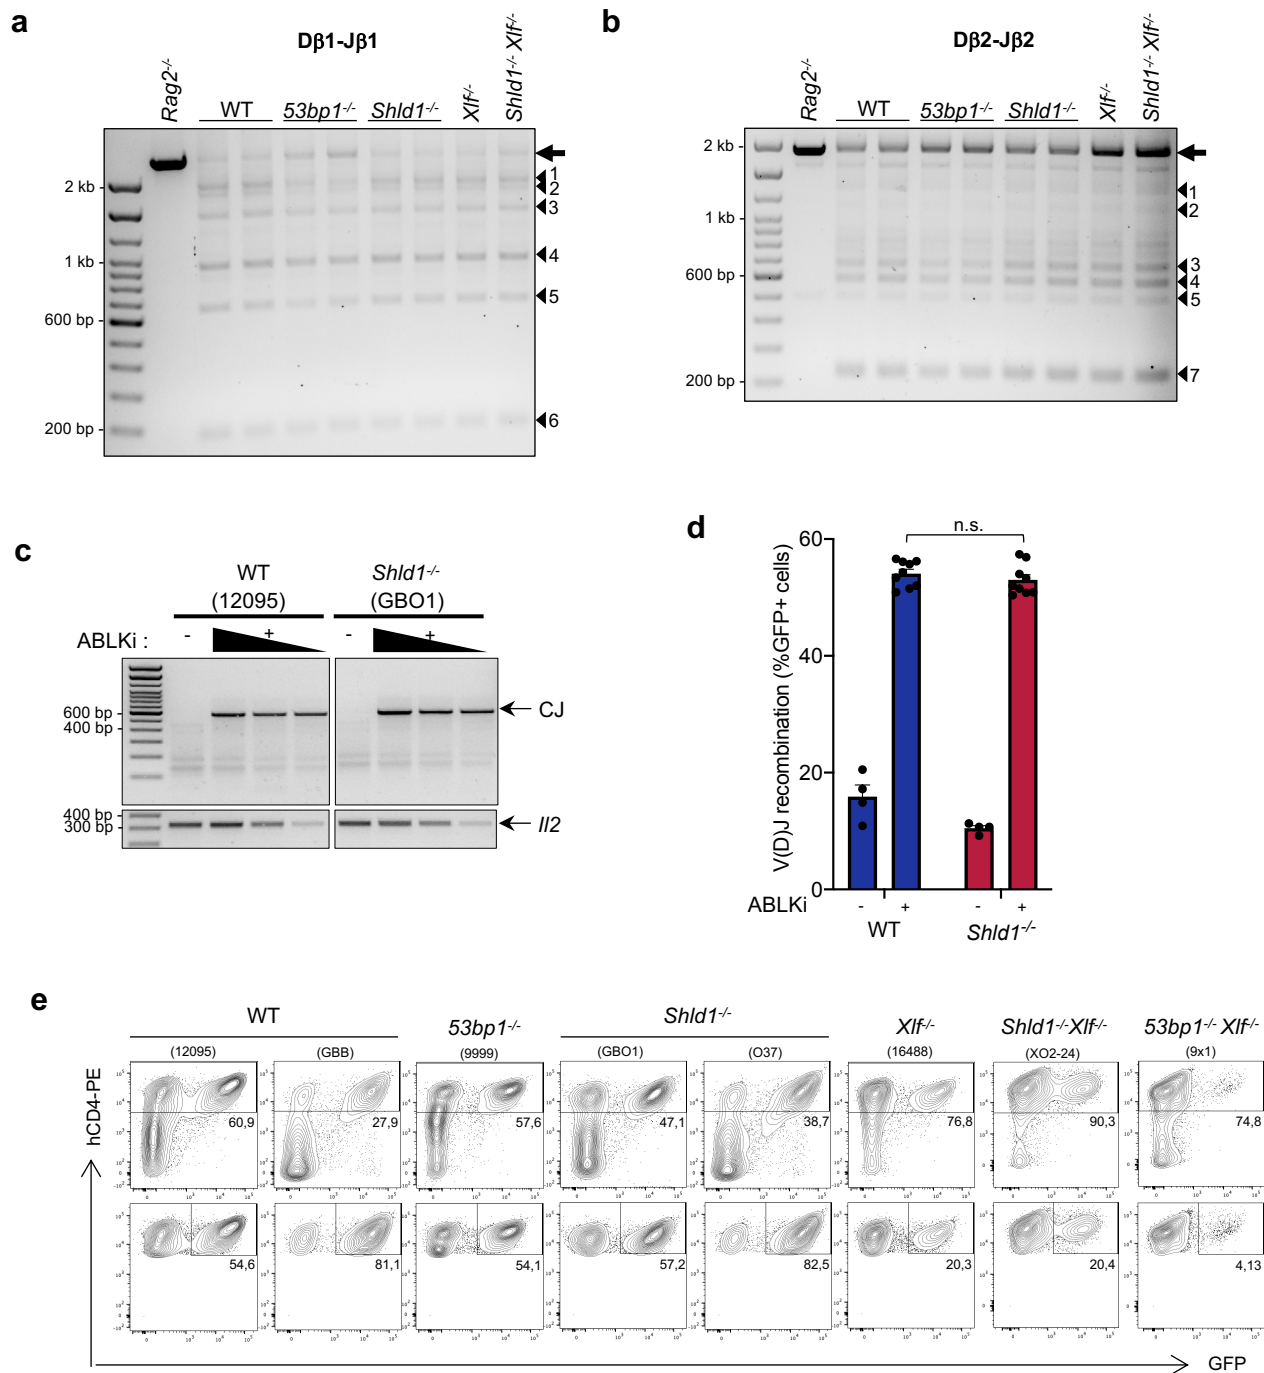

**Supplementary Figure 2 (related to Figure 2). 53BP1 displays SHLD1-independent functions during V(D)J recombination.** **a** PCR analysis of Dβ1 to Jβ1 rearrangements in *Rag2*<sup>-/-</sup>, WT, *Shld1*<sup>-/-</sup>, *53bp1*<sup>-/-</sup>, *Xlf*<sup>-/-</sup> and *Shld1*<sup>-/-</sup>*Xlf*<sup>-/-</sup> thymocytes. **b** PCR analysis of Dβ2 to Jβ2 rearrangements. **c** Semi-quantitative nested PCR analysis of *Igk6-23* -*J1* coding joint (CJ) in *v-Abl* pro-B cell lines treated for 72h with ABLKi. *Il2* gene PCR was used as a loading control. **d** Bar plot showing V(D)J recombination efficiency of pMX-INV recombination substrate in *v-Abl* pro-B cell lines. *v-Abl* pro-B cell lines of each genotype were treated with ABLKi for 72h and GFP<sup>+</sup> cells were analyzed by flow cytometry. Bars represent mean ± s.e.m, two-sided Wilcoxon-Mann-Whitney test, n=4 independent experiments with duplicates of ABLKi treated cells, (WT (clone #12095) and *Shld1*<sup>-/-</sup> (clone #GBO1)). **e** Representative flow cytometry analysis of V(D)J recombination in *v-Abl* pro-B cells clones. n.s. : non-significant (p ≥ 0.05). Source data are provided as a Source Data file.

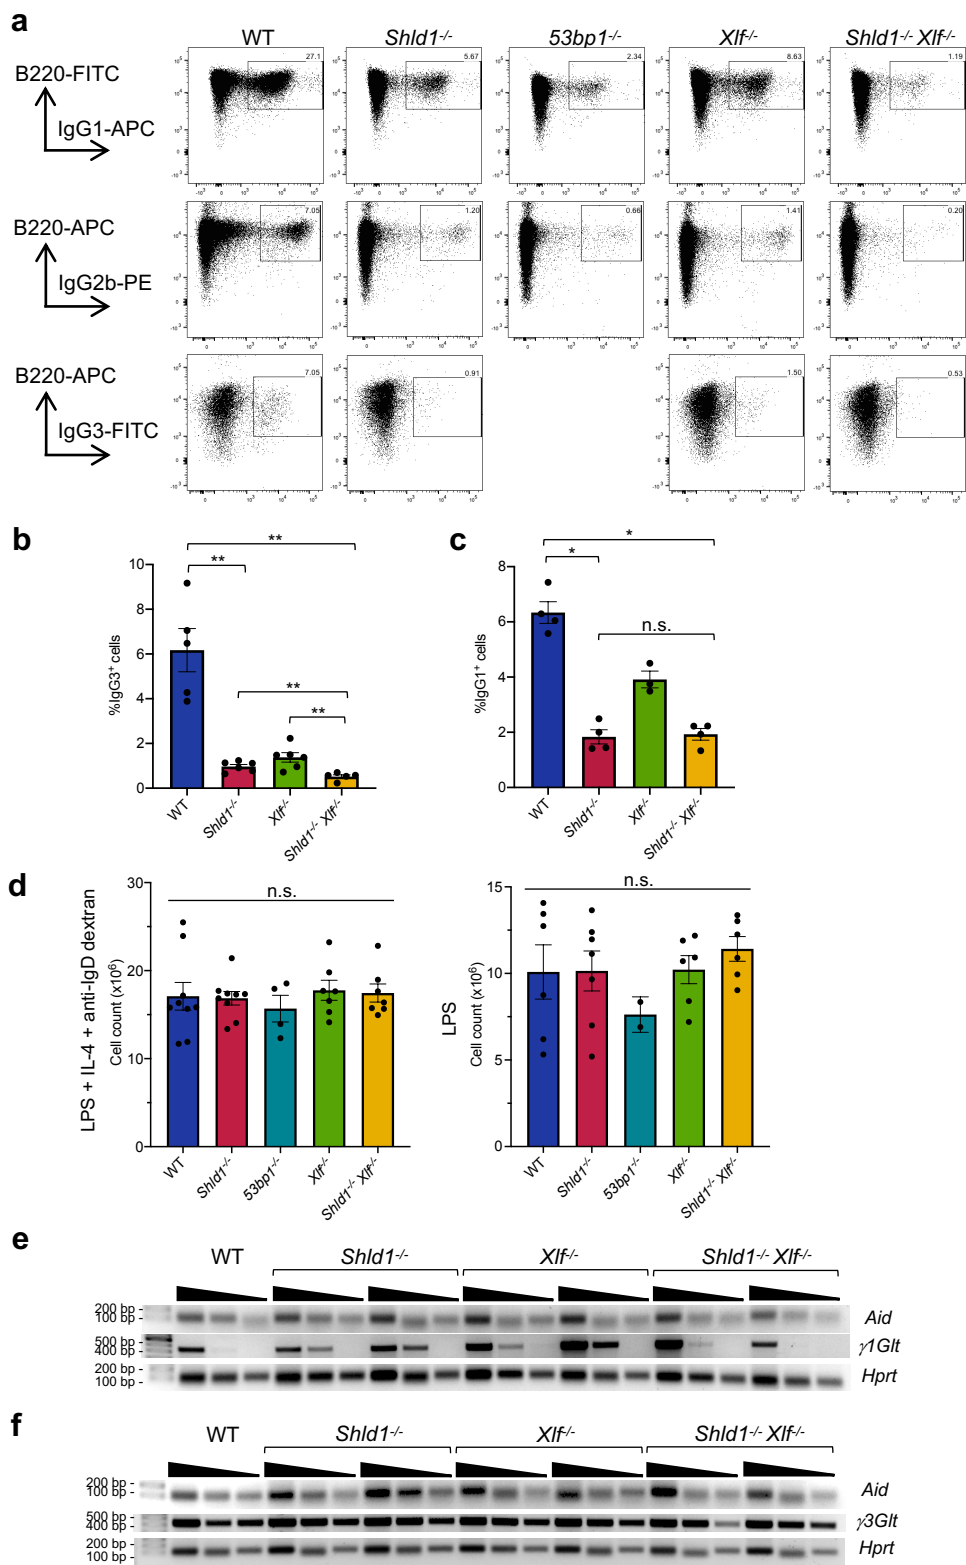

**Supplementary Figure 3 (related to Figure 3). No defect in cell proliferation, *Aid* expression or *Igh* germline transcripts levels in stimulated *Shld1*/*Xlf*-deficient B cells** **a** Surface expression of IgG1, IgG2b and IgG3 isotypes on *in vitro*-stimulated WT, *Shld1*<sup>-/-</sup>, *53bp1*<sup>-/-</sup>, *Xlf*<sup>-/-</sup> and *Shld1*<sup>-/-</sup> *Xlf*<sup>-/-</sup> B cells. Cells were harvested after 4 days of *in vitro* stimulation with anti-IgD dextran, LPS and IL-4 (IgG1) or LPS (IgG2b and IgG3), and flow cytometric analysis was used to determine surface IgG1, IgG2b and IgG3 expression. Numbers on the dot plots show the percentage of switched cells as a proportion of B220<sup>+</sup> B cells. **b** Percentages of WT, *Shld1*<sup>-/-</sup>, *Xlf*<sup>-/-</sup> and *Shld1*<sup>-/-</sup> *Xlf*<sup>-/-</sup> B cells expressing IgG3 isotype after 4 days *in vitro*-stimulation with LPS. Bars represent mean  $\pm$  s.e.m., *n* = 5 except for *Shld1*<sup>-/-</sup> and *Shld1*<sup>-/-</sup> *Xlf*<sup>-/-</sup> (*n* = 6), two-sided Wilcoxon–Mann–Whitney test (\*\**p* = 0.0043 (WT vs *Shld1*<sup>-/-</sup>; *Xlf*<sup>-/-</sup> vs *Shld1*<sup>-/-</sup> *Xlf*<sup>-/-</sup>); \*\**p* = 0.0079 (WT vs *Shld1*<sup>-/-</sup> *Xlf*<sup>-/-</sup>); \*\**p* = 0.0087 (*Shld1*<sup>-/-</sup> vs *Shld1*<sup>-/-</sup> *Xlf*<sup>-/-</sup>)). **c** Percentages of WT, *Shld1*<sup>-/-</sup>, *Xlf*<sup>-/-</sup> and *Shld1*<sup>-/-</sup> *Xlf*<sup>-/-</sup> B cells expressing IgG1 isotype after 4 days *in vitro*-stimulation with anti-CD40 antibody and IL-4. Bars represent mean  $\pm$  s.e.m., *n* = 4 except for *Xlf*<sup>-/-</sup> (*n* = 3), two-sided Wilcoxon–Mann–Whitney test (\**p* = 0.0286). **d** Cell counts of *in vitro*-stimulated WT, *Shld1*<sup>-/-</sup>, *53bp1*<sup>-/-</sup>, *Xlf*<sup>-/-</sup> and *Shld1*<sup>-/-</sup> *Xlf*<sup>-/-</sup> B cells. Cells were plated at 600,000 cells/ml and counted after 4 days stimulation with either anti-IgD dextran, LPS and IL-4 (*n* = 9 (WT, *Shld1*<sup>-/-</sup>), *n* = 4 (*53bp1*<sup>-/-</sup>), *n* = 7 (*Xlf*<sup>-/-</sup>, *Shld1*<sup>-/-</sup> *Xlf*<sup>-/-</sup>)) or LPS (*n* = 6 (WT, *Xlf*<sup>-/-</sup>, *Shld1*<sup>-/-</sup> *Xlf*<sup>-/-</sup>), *n* = 2 (*53bp1*<sup>-/-</sup>), *n* = 7 (*Shld1*<sup>-/-</sup>)). Bars represent means  $\pm$  s.e.m., two-sided Wilcoxon–Mann–Whitney test. **e** *Aid* and *Igh*  $\gamma$ 1 germ-line transcripts (*γ1Glt*) mRNA were quantified by semi-quantitative RT–PCR using 2.5-fold serial dilutions of cDNA made from B cells after 5 days *in vitro* stimulation with LPS and IL-4. *Hprt* was used as a control for transcript expression. **f** *Aid* and *γ3Glt* mRNA were quantified by semi-quantitative RT–PCR using 2.5-fold serial dilutions of cDNA made from B cells after 5 days *in vitro* stimulation with LPS. *Hprt* was used as a control for transcript expression. n.s. : non-significant (*p*  $\geq$  0.05), \**p* < 0.05; \*\**p* < 0.01. Source data are provided as a Source Data file.

**a**

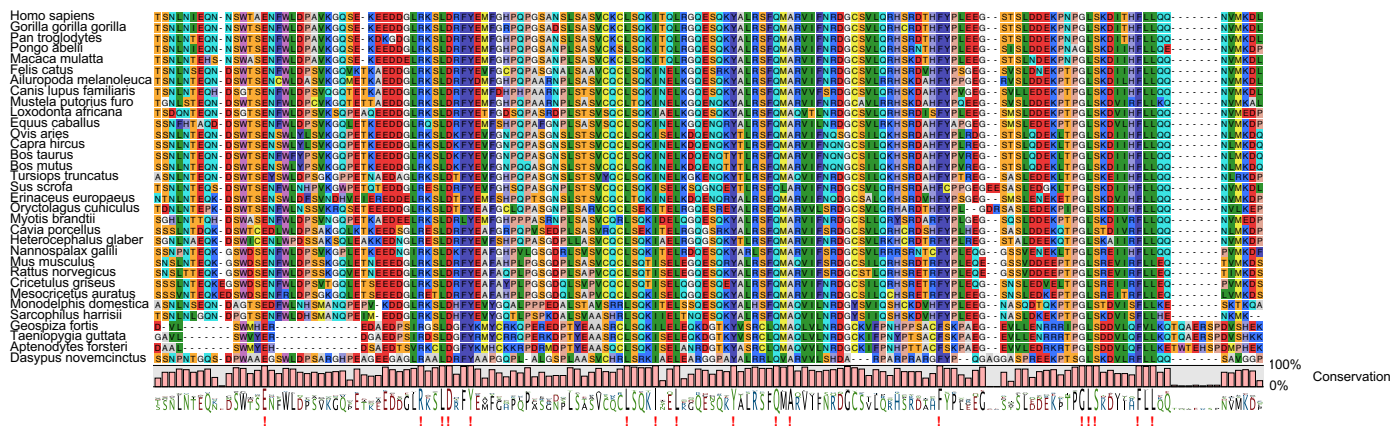

**b**

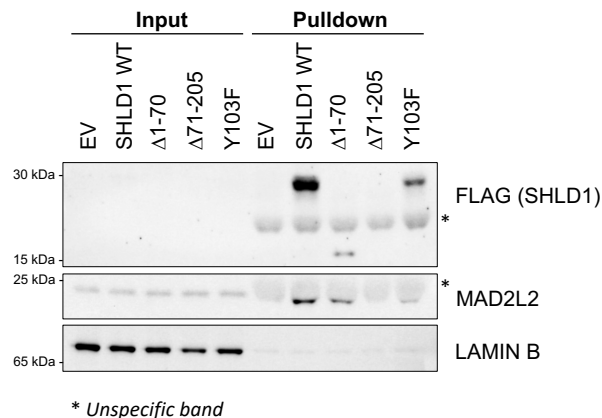

**Supplementary Figure 4 (related to Figure 3). Distinct SHLD1 residues mediate its functions during CSR. a** Multiple sequence alignment of SHLD1 orthologs corresponding to the position 61 to 205 of human SHLD1. Invariably conserved residues are marked with a red exclamation mark. CLC Main Workbench 20 was used to visualize the alignment result. **b** Flag-SHLD1 WT, Δ1-70, Δ71-205 or Y103F immunocomplexes were isolated from nuclear extracts prepared from untreated complemented *Shld1*<sup>-/-</sup> pro-B cell cultures. Western blots were probed for the indicated targets. Data are representative of three independent experiments. Source data are provided as a Source Data file.

**a**

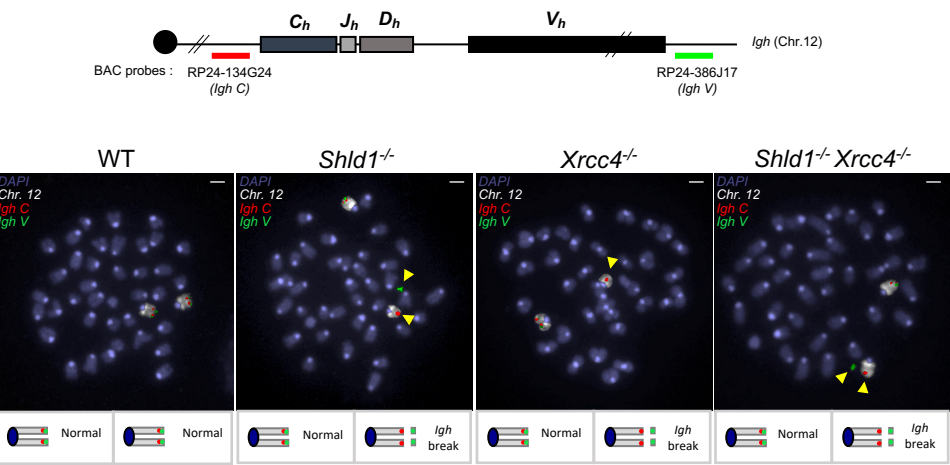

**b**

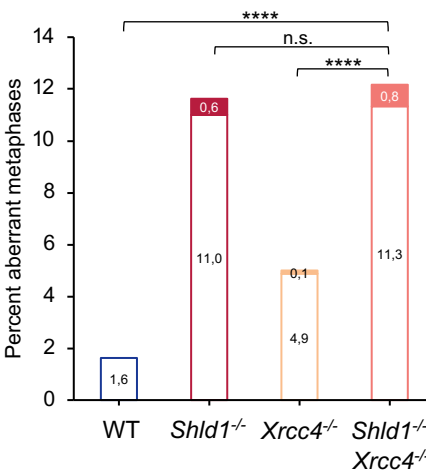

**c**

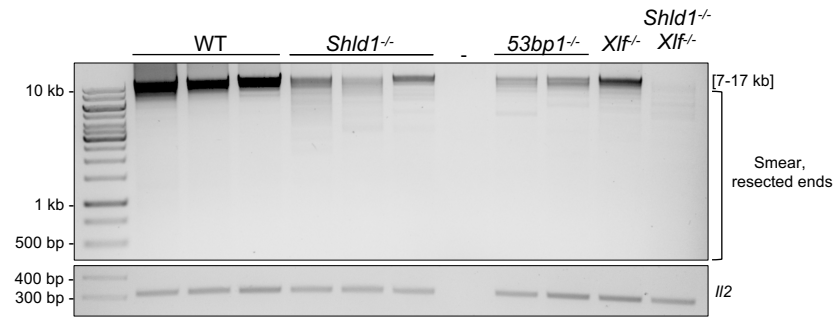

**Supplementary Figure 5 (related to Figure 3). SHLD1/53BP1 promote functional CSR in NHEJ-proficient and NHEJ-deficient cells by limiting DNA end resection. a** Representative images of *Igh* breaks in aberrant metaphases, as quantified in **b**. Scale bars, 3 μm. **b** Quantification of *Igh* breaks (clear bar) and translocations (filled bar) in metaphases of WT, *Shld1*<sup>-/-</sup>, *Xrcc4*<sup>-/-</sup> and *Shld1*<sup>-/-</sup> *Xrcc4*<sup>-/-</sup> cells. Bars represent mean. n = 800 (WT, *Shld1*<sup>-/-</sup>, *Xrcc4*<sup>-/-</sup>), n = 600 (*Shld1*<sup>-/-</sup> *Xrcc4*<sup>-/-</sup>), two-sided Fisher's exact test (\*\*\*\*p<0.0001). See also Supplementary Table 5. **c** Long-range PCR analysis of S<sub>μ</sub> to S<sub>γ1</sub> rearrangements in WT, *Shld1*<sup>-/-</sup>, *53bp1*<sup>-/-</sup>, *Xlf*<sup>-/-</sup> and *Shld1*<sup>-/-</sup> *Xlf*<sup>-/-</sup> stimulated B cells. *II2* gene PCR was used as a loading control. n.s. : non-significant (p ≥ 0.05), \*\*\*p<0.001. Source data are provided as a Source Data file.

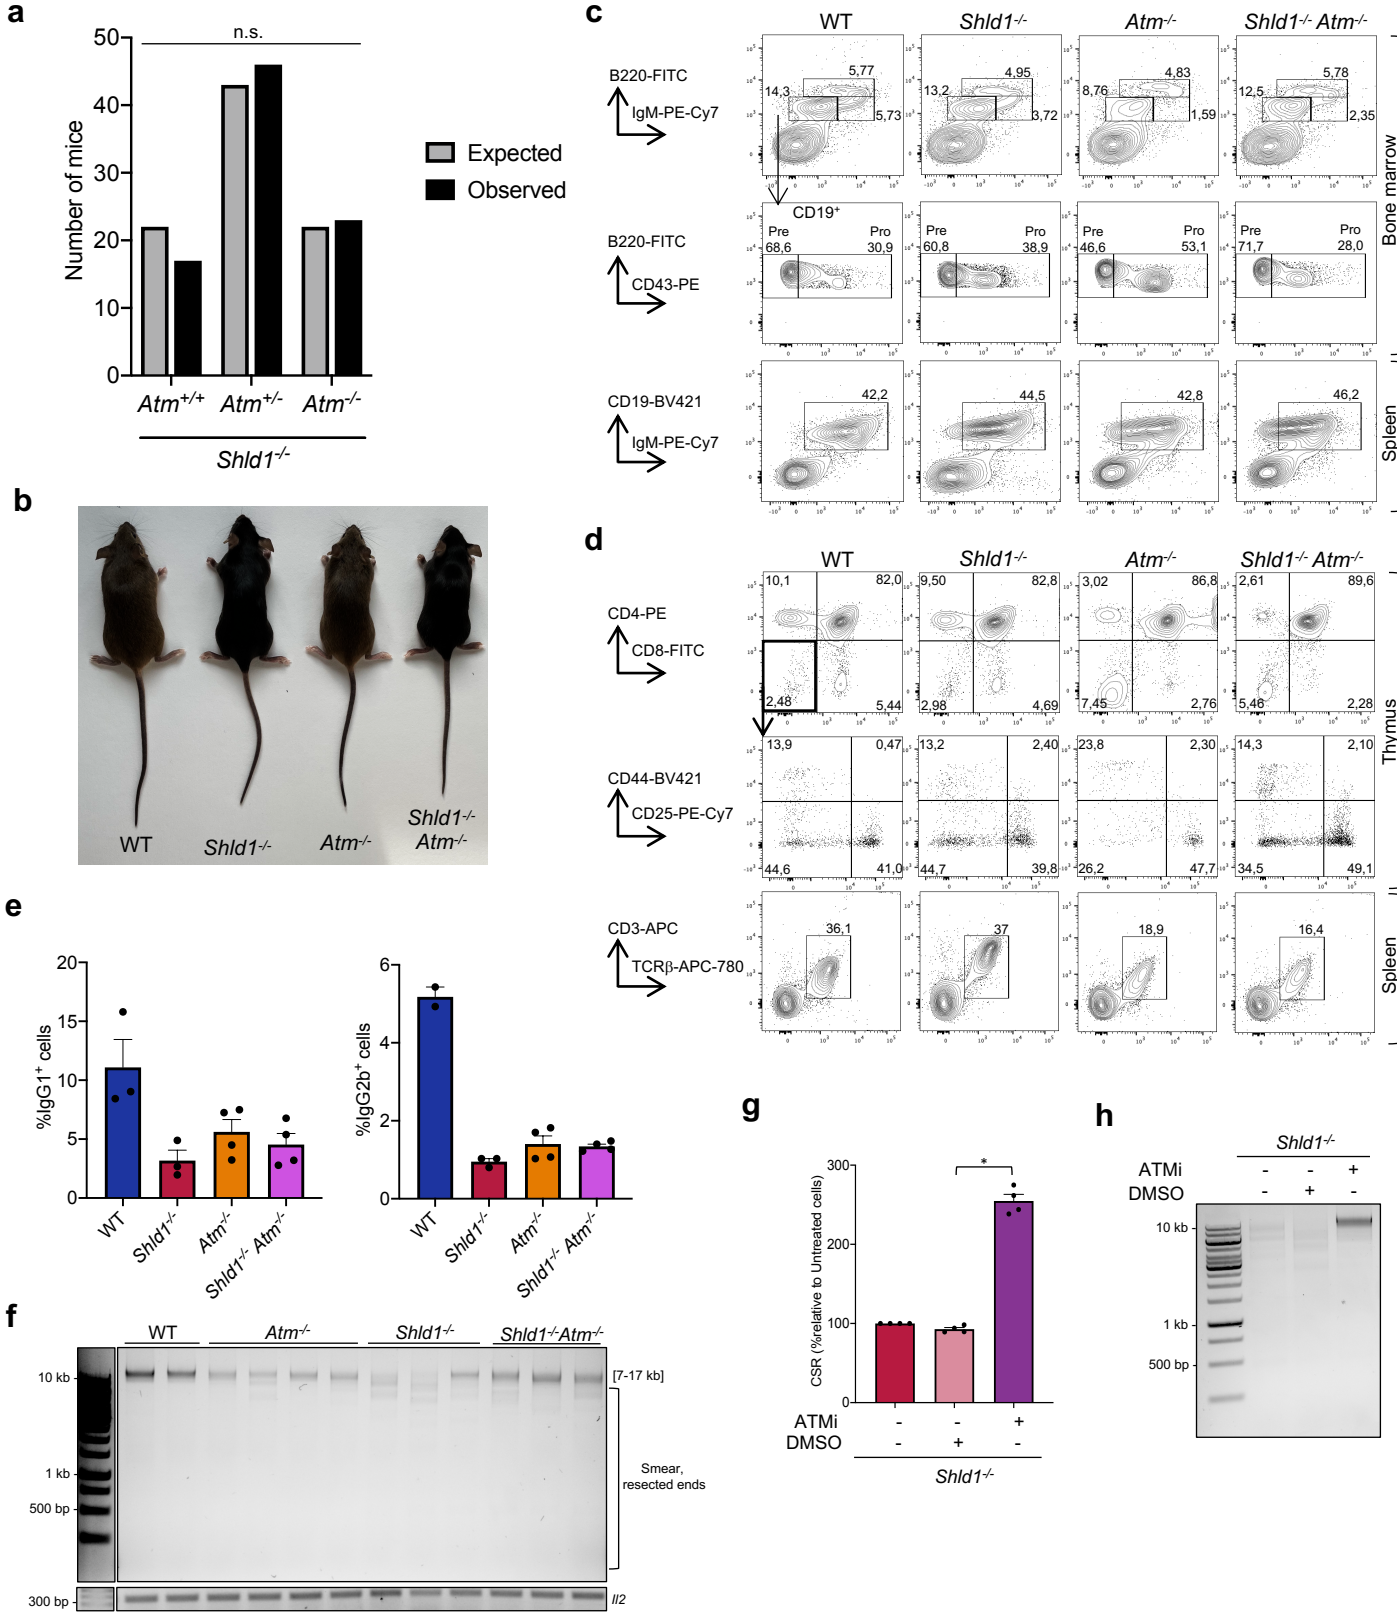

**Supplementary Figure 6 (related to Figure 4). ATM might control some of the pro-resection activities in SHLD1-deficient B cells.** **a** Number of live-born mice obtained from crosses between *Shld1*<sup>-/-</sup> *Atm*<sup>+/+</sup> mice. Expected versus observed numbers were used to calculate one-sided Chi-square. **b** Picture of 5-6 weeks-old aged-matched WT, *Shld1*<sup>-/-</sup>, *Atm*<sup>-/-</sup> and *Shld1*<sup>-/-</sup> *Atm*<sup>-/-</sup> mice. **c** Representative FACS analysis of bone marrow using B cell markers. Numbers on plots represent percentages of total cells. **d** Representative FACS analysis of thymus using T-cell markers. **e** Percentages of WT, *Shld1*<sup>-/-</sup>, *Atm*<sup>-/-</sup> and *Shld1*<sup>-/-</sup> *Atm*<sup>-/-</sup> B cells expressing either IgG1 or IgG2b isotypes after *in vitro*-stimulation. Cells were harvested after 4 days of *in vitro* stimulation with LPS and IL-4 (IgG1) or LPS (IgG2b), and flow cytometric analysis was used to determine surface IgG1 and IgG2b expression. Numbers on the dot plots show the percentage of switched cells as a proportion of CD19<sup>+</sup> B cells. Bars represent mean  $\pm$  s.e.m.. IgG1<sup>+</sup> cells : n = 3 (WT; *Shld1*<sup>-/-</sup>) and n = 4 (*Atm*<sup>-/-</sup>; *Shld1*<sup>-/-</sup> *Atm*<sup>-/-</sup>); IgG2b<sup>+</sup> cells : n = 2 (WT), n = 3 (*Shld1*<sup>-/-</sup>) and n = 4 (*Atm*<sup>-/-</sup>; *Shld1*<sup>-/-</sup> *Atm*<sup>-/-</sup>). **f** Long-range PCR analysis of  $\Sigma\mu$  to  $\Sigma\gamma$  rearrangements in WT, *Atm*<sup>-/-</sup>, *Shld1*<sup>-/-</sup> and *Shld1*<sup>-/-</sup> *Atm*<sup>-/-</sup> stimulated B cells. *Ii2* gene PCR was used as a loading control. **g** Normalized percentage of IgG1<sup>+</sup> *Shld1*<sup>-/-</sup> B cells after *in vitro*-stimulation in the presence or absence of ATMi. Cells were harvested after 4 days of *in vitro* stimulation with LPS, IL-4, anti-IgD dextran and DMSO or ATMi (2.5  $\mu$ M). Bars represent mean  $\pm$  s.e.m., n = 4 independent samples, two-sided Wilcoxon-Mann-Whitney test (\*p = 0.0286). **h** Long-range PCR analysis of  $\Sigma\mu$  to  $\Sigma\gamma$  rearrangements in *Shld1*<sup>-/-</sup> stimulated B cells in the presence or absence of ATMi (2.5  $\mu$ M). \*p<0.05. Source data are provided as a Source Data file.

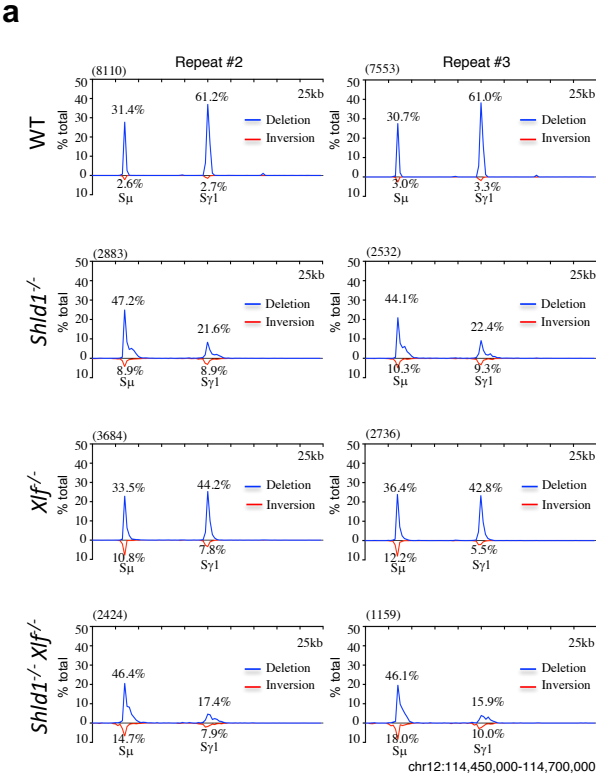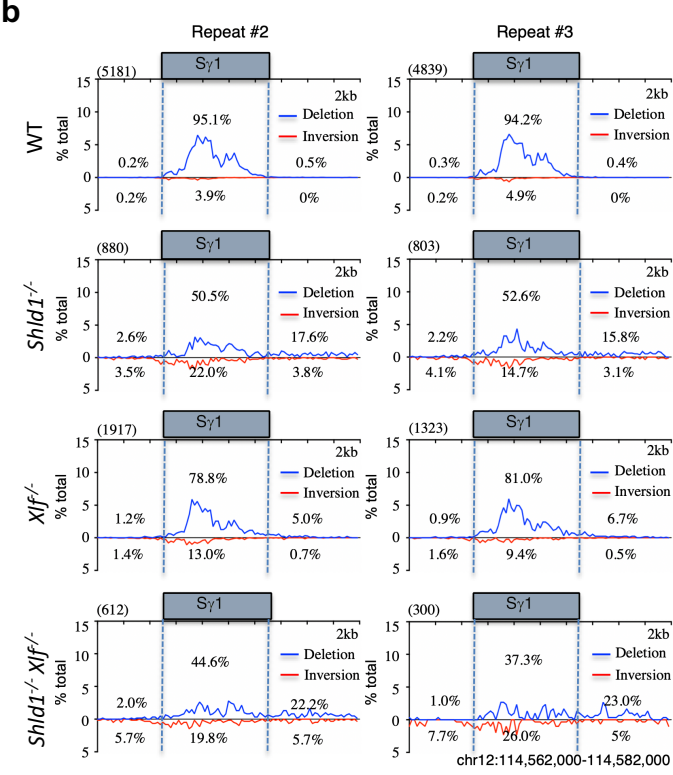

**Supplementary Figure 7 (related to Figure 5). CSR-HTGTS-Seq analysis.** **a** CSR-HTGTS-seq analysis of break joining between 5'Sμ and downstream acceptor S regions in WT, *Shld1*<sup>-/-</sup>, *Xlf*<sup>-/-</sup> and *Shld1*<sup>-/-</sup>*Xlf*<sup>-/-</sup> splenic B cells stimulated with αIgD dextran/LPS/IL-4. Repeats #2 and #3. **b** Zoom-in view of CSR-HTGTS-Seq junctions located in the AID-targeted ectopic Sγ1 region from WT, *Shld1*<sup>-/-</sup>, *Xlf*<sup>-/-</sup> and *Shld1*<sup>-/-</sup>*Xlf*<sup>-/-</sup> cells, repeats #2 and #3. Junctions are plotted at 200 pb bin size. Source data are provided as a Source Data file.

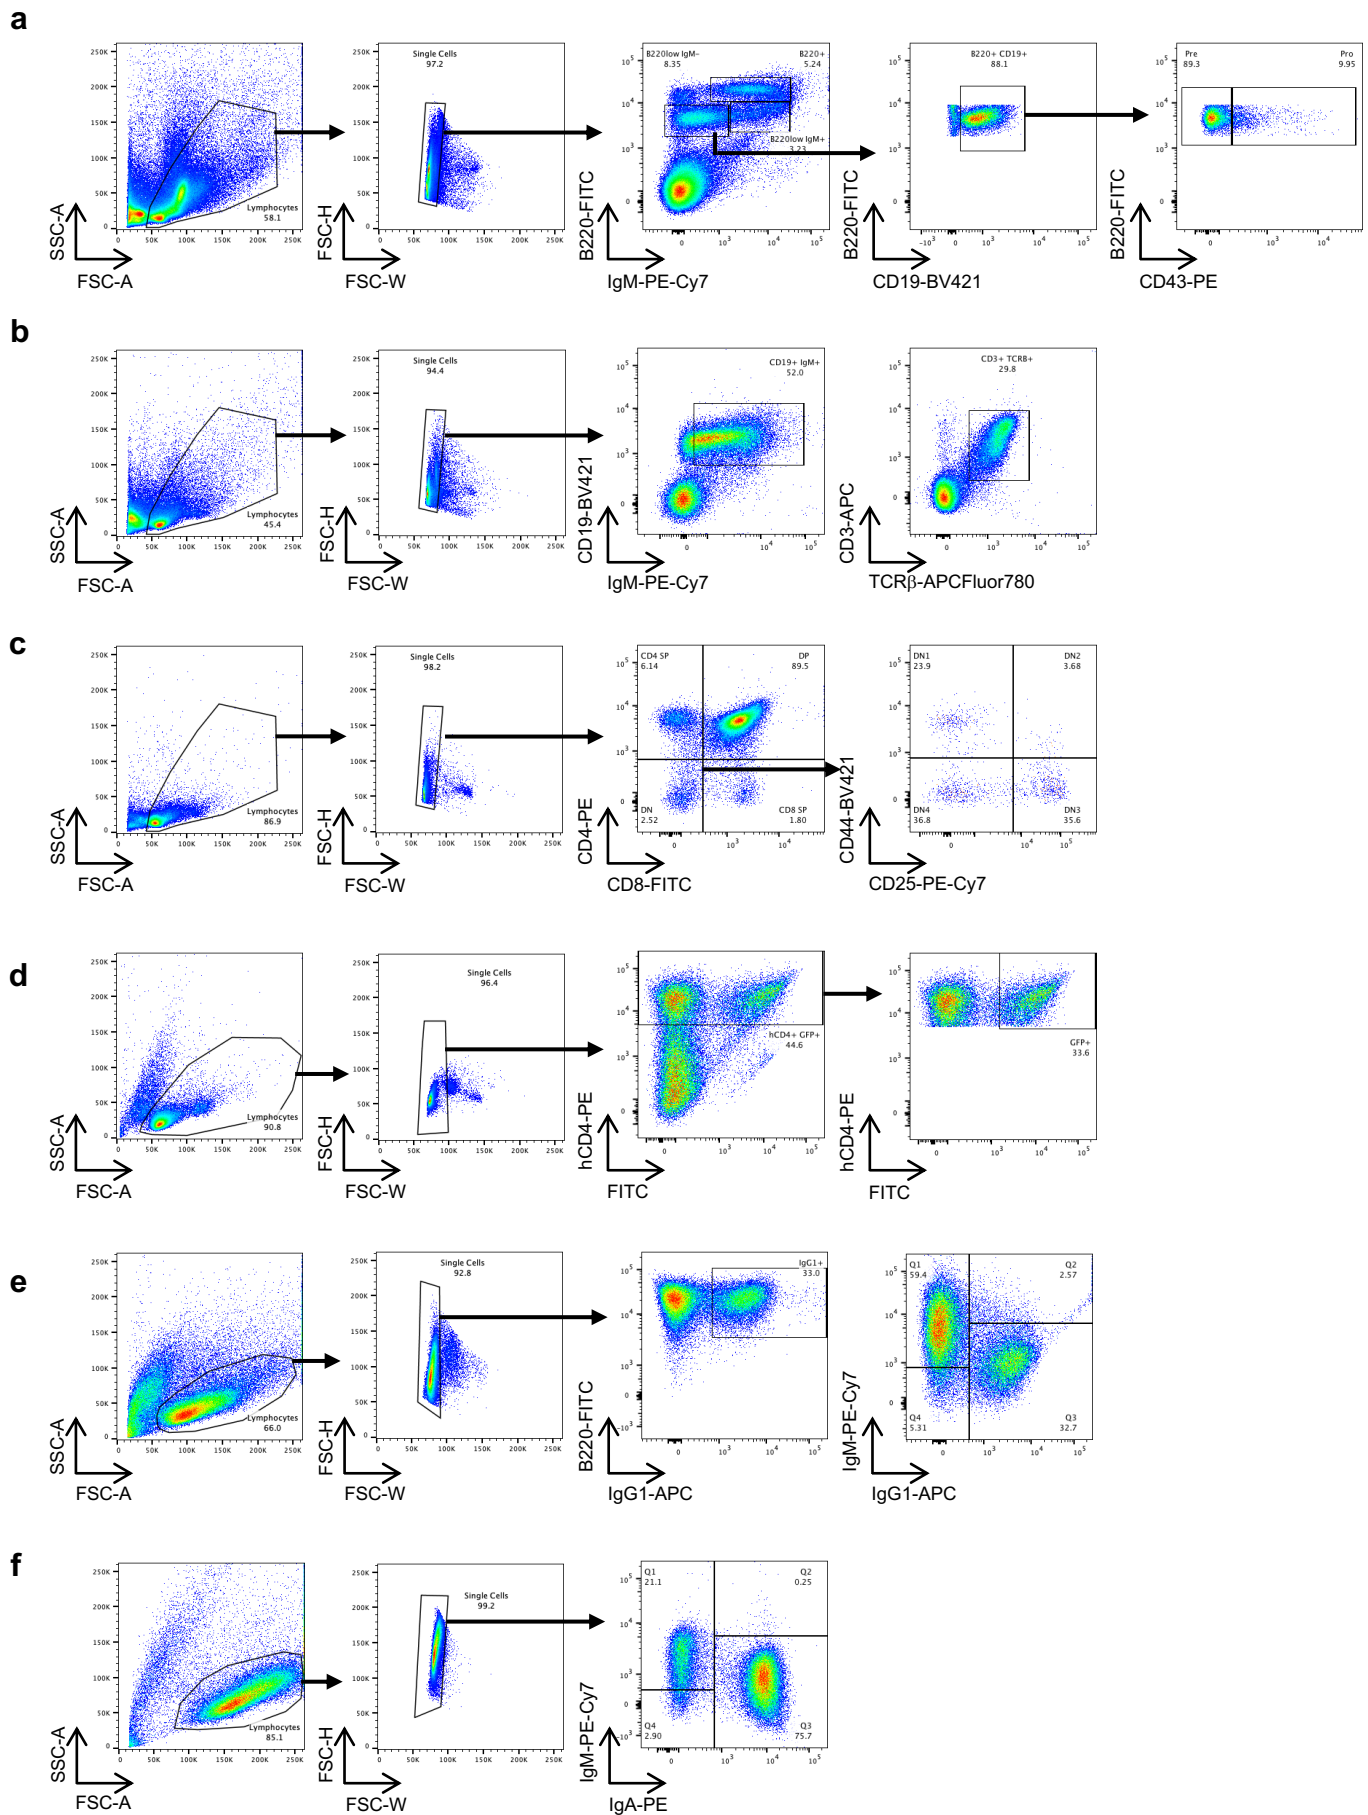

**Supplementary Figure 8. Gating strategies.** **a** Gating strategy to determine the percentage of CD43<sup>+</sup>B220<sup>lo</sup>CD19<sup>+</sup>IgM<sup>-</sup> pre-B cells versus CD43<sup>+</sup>B220<sup>lo</sup>CD19<sup>+</sup>IgM<sup>-</sup> pro-B cells in the bone marrow presented on Figure 1e and Supplementary Figure 6c. **b** Gating strategy to determine the percentage of CD19<sup>+</sup> IgM<sup>+</sup> and CD3<sup>+</sup> TCRβ<sup>+</sup> cells in the spleen presented on Supplementary Figures 1g, j, 6c. **c** Gating strategy to determine the percentage of CD44<sup>+</sup> CD25<sup>+</sup> (DN3) and CD44<sup>+</sup> CD25<sup>+</sup> (DN4) cells in the thymus presented on Figure 1g and Supplementary Figure 6d. **d** Gating strategy to determine the percentage of hCD4<sup>+</sup> GFP<sup>+</sup> pro-B cells presented on Figure 2i and Supplementary Figure 2e. **e** Gating strategy to determine the percentage of switching primary B cells presented on Figures 3b-d. **f** Gating strategy to determine the percentage of switching CH12F3 cells presented on Figure 3j.

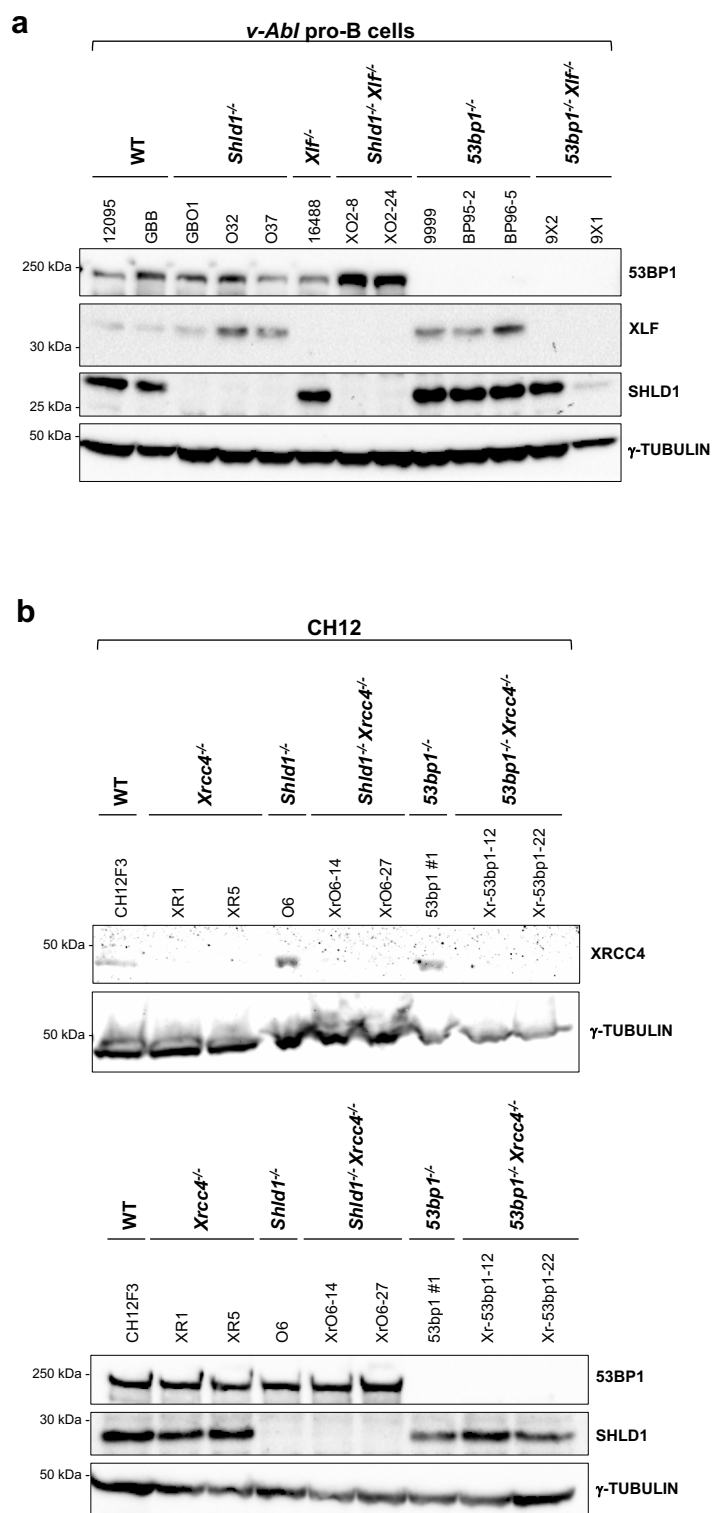

**Supplementary Figure 9. Genotyping of v-abl ProB cells and CH12 cell lines. a,b** Representative Western Blots analysis of **a** v-abl ProB cells and **b** CH12 cell lines. Each immunoblot was repeated twice independently with similar results. Source data are provided as a Source Data file.

| Genotype                                                     | B220 <sup>low</sup> IgM <sup>-</sup> (%) | % of B220 <sup>low</sup> IgM <sup>-</sup> CD19 <sup>+</sup> cells |                          | Pre/ProB ratio |
|--------------------------------------------------------------|------------------------------------------|-------------------------------------------------------------------|--------------------------|----------------|
|                                                              |                                          | CD43 <sup>+</sup> (proB)                                          | CD43 <sup>-</sup> (preB) |                |
| WT (n=12)                                                    | 12.0±3.5                                 | 16.9±2.6                                                          | 82.6±2.6                 | 5.2±1.2        |
| <i>Shld1</i> <sup>-/-</sup> (n=10)                           | 10.2±1.6                                 | 17.5±3.4                                                          | 82.0±3.4                 | 5.2±1.6        |
| <i>53bp1</i> <sup>-/-</sup> (n=4)                            | 5.2±1.2                                  | 29.0±3.7                                                          | 69.8±3.6                 | 2.5±0.4        |
| <i>Xlf</i> <sup>-/-</sup> (n=11)                             | 7.7±2.2                                  | 23.6±3.6                                                          | 76.0±3.6                 | 3.4±0.6        |
| <i>Shld1</i> <sup>-/-</sup> <i>Xlf</i> <sup>-/-</sup> (n=11) | 8.4±2.1                                  | 17.0±2.5                                                          | 82.7±2.5                 | 5.0±0.8        |

**Supplementary Table 1. Analysis of B cell development in the bone marrow of *Shld1*<sup>-/-</sup> and *Shld1*<sup>-/-</sup> *Xlf*<sup>-/-</sup> mice.**

| Genotype                                                         | Cells numbers (x10 <sup>6</sup> ) |                                    |                                    |          |          |
|------------------------------------------------------------------|-----------------------------------|------------------------------------|------------------------------------|----------|----------|
|                                                                  | Total                             | CD19 <sup>+</sup> IgM <sup>+</sup> | CD3 <sup>+</sup> TCRβ <sup>+</sup> | CD4 SP   | CD8 SP   |
| <b>WT (n=13)</b>                                                 | 149.9±24.4                        | 81.3±15.3                          | 46.3±7.8                           | 27.7±4.4 | 19.7±3.8 |
| <b><i>Shld1</i><sup>-/-</sup> (n=10)</b>                         | 143.8±15.6                        | 75.2±8.1                           | 46.9±5.7                           | 27.2±2.8 | 21.2±2.7 |
| <b><i>53bp1</i><sup>-/-</sup> (n=4)</b>                          | 58.8±6.7                          | 27.5±4.7                           | 16.3±1.3                           | 9.0±0.8  | 8.4±0.6  |
| <b><i>Xlf</i><sup>-/-</sup> (n=11)</b>                           | 81.3±13.9                         | 36.0±5.4                           | 28.7±5.6                           | 17.7±3.6 | 12.2±2.5 |
| <b><i>Shld1</i><sup>-/-</sup><i>Xlf</i><sup>-/-</sup> (n=11)</b> | 77.7±14.2                         | 35.1±6.0                           | 25.8±5.3                           | 16.1±3.2 | 10.9±2.1 |

**Supplementary Table 2. Analysis of B and T cell development in the spleen of *Shld1*<sup>-/-</sup> and *Shld1*<sup>-/-</sup> *Xlf*<sup>-/-</sup> mice.**

| Genotype                                                        | Cell numbers (x10 <sup>6</sup> ) |           |         |         |         | % of DN cells |          |
|-----------------------------------------------------------------|----------------------------------|-----------|---------|---------|---------|---------------|----------|
|                                                                 | Total                            | DP        | CD4 SP  | CD8 SP  | DN      | DN3           | DN4      |
| <b>WT (n=10)</b>                                                | 100.6±20.8                       | 86.3±17.1 | 8.4±2.5 | 2.8±0.9 | 3.0±0.7 | 36.8±2.2      | 42.6±6.9 |
| <b><i>Shld1</i><sup>-/-</sup> (n=10)</b>                        | 113.5±32.0                       | 97.4±28.9 | 9.3±3.0 | 3.0±1.1 | 3.8±1.2 | 35.7±2.9      | 47.4±8.5 |
| <b><i>53bp1</i><sup>-/-</sup> (n=4)</b>                         | 41.6±22.8                        | 36.0±20.9 | 2.4±0.6 | 1.0±0.2 | 2.1±1.0 | 54.3±6.8      | 15.7±3.1 |
| <b><i>Xlf</i><sup>-/-</sup> (n=8)</b>                           | 49.7±22.9                        | 40.1±20.6 | 4.6±1.4 | 1.9±0.7 | 3.1±1.3 | 49.1±2.7      | 31.8±1.7 |
| <b><i>Shld1</i><sup>-/-</sup><i>Xlf</i><sup>-/-</sup> (n=9)</b> | 57.6±15.0                        | 48.6±12.3 | 3.8±1.3 | 1.8±0.6 | 3.4±1.0 | 50.3±4.3      | 34.5±4.2 |

**Supplementary Table 3. Analysis of T cell development in the thymus of *Shld1*<sup>-/-</sup> and *Shld1*<sup>-/-</sup> *Xlf*<sup>-/-</sup> mice.**

| Genotype                                |        | Metaphases with Igh locus breaks | Metaphases with Igh locus translocations | Total aberrant metaphases | Total normal metaphases | Total metaphases analyzed | % aberrant metaphases | % IgH breaks | % IgH translocations |
|-----------------------------------------|--------|----------------------------------|------------------------------------------|---------------------------|-------------------------|---------------------------|-----------------------|--------------|----------------------|
| WT                                      | Exp #1 | 3                                | 0                                        | 3                         | 197                     | 200                       | 1.5                   | 1.5          | 0                    |
|                                         |        | 3                                | 1                                        | 4                         | 196                     | 200                       | 2                     | 1.5          | 0.5                  |
|                                         | Exp #2 | 2                                | 1                                        | 3                         | 197                     | 200                       | 1.5                   | 1            | 0.5                  |
|                                         | Exp #3 | 3                                | 1                                        | 4                         | 201                     | 205                       | 2                     | 1.5          | 0.5                  |
|                                         | Exp #4 | 1                                | 1                                        | 2                         | 198                     | 200                       | 1                     | 0.5          | 0.5                  |
|                                         | TOTAL  | 12                               | 4                                        | 16                        | 989                     | 1005                      | 1.6                   | 1.2          | 0.4                  |
| Shld1 <sup>-/-</sup>                    | Exp #1 | 15                               | 1                                        | 16                        | 184                     | 200                       | 8                     | 7.5          | 0.5                  |
|                                         | Exp #2 | 15                               | 2                                        | 17                        | 183                     | 200                       | 8.5                   | 7.5          | 1                    |
|                                         |        | 21                               | 1                                        | 22                        | 243                     | 265                       | 8.3                   | 7.9          | 0.4                  |
|                                         | Exp #3 | 26                               | 1                                        | 27                        | 183                     | 210                       | 12.9                  | 12.4         | 0.5                  |
|                                         | Exp #4 | 24                               | 1                                        | 25                        | 175                     | 200                       | 12.5                  | 12           | 0.5                  |
|                                         | TOTAL  | 101                              | 6                                        | 107                       | 968                     | 1075                      | 10                    | 9.4          | 0.6                  |
| Xlf <sup>-/-</sup>                      | Exp #1 | 7                                | 1                                        | 8                         | 183                     | 191                       | 4.2                   | 3.7          | 0.5                  |
|                                         |        | 4                                | 0                                        | 4                         | 196                     | 200                       | 2                     | 2            | 0                    |
|                                         | Exp #2 | 6                                | 1                                        | 7                         | 193                     | 200                       | 3.5                   | 3            | 0.5                  |
|                                         |        | 4                                | 0                                        | 4                         | 196                     | 200                       | 2                     | 2            | 0                    |
|                                         | Exp #3 | 13                               | 1                                        | 14                        | 196                     | 210                       | 6.7                   | 6.2          | 0.5                  |
|                                         | Exp #4 | 15                               | 2                                        | 17                        | 183                     | 200                       | 8.5                   | 7.5          | 1.0                  |
|                                         | TOTAL  | 49                               | 5                                        | 54                        | 1147                    | 1201                      | 4.5                   | 4.1          | 0.4                  |
| Shld1 <sup>-/-</sup> Xlf <sup>-/-</sup> | Exp #1 | 16                               | 1                                        | 17                        | 183                     | 200                       | 8.5                   | 8            | 0.5                  |
|                                         |        | 15                               | 0                                        | 15                        | 175                     | 190                       | 7.9                   | 7.9          | 0                    |
|                                         | Exp #2 | 13                               | 1                                        | 14                        | 186                     | 200                       | 7                     | 6.5          | 0.5                  |
|                                         | Exp #3 | 22                               | 1                                        | 23                        | 187                     | 210                       | 11                    | 10.5         | 0.5                  |
|                                         | Exp #4 | 22                               | 1                                        | 23                        | 177                     | 200                       | 11.5                  | 11           | 0.5                  |
|                                         | TOTAL  | 88                               | 4                                        | 92                        | 908                     | 1000                      | 9.2                   | 8.8          | 0.4                  |

**Supplementary Table 4. Genomic instability at the *Igh* locus in primary B cells undergoing CSR.** Number and percentage of aberrant metaphases harboring chromosome breaks and/or translocations involving the *Igh* locus from stimulated B cells of the indicated genotype.

| Two-sided Fischer's exact test                                                       | p value             |      |
|--------------------------------------------------------------------------------------|---------------------|------|
| WT vs <i>Shld1</i> <sup>-/-</sup>                                                    | 2.3280401656265E-17 | **** |
| WT vs <i>Xlf</i> <sup>-/-</sup>                                                      | 7.9179414896933E-5  | **** |
| WT vs <i>Shld1</i> <sup>-/-</sup> <i>Xlf</i> <sup>-/-</sup>                          | 4.2129398599184E-15 | **** |
| <i>Xlf</i> <sup>-/-</sup> vs <i>Shld1</i> <sup>-/-</sup> <i>Xlf</i> <sup>-/-</sup>   | 1.4254772216385E-5  | **** |
| <i>Shld1</i> <sup>-/-</sup> vs <i>Shld1</i> <sup>-/-</sup> <i>Xlf</i> <sup>-/-</sup> | 0.60166146775667    | ns   |
| <i>Xlf</i> <sup>-/-</sup> vs <i>Shld1</i> <sup>-/-</sup>                             | 4.4689100840892E-7  | **** |

| Genotype                                     |        | Metaphases with Igh locus breaks | Metaphases with Igh locus translocations | Total aberrant metaphases | Total normal metaphases | Total metaphases analyzed | % aberrant metaphases | % IgH breaks | % IgH translocations |
|----------------------------------------------|--------|----------------------------------|------------------------------------------|---------------------------|-------------------------|---------------------------|-----------------------|--------------|----------------------|
| WT                                           | Exp #1 | 3                                | 0                                        | 3                         | 197                     | 200                       | 1.5                   | 1.5          | 0                    |
|                                              | Exp #2 | 3                                | 0                                        | 3                         | 197                     | 200                       | 1.5                   | 1.5          | 0                    |
|                                              | Exp #3 | 5                                | 0                                        | 5                         | 195                     | 200                       | 2.5                   | 2.5          | 0                    |
|                                              | Exp #4 | 2                                | 0                                        | 2                         | 198                     | 200                       | 1                     | 1            | 0                    |
|                                              | TOTAL  | 13                               | 0                                        | 13                        | 787                     | 800                       | 1.6                   | 1.6          | 0                    |
| Shld1 <sup>-/-</sup>                         | Exp #1 | 21                               | 1                                        | 22                        | 178                     | 200                       | 11                    | 10.5         | 0.5                  |
|                                              | Exp #2 | 32                               | 0                                        | 32                        | 168                     | 200                       | 16                    | 16.0         | 0                    |
|                                              | Exp #3 | 26                               | 3                                        | 29                        | 171                     | 200                       | 14.5                  | 13           | 1.5                  |
|                                              | Exp #4 | 9                                | 1                                        | 10                        | 190                     | 200                       | 5                     | 4.5          | 0.5                  |
|                                              | TOTAL  | 88                               | 5                                        | 93                        | 707                     | 800                       | 11.6                  | 11           | 0.6                  |
| Xrcc4 <sup>-/-</sup>                         | Exp #1 | 7                                | 0                                        | 7                         | 193                     | 200                       | 3.5                   | 3.5          | 0                    |
|                                              | Exp #2 | 13                               | 0                                        | 13                        | 187                     | 200                       | 6.5                   | 6.5          | 0                    |
|                                              | Exp #3 | 11                               | 0                                        | 11                        | 189                     | 200                       | 5.5                   | 5.5          | 0                    |
|                                              | Exp #4 | 8                                | 1                                        | 9                         | 191                     | 200                       | 4.5                   | 4            | 0.5                  |
|                                              | TOTAL  | 39                               | 1                                        | 40                        | 760                     | 800                       | 5                     | 4.9          | 0.1                  |
| Shld1 <sup>-/-</sup><br>Xrcc4 <sup>-/-</sup> | Exp #1 | 25                               | 2                                        | 27                        | 173                     | 200                       | 13.5                  | 12.5         | 1                    |
|                                              | Exp #2 | 23                               | 2                                        | 25                        | 175                     | 200                       | 12.5                  | 11.5         | 1                    |
|                                              | Exp #3 | 20                               | 1                                        | 21                        | 179                     | 200                       | 10.5                  | 10           | 0.5                  |
|                                              | TOTAL  | 68                               | 5                                        | 73                        | 527                     | 600                       | 12.2                  | 11.3         | 0.8                  |

**Supplementary Table 5. Genomic instability at the Igh locus in primary B cells undergoing CSR.** Number and percentage of aberrant metaphases harboring chromosome breaks and/or translocations involving the Igh locus from stimulated B cells of the indicated genotype.

| Two-sided Fischer's exact test                                    | p value             |      |
|-------------------------------------------------------------------|---------------------|------|
| WT vs Shld1 <sup>-/-</sup>                                        | 5.43550432286E-17   | **** |
| WT vs Shld1 <sup>-/-</sup> Xrcc4 <sup>-/-</sup>                   | 1.3654665051398E-16 | **** |
| Shld1 <sup>-/-</sup> vs Shld1 <sup>-/-</sup> Xrcc4 <sup>-/-</sup> | 1                   | ns   |
| Xrcc4 <sup>-/-</sup> vs Shld1 <sup>-/-</sup> Xrcc4 <sup>-/-</sup> | 1.4564541562486E-6  | **** |

| #replicate      | count | mean             | std              | min  | 25 %   | 50 %   | 75 %    | max   | % reads smaller than 7,160 bp |
|-----------------|-------|------------------|------------------|------|--------|--------|---------|-------|-------------------------------|
| WT #1           | 342   | 8988.833333      | 1341.31854581563 | 4687 | 8119.5 | 9105.5 | 9896    | 12939 | 9.94152046783625              |
| WT #2           | 673   | 8517.240713      | 1931.01468400115 | 303  | 7734   | 8718   | 9704    | 14100 | 16.3447251114413              |
| WT #3           | 261   | 8423.804598      | 1965.96184429137 | 500  | 7416   | 8510   | 9642    | 13163 | 21.0727969348659              |
| WT              | 1276  | 8624.52742946708 | 1812.33771515047 | 303  | 7746   | 8810.5 | 9763.5  | 14100 | 15.5956112852664              |
| Shld1-Δ #1      | 849   | 5949.09305064782 | 3358.07770175158 | 1359 | 2794   | 5892   | 8444    | 13931 | 63.3686690223792              |
| Shld1-Δ #2      | 795   | 5103.04150943396 | 3241.16394213346 | 426  | 2783.5 | 4157   | 7610.5  | 13297 | 71.0691823899371              |
| Shld1-Δ #3      | 1542  | 5412.59533073929 | 3359.6146392111  | 436  | 2407   | 4675   | 8398    | 13635 | 65.5642023346303              |
| Shld1-Δ         | 3186  | 5478.31763967357 | 3343.43859311307 | 426  | 2658.5 | 4679   | 8305    | 13931 | 66.3527934714375              |
| XlfΔ #1         | 616   | 7759.42694805194 | 2718.23925755651 | 2065 | 5292   | 8596   | 9845.5  | 13261 | 36.038961038961               |
| XlfΔ #2         | 1222  | 7036.74631751227 | 3003.15426333181 | 244  | 4563.5 | 7498.5 | 9245.75 | 13965 | 45.4173486088379              |
| XlfΔ #3         | 865   | 6517.62774566473 | 2865.62102662071 | 2263 | 4327   | 6392   | 8883    | 14405 | 56.4161849710982              |
| XlfΔ            | 2703  | 7035.31594524602 | 2930.60900218363 | 244  | 4606   | 7456   | 9359.5  | 14405 | 46.7998520162782              |
| Shld1-Δ XlfΔ #1 | 2589  | 3962.09926612591 | 2455.88412558241 | 1229 | 2311   | 3169   | 4793    | 14021 | 87.369640787949               |
| Shld1-Δ XlfΔ #2 | 1893  | 4636.26994189117 | 2698.3486357341  | 436  | 2554   | 3947   | 6311    | 15733 | 82.6201796090861              |
| Shld1-Δ XlfΔ #3 | 1716  | 3990.64044289044 | 2656.64951829614 | 1149 | 2018   | 3017   | 4873    | 12891 | 85.2564102564102              |
| Shld1-Δ XlfΔ    | 6198  | 4175.9072281381  | 2605.45035455473 | 436  | 2312   | 3288   | 4949    | 15733 | 85.3339787028073              |

**Supplementary Table 6. Long-read high-throughput sequencing analysis.** Number of reads, mean read length, standard deviation, reads distribution and percentage of reads smaller than 7,160 bp for each genotype. n = 3 for each genotype.

**Supplementary Table 7. List of primers and gRNAs sequences**

|                   | Genotype                                  | Clone ID    | Allele 1  | Allele 2 | Generation method                                     | Origin    | Reference                                         |
|-------------------|-------------------------------------------|-------------|-----------|----------|-------------------------------------------------------|-----------|---------------------------------------------------|
| v-Abl pro-B cells | WT                                        | 12095       | NA        | NA       | v-Abl/Bcl2 immortalization of bone marrow pro-B cells | Mouse     | Lescale C. et al., Nat Com. 2016                  |
|                   |                                           | 12096       | NA        | NA       | v-Abl/Bcl2 immortalization of bone marrow pro-B cells | Mouse     | Lescale C. et al., Nat Com. 2016                  |
|                   |                                           | GBB         | NA        | NA       | v-Abl/Bcl2 immortalization of bone marrow pro-B cells | Mouse     | This study                                        |
|                   |                                           | O38         | NA        | NA       | CRISPR-Cas9 genome editing                            | GBB       | This study                                        |
|                   | 53bp1 <sup>-/-</sup>                      | 9999        | NA        | NA       | v-Abl/Bcl2 immortalization of bone marrow pro-B cells | Mouse     | Liu X. et al., PNAS. 2012                         |
|                   |                                           | 1110        | NA        | NA       | v-Abl/Bcl2 immortalization of bone marrow pro-B cells | Mouse     | Liu X. et al., PNAS. 2012                         |
|                   |                                           | BP95-2*     | ND        | ND       | CRISPR-Cas9 genome editing                            | 12095     | This study                                        |
|                   |                                           | BP96-5*     | ND        | ND       | CRISPR-Cas9 genome editing                            | 12095     | This study                                        |
|                   | Shld1 <sup>-/-</sup>                      | O32         | -2bps     |          | CRISPR-Cas9 genome editing                            | GBB       | This study                                        |
|                   |                                           | O37         | -10bps    |          | CRISPR-Cas9 genome editing                            | GBB       | This study                                        |
|                   |                                           | O44         | -17bps    |          | CRISPR-Cas9 genome editing                            | GBB       | This study                                        |
|                   |                                           | GBO1        | NA        | NA       | v-Abl/Bcl2 immortalization of bone marrow pro-B cells | Mouse     | This study                                        |
|                   | Xlf <sup>-/-</sup>                        | 16488       | NA        | NA       | v-Abl/Bcl2 immortalization of bone marrow pro-B cells | Mouse     | Lescale C. et al., Cell Rep. 2016                 |
|                   |                                           | X95-3       | -315bps   | -317bps  | CRISPR-Cas9 genome editing                            | 12095     | Lescale C. et al., Cell Rep. 2016                 |
|                   | Shld1 <sup>-/-</sup> Xlf <sup>-/-</sup>   | XO2-8       | -82bps    | -62bps   | CRISPR-Cas9 genome editing                            | 16488     | This study                                        |
|                   |                                           | XO2-24      | -82bps    |          | CRISPR-Cas9 genome editing                            | 16488     | This study                                        |
|                   | 53bp1 <sup>-/-</sup> Xlf <sup>-/-</sup>   | 9x1         | -317bps   | -403bps  | CRISPR-Cas9 genome editing                            | 9999      | This study                                        |
|                   |                                           | 9x2         | inversion |          | CRISPR-Cas9 genome editing                            | 9999      | This study                                        |
| CH12              | WT                                        | CH12        | NA        | NA       |                                                       | Mouse     | Nakamura M. et al., International Immunology 1996 |
|                   |                                           | O2          | NA        | NA       |                                                       | CH12-Cas9 | Dev H. et al., Nat Cell Biol. 2018                |
|                   | 53bp1 <sup>-/-</sup>                      | 53bp1 #1    | ND        | ND       | CRISPR-Cas9 genome editing                            |           | Panchakshari R.A. et al. PNAS 2018                |
|                   |                                           | 53bp1 #2    | ND        | ND       | CRISPR-Cas9 genome editing                            |           | Panchakshari R.A. et al. PNAS 2018                |
|                   | Shld1 <sup>-/-</sup>                      | O6          | -17bps    |          | CRISPR-Cas9 genome editing                            | CH12-Cas9 | Dev H. et al., Nat Cell Biol. 2018                |
|                   |                                           | O12         | -25bps    | -186bps  | CRISPR-Cas9 genome editing                            | CH12-Cas9 | Dev H. et al., Nat Cell Biol. 2018                |
|                   | Xrcc4 <sup>-/-</sup>                      | XR5         | -288bps   | -289bps  | CRISPR-Cas9 genome editing                            | CH12-Cas9 | This study                                        |
|                   |                                           | XR1         | -336bps   | -599bps  | CRISPR-Cas9 genome editing                            | CH12-Cas9 | This study                                        |
|                   | Shld1 <sup>-/-</sup> Xrcc4 <sup>-/-</sup> | XRO6-14     | inversion | -306bps  | CRISPR-Cas9 genome editing                            | O6        | This study                                        |
|                   |                                           | XRO6-27     | -301bps   |          | CRISPR-Cas9 genome editing                            | O6        | This study                                        |
|                   | 53bp1 <sup>-/-</sup> Xrcc4 <sup>-/-</sup> | XR-53BP1-12 | -289bps   | -289bps  | CRISPR-Cas9 genome editing                            | 53bp1 #1  | This study                                        |
|                   |                                           | XR-53BP1-22 | -775bps   | -980bps  | CRISPR-Cas9 genome editing                            | 53bp1 #1  | This study                                        |

\* Validation by WB

Supplementary Table 8. List of cell lines used in the study

| Antibody                                 | Catalogue number                       | Dilution                                                      |
|------------------------------------------|----------------------------------------|---------------------------------------------------------------|
| anti-SHLD1                               | Thermo Fisher Scientific, PA5-559280   | 1:200                                                         |
| anti-XLF                                 | Bethyl Laboratories, A300-729A         | 1:1000                                                        |
| anti- $\gamma$ -TUBULIN                  | Sigma Aldrich, clone GTU-88, T6557     | 1:10000                                                       |
| anti-MAD2L2                              | Protein Tech, 12683-1-AP               | 1:500                                                         |
| anti-FLAG                                | Protein Tech, 20543-1-AP               | 1:2000                                                        |
| anti-LAMIN B                             | Abcam, 16048                           | 1:2000                                                        |
| anti-53BP1                               | Novus Biologicals, NB100-304           | 1:1000                                                        |
| anti-XRCC4                               | Santa Cruz, clone C20, sc-8285         | 1:1300                                                        |
| HRP-linked anti-Mouse IgG                | Cell Signaling Technology, 7076        | 1:10000                                                       |
| HRP-linked anti-Rabbit IgG               | Cell Signaling Technology, 7074        | 1:5000                                                        |
| LI-COR IRDye® 800CW Donkey anti-Goat IgG | LI-COR, 926-32214                      | 1:10000                                                       |
| LI-COR IRDye® 680RD Goat anti-Mouse IgG  | LI-COR, 926-68070                      | 1:20000                                                       |
| anti-hCD4                                | Miltenyi, clone M-T466, 130-113-254    | 1:100                                                         |
| anti-CD16-32                             | BD Biosciences, clone 2.4G2, 553142    | 1:200                                                         |
| anti-CD19                                | BD Biosciences, clone 1D3, 560375      | 1:200                                                         |
| anti-CD43                                | BD Biosciences, clone S7, 553271       | 1:150                                                         |
| anti-B220                                | BD Biosciences, clone RA3-6B2, 557669  | 1:200                                                         |
| anti-B220                                | BD Biosciences, clone RA3-6B2, 553092  | 1:200                                                         |
| anti-IgM                                 | BD Biosciences, clone R6-60.2, 552867  | 1:200                                                         |
| anti-CD4                                 | BD Biosciences, clone RM4-5, 553048    | 1:200                                                         |
| anti-CD8                                 | BD Biosciences, clone 53-6.7, 557668   | 1:200                                                         |
| anti-CD3e                                | BD Biosciences, clone 145-2C11, 553066 | 1:200                                                         |
| anti-CD44                                | BD Biosciences, clone IM7, 560451      | 1:200                                                         |
| anti-CD25                                | BD Biosciences, clone PC61, 552880     | 1:200                                                         |
| anti-TCR $\beta$                         | eBioscience, clone H57-597, 47-5961-82 | 1:200                                                         |
| anti-CD93                                | BD Biosciences, clone AA4.1, 558039    | 1:200                                                         |
| anti-CD23                                | BD Biosciences, clone B3B4, 562929     | 1:200                                                         |
| anti-CD21                                | BD Biosciences, clone 7G6, 561770      | 1:500                                                         |
| anti-IgG1                                | BD Biosciences, clone X56, 550874      | 1:500                                                         |
| anti-IgG2b                               | Biolegend, clone RMG2b-1, 406708       | 1:500                                                         |
| anti-IgG3                                | BD Biosciences, clone R40-82, 553403   | 1:500                                                         |
| anti-Thy1.1                              | BD Bioscience, clone HIS51, 740044     | 1:300                                                         |
| anti-IgA                                 | eBiosciences, clone mA-6E1, 12-4204-82 | 1:200                                                         |
| Goat anti-mouse IgGs                     | Jackson ImmunoResearch                 | 250 ng                                                        |
| Goat anti-mouse IgMs                     | Jackson ImmunoResearch                 | 250 ng                                                        |
| Goat anti-mouse IgG1 antibodies          | Southern Biotech                       | 250 ng                                                        |
| Purified mouse IgG, IgG1                 | Sigma-Aldrich                          | Starting at 12 $\mu$ g/ml and seven consecutive 1:3 dilutions |
| Purified mouse IgM                       | Merck Millipore                        | Starting at 12 $\mu$ g/ml and seven consecutive 1:3 dilutions |

**Supplementary Table 9. List of antibodies used in the study**

How the deposited data were processed for this re-analysis (not part of the article)

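The deposited data of the CSR-HTGTS experiment were analysed, which measured junctions between a 5′Sμ bait and prey breaks in stimulated splenic B cells. The authors processed the reads with their published HTGTS pipeline, with the C57BL/6 libraries mapped to mm9, and deposited a list of junctions for 13 libraries, 1 row per junction with prey and bait coordinates, strands, positions on the read and filter flags, without normalization. For 2 libraries, the authors deposited 1 MH length per junction beside a tally with the count and the percent of junctions of each length. Shares were computed here from the single lengths.

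Samples were grouped by the genotype and strain labels of the deposit, before the lists were examined. Of 15 libraries, 10 have positions and come from C57BL/6 mice, 2 have only MH lengths, and 3 are labelled WT of another mouse strain, which the paper's text does not name. The paper reports 3 mice per genotype. By label, positions were used for 3 libraries each of WT and *Xlf*-/- and 2 each of *Shld1*-/- and *Shld1*-/- *Xlf*-/-. The Sγ1 junction counts of the 10 libraries equal, to 2 significant digits, counts printed in Fig. 5c and Supplementary Fig. 7b, but 6 are printed under another genotype than the label. After the data were seen, a comparison of the spread of direct joins within printed genotypes and within labels was run and dropped. The labels were kept, each library's value was given with both genotypes, and no mean or test over the printed genotypes is reported. Tests by label therefore mix libraries printed under different genotypes.

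Junction counts were made in the *Igh*, Sγ1 and Sμ windows given at the description of the experiment. MH length is the bait's last aligned base minus the prey's first aligned base on the read, plus 1, and a negative value is an insertion. Direct joins have an MH of 0 bp, and junctions with an insertion were left out of MH shares. The definitions of long resection and of the inversional to deletional ratio were chosen by comparing percentages printed in the figures with Fig. 5h, i, so closeness to those panels is partly built in. Core Sγ1 was read by eye from the dashed lines of Supplementary Fig. 7b. A minimum of 100 *Igh* junctions per library was set after file sizes were known and removed no library. The libraries held 1159 to 8110 *Igh* junctions and 300 to 5181 Sγ1 junctions, so that the smallest share of long resection that 3 junctions can show ranged from 0.0606% to 1.66%.

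Rows flagged by the pipeline for mapping quality, 11.5% to 39.1% of rows, are the rows that carry a switch-region name in the lists' region column, and were counted. Most junctions in the Sγ1 window carry neither the flag nor a region name. Rows flagged as duplicates were also counted. Exact two-sided permutation tests were run on library values, within XLF or SHLD1 genotypes for the effect of the other gene and between pairs of genotypes. Alternatives were another denominator, window, core, orientation or treatment of insertions, collapsed or pooled junctions, and each library left out in turn. Without rows flagged as duplicates, without rows flagged for mapping quality, and only libraries with the same genotype in label and figure were alternatives added after the data were seen. No genes were tested, and regions were named when the paper names them or when they held at least 1% of *Igh* junctions in the mean of a genotype label. Coordinates were not converted between genome builds and no annotation was used. The WT libraries of the other strain were not tested against WT, which was planned only for lists with the same coordinates, as the same bait ends 4347 bp higher there. The scripts used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and were tested on simulated junctions with known shares.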

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

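The test on sequencing runs was chosen after the result was seen, and the test on window flanks before. Libraries labelled WT of another strain than C57BL/6, which the paper's text does not report on, gave a signal in data outside its analysis. Among junctions with prey on chromosome 12 and no insertion, 30.0% ± 1.29 (SD, n = 3) were direct and 11.6% ± 0.617 used more than 3 bp of MH. The libraries ranged from 28.5% to 31.0% direct joins, a narrower spread than under any C57BL/6 label, each of which mixes printed genotypes. The C57BL/6 libraries printed as WT were spread less, from 30.6% to 32.3%. By the same count, the C57BL/6 libraries labelled WT had 30.6% (A, printed as WT), 13.4% (B, printed as *Shld1*-/-) and 16.2% (C, printed as *Xlf*-/-), and the other libraries printed as WT 31.5% (labelled *Shld1*-/- B) and 32.3% (labelled *Xlf*-/- C). Sequencing run and strain cannot be told apart, as the number of runs that hold both these and other libraries is 0. No biological explanation was tested.

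The paper states that junctions in WT cells lie almost only in S-regions, and its text gives no share for the *Igh* junctions outside Sμ and Sγ1. Those outside the Sμ and Sγ1 windows made up 1.92% to 14.5% of *Igh* junctions in the 10 libraries. The highest share, 14.5%, was in the library labelled *Shld1*-/- *Xlf*-/- A, printed as *Shld1*-/-, and the lowest, 1.92%, in WT A. One technical explanation is that they are the flanks of the 2 windows. The median share within 10 kb of either window, 51.6% against a mark of 50%, is the midpoint of 2 libraries and describes none of them. Of the junctions outside the windows, 62.8% to 74.7% lay within 10 kb in the 5 libraries where they made up at least 9.39% of *Igh* junctions, and 0% to 40.3% in the 5 where they made up at most 3.64%. In 10-kb bins, parts outside the windows held at least 1% of *Igh* junctions next to the Sμ window in each label's mean. Between 114650001 and 114660000, they held from 1.15% (*Xlf*-/-) to 3.22% (*Shld1*-/- *Xlf*-/-). Between 114640001 and 114650000, they held 1.10% under the label *Shld1*-/- and 1.54% under *Shld1*-/- *Xlf*-/-. Beside the Sγ1 window, only the label *Shld1*-/- *Xlf*-/- reached 1%, with 1.44% between 114550001 and 114560000 and 1.25% between 114560001 and 114570000. The 5 libraries where these junctions are frequent are printed as *Shld1*-/- or *Shld1*-/- *Xlf*-/-, and the other 5 as WT or *Xlf*-/-. Window width remains an explanation where these junctions are frequent, and the label of the library with the highest share is contradicted. A biological explanation was therefore not tested.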

How the results depend on the processing

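Of 42 comparisons by label, 0 had an exact permutation p under 0.05. They were recomputed 704 times, and 655 values kept direction and side of the threshold (or, without a test, moved by less than 1 SD), 38 reversed, 10 moved and 1 became stronger. That SD is the largest within a label and is wide, as labels mix printed genotypes. With only the 4 libraries of the same genotype in label and figure, the Sγ1 share for SHLD1 loss went from -7.13 to -26.4. This was counted as kept (SD 23.6), so the 655 values do not by themselves show stability. Depth minimums of 0 and 500 junctions removed no library and could not change a result. Comparisons between 2 labels could not reach a p under 0.05, so their calls show no stability. Differences are in percentage points, apart from the ratio. The cause of the changes was not tested unless stated.

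With only the 4 libraries of the same genotype in label and figure (1 per genotype, no test), chosen after the data were seen, *Shld1*-/- against WT became -26.7 for the Sγ1 share, 14.6 for the Sμ share, -14.0 for direct joins, 20.7 for MH of more than 3 bp, 26.6 for long resection and 0.321 for the ratio, against 4.11, -7.46, 1.80, 1.56, 5.75 and 0.0797. *Xlf*-/- against WT became -5.16 for the Sγ1 share, 3.44 for the Sμ share and 16.5 for MH of more than 3 bp. *Shld1*-/- *Xlf*-/- against WT became -31.3, 22.8, -24.5, 26.7, 38.3 and 0.511 in the same order as for *Shld1*-/-.

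A Sμ window of 10 kb reversed the Sμ share to -2.35 for SHLD1 loss, -0.286 for XLF loss and -2.63 for *Shld1*-/- *Xlf*-/- against WT. Pooled junctions reversed *Shld1*-/- against WT to -0.976 for MH of more than 3 bp, -0.224 for long resection and -0.00343 for the ratio.

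Leaving out 1 library at a time, the Sγ1 share ran from -15.5 to 1.21 for SHLD1 loss, from -15.5 to 1.18 for XLF loss, from -12.6 to 20.8 for *Shld1*-/- and from -4.69 to 15.0 for *Xlf*-/- against WT. The Sμ share ran from -2.91 to 7.82, from -1.34 to 9.39, from -18.2 to 3.27 and from -13.2 to 0.513, and direct joins from -6.38 to 0.903, from -13.4 to -6.08, from -5.48 to 9.08 and from -12.4 to 0.318. Direct joins for XLF loss without *Xlf*-/- C gave -13.3 (exact permutation test, p = 0.033), while the other fits with a test stayed above 0.05. For *Shld1*-/- and *Xlf*-/- against WT, MH of more than 3 bp ran from -8.13 to 11.3 and from -1.07 to 10.7, long resection from -7.46 to 19.0 and from -4.45 to 12.4, and the ratio from -0.0824 to 0.242 and from -0.0111 to 0.153.

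No paired analysis was possible by label because the groups compared share at most 1 of the repeats under which the figures print their libraries, and the replicate letters are arbitrary names. Label and printed repeat cannot be told apart in most of these comparisons, as the libraries labelled WT are all printed as repeat 1, those labelled *Shld1*-/- as repeat 2 and those labelled *Shld1*-/- *Xlf*-/- as repeat 3, while *Xlf*-/- A and B are printed as repeat 2 and *Xlf*-/- C as repeat 3. A pairing of libraries by printed genotype and repeat was not made, as groups were formed from labels only, so the lack of differences by label leaves such a pairing open. Tests of the WT libraries of the other strain against WT were planned only for lists with the same coordinates and were not run. The share of direct joins over chromosome 12 needs no coordinates and is given for each strain without a test. The library labelled *Shld1*-/- *Xlf*-/- C, with 300 Sγ1 junctions, limits precision most.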

Differences from the paper's values

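Values are means over libraries grouped by label, which the counts printed in the figures contradict for 6 of 10 libraries. The alternative with only the 4 libraries of the same genotype in label and figure was chosen after the values were seen. For WT, long resection was 8.04% against the paper's 0.45%, and none of the alternatives set before the data were examined closed the gap, while the 4-library alternative gave 0.402%. For *Shld1*-/-, it was 13.8% against the paper's 23%. A window 10 kb longer on each side gave 17.3% and leaving out *Shld1*-/- B 27.0%, both within 1.5 times of the paper's, as were 18.2% without rows flagged for mapping quality and 27.0% in the 4-library alternative, both chosen after seeing the values. The other alternatives did not close it. For *Xlf*-/-, long resection was 13.8% against the paper's 6%, and 4.10% with pooled junctions and 6.64% in the 4-library alternative, with the other alternatives farther off.

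Inversions in *Shld1*-/- were 15.6% of inversions and deletions against the paper's 30%. Without *Shld1*-/- B, and also in the 4-library alternative, the value was 26.9%, and the other alternatives kept the gap. Compared as a ratio, the mean under this label was 0.206 against about 0.3 in Fig. 5i, read by eye, within 1.5 times. The paper's 30% has the same digits as this ratio, so the gap in share may compare unlike measures. Libraries printed as *Shld1*-/- had 19.0%, 26.9% and 27.7% inversions, all below 30%. Their ratios were 0.234, 0.368 and 0.383, on both sides of 0.3. The inversional to deletional ratio of WT was 0.126 against about 0.05 in Fig. 5i, read by eye. It was 0.0726 without WT B and 0.0473 in the 4-library alternative, and the other alternatives did not close the gap. For *Xlf*-/-, the ratio was 0.204 against about 0.13 in Fig. 5i, read by eye. Pooled junctions (0.104), leaving out *Xlf*-/- B (0.115) and the 4-library alternative (0.177) closed the gap. Counted as a share, inversions under this label were 15.9% of inversions and deletions against the paper's 13%, within 1.5 times. The gap for *Xlf*-/- therefore depends on whether a ratio or a share is compared. For this genotype and *Shld1*-/- *Xlf*-/-, the paper's percentages (13% and 43%) also have the digits of the ratios, although a share and a ratio differ. Libraries printed as *Shld1*-/- *Xlf*-/- had 27.6% and 35.8% inversions, below 43%, and ratios of 0.381 and 0.558, on both sides of 0.43. Those printed as *Xlf*-/- lay on both sides by either measure. The mutants with SHLD1 loss go more with a ratio, but its definition was chosen by comparing with Fig. 5i.

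The listed gaps in long resection and inversions are smaller than the SD between libraries with the same label, and are listed because they are leading results of the paper. Further label means were more than 1.5 times apart from the paper's by less than that SD. MH of more than 3 bp in WT was 20.5% (SD 9.55) against the paper's 11%, direct joins were 23.5% (SD 10.3) against the paper's 15% in *Shld1*-/- and 9.23% (SD 4.95) against the paper's 6% in *Shld1*-/- *Xlf*-/-, and the Sγ1 share of *Shld1*-/- was 47.2% (SD 23.6) against about 29% in Fig. 5d, read by eye.

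The paper gives fewer Sγ1 junctions in each mutant than in WT. By label, the Sγ1 share was 47.2% for *Shld1*-/- and 47.2% for *Xlf*-/-, above the 43.1% of WT. The paper gives fewer direct joins in *Shld1*-/- than in WT, and by label they were 23.5% and 21.7%. In the 4-library alternative, these shares were lower than in WT.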

Other observations

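The tests on labels and on counting error were chosen after the result was seen, and the tests of MH within libraries before. One pattern is that libraries have Sγ1 counts that the figures print under another genotype. A candidate explanation is mislabelled samples. That 4 of 10 libraries are printed under their label restates the pattern and tests no explanation of it. The values of single libraries bear on it. Direct joins were 30.3%, 30.8% and 31.0% in the libraries printed for WT, 16.6%, 16.2% and 12.7% in those printed for *Shld1*-/-, 18.2% and 13.0% for *Xlf*-/-, and 5.50% and 5.73% for *Shld1*-/- *Xlf*-/-, whereas the label *Xlf*-/- alone spans 5.50% to 31.0%. This order is in line with an error in the deposited labels more than in the figures. It was seen in the same data, and the labels were left as they are. Counting error alone does not account for the spread within a label, as the largest chi-square p over the 4 labels, for direct against other joins, was 0.00195. That test does not separate differences between mice from labels.

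The effect of SHLD1 loss by label was not found to differ with XLF in any of the 6 measures, with exact permutation p from 0.23 to 0.62, under the same contradiction of labels.

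MH was compared within libraries, which needs no label. One hypothesis was that resected ends join with longer MH. In the 9 libraries with at least 20 junctions in each class, MH of more than 3 bp was 4.76 ± 8.49 percentage points (SD) more frequent downstream of core Sγ1 than in it among deletional junctions, higher in 7, with differences from -13.9 to 12.9 (exact sign-flip permutation test, p = 0.13). The difference could not be told from 0. It was 4.05 without rows flagged for mapping quality (ambiguous mapping) and 4.72 without rows flagged as duplicates, but neither filter removed a junction downstream of the core, so ambiguous mapping and duplication there were not tested.

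Another hypothesis was that inversional joins use longer MH. In core Sγ1, MH of more than 3 bp differed by 1.22 ± 9.71 percentage points (SD) between inversional and deletional joins, higher in 7 of 10 libraries, with differences from -15.3 to 19.4 (exact sign-flip permutation test, p = 0.72). Without rows flagged for mapping quality the difference was 1.26, higher in 5 of 10 libraries and from -12.3 to 29.8, and without rows flagged as duplicates 1.90, higher in 7 of 10 and from -13.0 to 22.9. The data do not bear out this hypothesis.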
